# PRMT1 methylation of WTAP promotes multiple myeloma tumorigenesis by activating oxidative phosphorylation via m6A modification of NDUFS6

**DOI:** 10.1038/s41419-023-06036-z

**Published:** 2023-08-09

**Authors:** Yachun Jia, Xiao Yu, Rui Liu, Luyi Shi, Hua Jin, Dan Yang, Xiaofeng Zhang, Ying Shen, Yuandong Feng, Peihua Zhang, Yi Yang, Linlin Zhang, Pengyu Zhang, Zongfang Li, Aili He, Guangyao Kong

**Keywords:** Myeloma, Methylation

## Abstract

Epigenetic modifications play important roles during the pathogenesis of multiple myeloma (MM). Herein, we found that protein arginine methyltransferase 1 (PRMT1) was highly expressed in MM patients, which was positively correlated with MM stages. High *PRMT1* expression was correlated with adverse prognosis in MM patients. We further showed that silencing *PRMT1* inhibited MM proliferation and tumorigenesis in vitro and in vivo. Mechanistically, we revealed that the knockdown of *PRMT1* reduced the oxidative phosphorylation (OXPHOS) of MM cells through NDUFS6 downregulation. Meanwhile, we identified that WTAP, a key component of the m^6^A methyltransferase complex, was methylated by PRMT1, and NDUFS6 was identified as a bona fide m^6^A target of WTAP. Finally, we found that the combination of PRMT1 inhibitor and bortezomib synergistically inhibited MM progression. Collectively, our results demonstrate that PRMT1 plays a crucial role during MM tumorigenesis and suggeste that PRMT1 could be a potential therapeutic target in MM.

## Introduction

Multiple myeloma (MM) is a fatal hematologic tumor characterized by abnormal proliferation of monoclonal plasma cells in the bone marrow [1]. Current evidence suggests that the average age of MM diagnosis is around 70 years [2]. While several effective treatment strategies for this patient population have emerged in recent decades, including proteasome inhibitors, immunomodulatory drugs, monoclonal antibodies, chimeric antigen receptor-engineered T cells, and autologous stem cell transplantation [3–6], MM remains incurable due to the onset of drug resistance and relapse [7]. It is now understood that various factors are involved in MM progression, mainly including genetic abnormalities [8], changes in the bone marrow microenvironment [9], and epigenetic alterations [10]. Nonetheless, the etiology of MM remains unclear, highlighting the need to understand the molecular mechanisms of MM patients and identify novel therapeutic targets.

Protein arginine methyltransferases (PRMTs) are enzymes that catalyze the methylation of arginine residues on histones and non-histone proteins and can be classified into three major types: type I (PRMT1-4, PRMT6, PRMT8), type II (PRMT5, PRMT9), or type III (PRMT7) [11]. PRMTs participate in various biological processes, including signal transduction, epigenetic regulation, and DNA repair [12]. Among the PRMT family members, PRMT1 is the predominant type I enzyme responsible for the monomethylation and 85% of asymmetric dimethylation of arginine residues in mammalian cells [13]. Over the years, PRMT1 has been associated with the progression of various diseases, especially cancers [14]. For instance, PRMT1 could promote lung cancer growth and breast cancer metastasis [15, 16]. Besides, PRMT1 could enhance the oncogenic arginine methylation of NONO in colorectal cancer via asymmetrically demethylating R251 of NONO [17]. However, the function of PRMT1 in MM progression remains unclear, warranting further research.

In this study, we provide hitherto undocumented evidence of elevated *PRMT1* expression in MM and its correlation with adverse outcomes in this patient population. Further exploration demonstrated that loss of *PRMT1* inhibited MM proliferation in vitro and in vivo and caused oxidative phosphorylation (OXPHOS) dysfunction. Mechanistically, we found that PRMT1 affected the function of mitochondria by regulating NDUFS6 expression via an m^6^A-WTAP-dependent pathway. Finally, we revealed the synergistic cytotoxic effect of PRMT1 inhibitor and bortezomib (BTZ) in MM cell lines and patient primary cells. Overall, our findings provide a potential therapeutic approach for MM by targeting PRMT1.

## Methods

### Patient samples and databases used

In this study, bone marrow aspirates were collected from 23 normal donors and 31 newly diagnosed multiple myeloma (NDMM) patients. The study protocol was approved by the Ethics Committee of the second affiliated hospital of Xi’an Jiaotong University, Shaanxi, China (#2022128). Written informed consent was obtained from all patients. Among the MM patients, there were 16 males and 15 females aged from 37 to 82 years. (Supplementary Table 1). Primary MM CD138^+^ cells were obtained using CD138 beads (MicroBeads, human, Miltenyi Biotec, #130-051-301, Germany) for purification. The diagnosis, stage, and risk status of MM were made in accordance with the National Comprehensive Cancer Network (NCCN) (2020 version 4) and mSMART 3.0. Besides, MM mRNA expression and clinical features were downloaded from The Cancer Genome Atlas (TCGA, UCSC Xena, https://xenabrowser.net/) and Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) databases.

### Bioinformatics analysis

MM patients were divided into two groups upon the optimal cutoff of the gene expression with the "Survminer" package (version 0.4.9). Kaplan-Meier survival analysis with log-rank test was used to evaluate the differences in survival rate between the two groups using the "SURVIVAL" package (version 3.2-7) [18]. Univariate and multivariate Cox regression analyses were conducted to determine the significance of various factors for MM prognosis. Variables with *p* < 0.05 during multivariate Cox regression analysis were regarded as independent prognostic factors. Then, we used the "rms" package (version 6.2-0) to construct a nomogram. Finally, we assessed the predictive value of the nomogram by receiver operating characteristic (ROC) curve analysis and generating calibration curves.

### Reagents

Bortezomib (HY-10227, purity ≥ 98.0%) was purchased from MCE. C7280948 (S6737, purity ≥ 98.0%) was from Selleck Chemicals. These drugs were dissolved in Dimethyl sulfoxide (DMSO), aliquoted, and stored at −20 °C.

### Establishment of overexpressed (OE) and knockdown (KD) MM cell lines

Transient transfection was performed with siRNA targeting negative control (NC), *PRMT1*, *NDUFS6*, *METTL3*, *METTL14*, *WTAP*, and *YTHDF2* at a final concentration of 100 nM using Lipofectamine RNAiMAX according to the manufacturer’s instructions (Thermo Fisher Scientific, China). All siRNAs were purchased from Ribobio (Guangzhou, China). The siRNA sequences used are presented in Supplementary Table 2. MM cells were transfected with overexpression plasmids of PRMT1 and WTAP using Lipofectamine 3000 according to the manufacturer’s instructions (Thermo Fisher Scientific, China). Following transfection for 72 h, cells were collected to examine knockdown and overexpression efficiency by qRT-PCR and western blotting.

### Cell proliferation and cytotoxicity assays

Cell proliferation was detected by Cell Counting Kit-8 (CCK8, Beyotime, Shanghai, China) and EdU-staining assays. MM cell lines were seeded into 96-well plates (5×10^3^ cells /well) and transfected with siRNA or plasmids for 5 consecutive days. Cell viability was examined using the absorbance at 450 nm by a microplate reader, and 10 μl of CCK-8 solution was added to each well 2 hours in advance.

The EdU staining assay was performed by BeyoClickTM EdU cell proliferation Kit with Alexa Fluor 647 (Beyotime, Shanghai, China). 1×10^5^ MM cells transfected with siRNA or plasmids were cultured in 24-well plates. After 72 h, cells were maintained with 10 μM EdU at 37 °C for 2 h. Next, MM cells were fixed, permeabilized, and incubated with a click reaction solution in accordance with the manufacturer’s protocols. Finally, the APC-positive cells were identified by flow cytometry.

Cell cytotoxicity was detected by CCK8 assays. MM cell lines (5×10^3^ cells /well) or primary MM CD138^+^ cells (1×10^4^ cells /well) were seeded into 96-well plates treated with single drugs or combinations for 48 h. The half-maximal inhibitory concentration (IC_50_) and Combination Index (CI) were calculated using Compusyn software. A CI value < 1 indicated synergism.

### Cell apoptosis assays

The cell apoptosis rate was detected by Annexin V-PE/RedNucleus II assay from Bioscience (Shanghai, China). MM cell lines were transfected with siRNA or plasmids and cultured in 24-well plates (1 × 10^5^/well). After 72 h, 5 μL Annexin V-PE and 5 μL RedNucleus II were added into cells for 20 minutes at room temperature in the dark. Then flow cytometry was used to assess MM cell apoptosis. The results were analyzed with FlowJo software.

### Measurement of reactive oxygen species (ROS)

MM cell lines were transfected with siRNA or plasmids and cultured in 24-well plates (1×10^5^/well). After 72 h, cells were maintained with 10 μM DCFH-DA (Bioscience, Shanghai, China) at 37 °C for 30 min in the dark and washed with PBS. Then flow cytometry was used to assess FITC-positive MM cells. The results were analyzed with FlowJo software.

### Measurement of oxygen consumption (OCR)

OCR was measured using a Seahorse XF96 Extracellular Flux Analyzer (Agilent, Chicopee, USA). Briefly, MM cells (4 ×10^4^/well) transfected with siRNA or plasmids for 72 h were seeded in a Seahorse culture plate precoated with Cell-Tak. OCR was finally measured by sequential addition of oligomycin (1.5 μM), FCCP (1 μM), and Rotenone/antimycin A (0.5 μM). The results were analyzed with online Seahorse Analytics.

### Animal experiments

Female BALB/c nude mice (4-5-week-old) were purchased from (Beijing, China) and fed in specific pathogen-free facilities with 12 h light/12 h dark. Following *PRMT1* knockout, MM.1 S cells (5 ×10^6^) were resuspended in 200 μL PBS and subcutaneously injected into mice. To assess the synergistic cytotoxic effect of inhibiting PRMT1 and BTZ, the mice were randomly divided into different treatment groups. The control group consisted of mice injected with sg-NC MM cells and received no treatment. The BTZ group included mice injected with sg-NC MM cells and treated with BTZ alone. The combination group included mice injected with sg-PRMT1 MM cells and treated with BTZ. The BTZ treatment involved administering BTZ at a dose of 1 mg/kg, which was dissolved in a solution containing 2% DMSO, 30% PEG 300, and ddH_2_O. The BTZ treatment was administered twice a week through intraperitoneal injection for a duration of 24 days.Tumor size was measured every day. Tumor volume was calculated as follows: length × width^2^ × 0.5. The mice were sacrificed when the tumor diameter reached 15 mm. All animal experiments were approved by the Committee on Animal Research and Ethics of the second affiliated hospital of Xi’an Jiaotong University (#2022128).

### Statistical analysis

Three dependent biological replicates were performed in each experiment, and values were presented as mean ± SD. We used unpaired Student’s t-test and Mann-Whitney U test to determine the significance between the two groups. For three or more groups, we used One-way ANOVA (for parametric data) and Kruskal-Wallis (for non-parametric data) tests to compare significance. The correlation between *PRMT1* with OXPHOS-related genes was assessed by Pearson correlation analysis. ROC curve was used to calculate the diagnosis value of *PRMT1* and the prognostic value of the nomogram model in MM. The Kaplan-Meier method with a two-sided log-rank test was used to assess the overall survival rate and poor progression-free survival rate of MM patients. SPSS 21 software (SPSS, Chicago, USA) and GraphPad Prism 8 were used for statistical analysis. *A p-*value less than 0.05 was statistically significant.

## Results

### High *PRMT1* expression was related to adverse outcomes in MM patients

To investigate the role of PRMT1 in MM, public datasets were queried to explore the potential clinical value of *PRMT1* in MM and different MM stages. Analysis of dataset GSE6477 revealed that *PRMT1* expression was significantly increased in 73 NDMM patients compared with 15 normal donors (*p* < 0.0001, Fig. 1A). Besides, analysis of dataset GSE13591 revealed significant upregulation of *PRMT1* expression in MM (n = 133, *p* = 0.016), with even more pronounced elevation in plasma cell leukemia (PCL) (n = 9, *p* < 0.0001, Supplementary Fig. 1A). Similar findings were observed in dataset GSE2113 (*p* = 0.001, *p* = 0.004, Supplementary Fig. 1B). Furthermore, we found MM patients with higher R-ISS stage in TCGA cohort (*p* = 0.009, *p* = 0.02, Supplementary Fig. 1C) and GSE136324 (*p* = 0.0023, *p* = 0.0014, Fig. 1B) and ISS stage in GSE136324 (*p* = 0.0022, *p* = 0.0368, Fig. 1C) exhibited higher levels of *PRMT1* expression. Next, we analyzed the prognostic value of *PRMT1* in MM. We found higher *PRMT1* expression correlated with adverse overall survival (OS) rate among MM patients from dataset GSE4581 (*p* = 0.044, Fig. 1D), GSE24080(*p* = 0.027, Supplementary Fig. 1D), and TCGA (*p* < 0.0001, Supplementary Fig. 1E). Meanwhile, higher *PRMT1* expression was correlated with poorer progression-free survival (PFS) in GSE136324 (*p* < 0.0001, Supplementary Fig. 1F). ROC curve analysis (Fig. 1E) suggested that *PRMT1* expression could differentiate MM from normal donors (AUC = 0.8658, 95% confidence interval (CI): 0.7833 to 0.9482, *p* < 0.0001), monoclonal gammopathy of undetermined significance (MGUS) (AUC = 0.7615, 95%CI: 0.6515 to 0.8715, *p* = 0.002) and smoldering multiple myeloma (SMM) (AUC = 0.7922, 95%CI: 0.6878 to 0.8967, *p* < 0.0001).

**Fig. 1:**
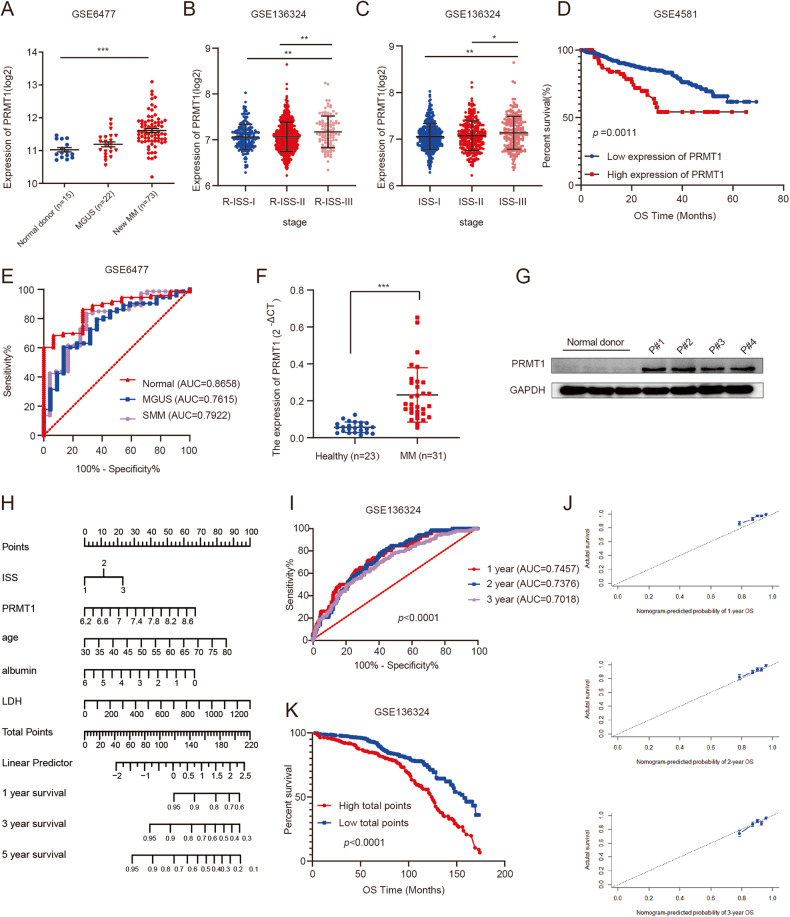
High PRMT1 expression was related to adverse outcomes in MM patients. **A-C**. *PRMT1* expression in normal donors and MM patients (**A**), MM patients with different R-ISS stages (**B**), or MM patients with different ISS stages **(C**) in GSE6477 and GSE136324, respectively. **D** Kaplan-Meier survival analysis of overall survival rate in GSE4581. **E** ROC curve for MM with different myeloma stages. PRMT1 mRNA expression (**F**) and protein expression (**G**) in primary bone marrow mononuclear cells from NDMM and normal donors. **H** Nomogram predicting 1-, 3-, and 5-year OS for MM patients based on *PRMT1* and other prognostic parameters. **I** ROC curve for the nomogram prognosis system. **J** Calibration plot of the nomogram for 1-year, 2-year, and 3-year OS. (**K**) Kaplan-Meier survival analysis for total points of Nomogram. Data represent the mean ± SD.* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

In addition, we compared PRMT1 expression in primary bone marrow mononuclear cells from NDMM and normal donors. *PRMT1* mRNA expression (*p* < 0.0001, Fig. 1F) was increased in NDMM patients compared to controls. Consistently, NDMM patients exhibited higher PRMT1 protein expression (Fig. 1G) than normal donors.

### *PRMT1* expression was an independent prognostic factor for MM survival

Based on the above findings, we explored the correlation between *PRMT1* expression and patient characteristics in the GSE136324 dataset (n = 844 MM patients) (Table 1). We observed that *PRMT1* expression was correlated with MM patient age (*p* = 0.042), beta-2 microglobulin (B2M) levels (*p* < 0.0001), and the ISS stage (*p* = 0.005). In addition, GSE136324 was used for univariate and multivariate Cox regression analysis. The results showed that age (hazard ratio (HR), 1.046; 95%CI, 1.032-1.061; *p* < 0.0001), lactate dehydrogenase (LDH) (HR, 1.002; 95% CI, 1.001-1.003; *p* = 0.003), albumin (ALB) (HR, 0.746; 95% CI, 0.642-0.866; *p* < 0.0001), ISS stage (HR, 1.355; 95% CI, 1.113-1.650; *p* = 0.002), and *PRMT1* expression (HR, 1.966; 95% CI, 1.400-2.759; *p* < 0.0001) were independent prognostic factors for survival of MM patients (Supplementary Table 3). To facilitate clinical implementation, a nomogram model was constructed incorporating the above independent prognostic factors (Fig. 1H). The nomogram allowed the calculation of total points based on the values assigned to each factor, providing an estimate of an individual patient’s survival probability. ROC and calibration curves were used to evaluate the accuracy and efficacy of the prognostic model. The AUC value of the total points in nomogram for OS at 1, 2, and 3 years was 0.7457 (95%CI: 0.6776 to 0.8138, *p* < 0.0001), 0.7376 (95%CI: 0.6853 to 0.7898, *p* < 0.0001), and 0.7018 (95%CI: 0.6503 to 0.7532, *p* < 0.0001), respectively (Fig. 1I). Calibration curves are typically used to assess the agreement between predicted probabilities and observed event rates or frequencies in the real world, with the 45° line representing the best prediction scenario. In the present study, the calibration curves revealed good agreement between predicted and actual outcomes (Fig. 1J). Moreover, we analyzed the prognostic value of total points in MM. We divided MM patients into high and low total points groups based on the optimal cutoff of the total points. The Kaplan-Meier survival analysis showed MM patients with higher total points showed significantly adverse OS (*p* < 0.0001, Fig. 1K). Taken together, we identified that increased *PRMT1* was associated with poor prognosis in MM and could be used as a novel biomarker. *PRMT1* expression was the independent prognostic factor for MM survival. Our nomogram based on *PRMT1* expression exhibited good performance in predicting OS in MM patients.

**Table 1:** Patients’ characteristics in the GSE136324 dataset of 844 MM patients according to PRMT1 expression levels.

characteristics		PRMT1 low	PRMT1 high	*p*
Age, mean(range)		58.51 (32.4–75.2)	56.56 (35.8–73.3)	**0.042**
Gender (%)	female	267 (31.64%)	51 (6.04%)	0.065
B2M(mean(range))	male	465 (55.09%) 4.6 (0.45–49.1)	61 (7.23%) 5.7 (1.1–28.6)	**<0.0001**
LDH (mean(range))		158.7 (73–666)	187.4 (68–1278)	0.444
ALB (mean(range))		3.87 (0.3–5.8)	3.85 (1.9–5.8)	0.434
ISS (%)	I	171 (20.3%)	17 (2.0%)	**0.005**
	II	469 (55.6%)	71 (8.4%)	
	III	92 (10.90%)	24 (2.8%)	

Bold values indicates statistically significant *p* values less than 0.05.

### Downregulation of *PRMT1* inhibited MM progression in vitro and in vivo

Our findings indicated that PRMT1 may be involved in the development of MM. To confirm the function of PRMT1, we first examined its expression in MM cell lines. We found PRMT1 was expressed in MM cell lines at both the mRNA and protein levels (Supplementary Fig. 2A-B). Next, gain- and loss-of-function studies were performed to explore the role of PRMT1 in MM. The knockdown and overexpression efficiency were examined by qRT-PCR and western blotting (Fig. 2A, Supplementary Fig. 2C-D). The results showed that silencing *PRMT1* could significantly inhibit MM cell growth and proliferation (Fig. 2B-C) but increased cell apoptosis (Fig. 2D) in MM.1 S and NCI-H929 cells. Consistently, PRMT1 overexpression enhanced MM cell growth and proliferation in NCI-H929 and RPMI-8226 cells (Supplementary Fig. 2E-F) and decreased cell apoptosis (Supplementary Fig. 2G) in MM.1 S and RPMI-8226 cells. To further confirm our findings, we knocked out *PRMT1* in MM.1 S using CRISPR-Cas9, and the expression of PRMT1 was verified by western blotting. We found PRMT1 expression was suppressed in the sg-PRMT1-3-2 group (Supplementary Fig. 3A). Then, we subcutaneously injected 5 million MM.1 S cells transfected with sg-NC or sg-PRMT1-3-2 into nude mice. The results showed that *PRMT1* knockout significantly restrained tumor volume and reduced tumor weight (Fig. 2E-G). Hematoxylin-eosin (H-E) staining of tumor tissues showed an increase in necrotic areas in the *PRMT1* knockout group (Supplementary Fig. 3B). In addition, the immunohistochemical analysis indicated a decrease in the number of Ki-67 positive cells due to *PRMT1* knockout (Supplementary Fig. 3B). Taken together, these finding indicated that loss of PRMT1 could delay MM progression in vitro and in vivo.

**Fig. 2:**
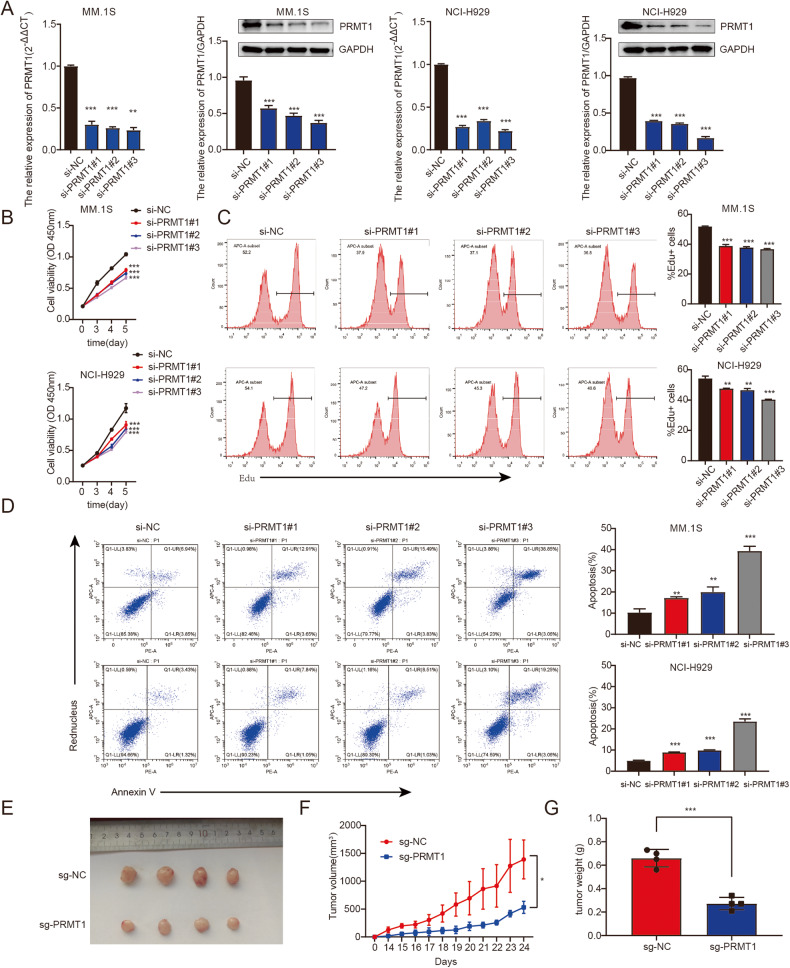
Downregulation of PRMT1 inhibited MM progression in vitro and in vivo. **A** The mRNA and protein of PRMT1 was detected by qRT-PCR and western blotting in MM.1 S and NCI-H929 cells transfected with si-NC or si-*PRMT1*. Total RNA was extracted after 48 h and protein was extracted after 72 h following the transfection. **B**, **C** Proliferation of MM cells transfected with si-NC or si-*PRMT1*, as determined by CCK8 (0, 3,4, and 5 days) (**B**) and EDU-staining (after 72 h following the transfection) (**C**). **D** Apoptotic analysis of MM cells by flow cytometry after 72 h following the transfection. **E** Photographs of tumors. **F** Quantification of the tumor volumes in nude mice after implantation of MM.1 S sg-NC and sg-PRMT1 (mean tumor volume±S.D., 4 mice per group). **G** Quantification of tumor weights from MM-xenograft mice on day 24. Data represent the mean ± SD. Experiments were performed in triplicate. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

### Downregulation of *PRMT1* inhibited oxidative phosphorylation of MM cells

To further explore the underlying mechanism of PRMT1 in MM, RNA sequencing (RNA-seq) was performed in MM.1 S cells transfected with si-NC or si-*PRMT1*. 

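MM.1S is an established human multiple myeloma cell line. RNA was sequenced from 3 control libraries (si-NC) and 3 PRMT1 KD libraries (si-PRMT1), with the siRNA at 100 nM and collection 72 h after transfection. The authors deposited FPKM values (fragments on a gene scaled by its length and by the size of the library) for 58735 genes in each library, together with the length used for each gene. The supplementary text gives RNA extraction with TRIzol and processing by a company, and names no aligner or counting tool. The statistics section names tests between groups for the whole paper, without saying which was used for the RNA-seq. Multiplied by gene length, the deposited FPKM values were whole multiples of a single step in each library for 100% of the values above 0, so the number of reads on each gene was worked back. The control libraries held 16465026, 16064769 and 16106199 reads on genes, with a median of 16106199, and the PRMT1 KD libraries 16313196, 14439217 and 15416337, with a median of 15416337. All 58735 gene identifiers were found in GENCODE release 29, and 58690 had the same coordinates there on GRCh38. Differences between PRMT1 KD and control were tested with limma 3.58.1 on log2(FPKM + 1), with empirical Bayes moderation and a mean-variance trend, over the 13585 genes with a mean FPKM of at least 1. A pseudocount of 1 understates the change of genes with low FPKM.
PRMT1, the targeted gene, is listed under ENSG00000126457 on chromosome 19 from 49675786 to 49689029 on the plus strand. Its expression was 61.1 ± 1.97 FPKM (SD, n = 3 libraries) in control cells and 13.3 ± 0.775 FPKM (SD, n = 3) in PRMT1 KD cells, which was 21.7% of the control mean. The log2 fold change was -2.13 (standard error 0.0552, adjusted p = 2.77e-05 from limma with Benjamini-Hochberg adjustment). An exact two-sided permutation test gave p = 0.1, the smallest value that 3 libraries against 3 allow. With the replicate number as a block, the log2 fold change was again -2.13 with a limma adjusted p of 0.00095. Deviations of same-numbered libraries from their group means correlated across genes by 0.02, 0.063 and 0.101 for replicates 1, 2 and 3. Those of differently numbered libraries correlated by -0.0751 to 0.0186. PRMT1 overlaps ADM5 and MIR5088 on the same strand and AC011495.3 on the opposite strand, and whether the counting used strand is not named.

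**Figure D1:**
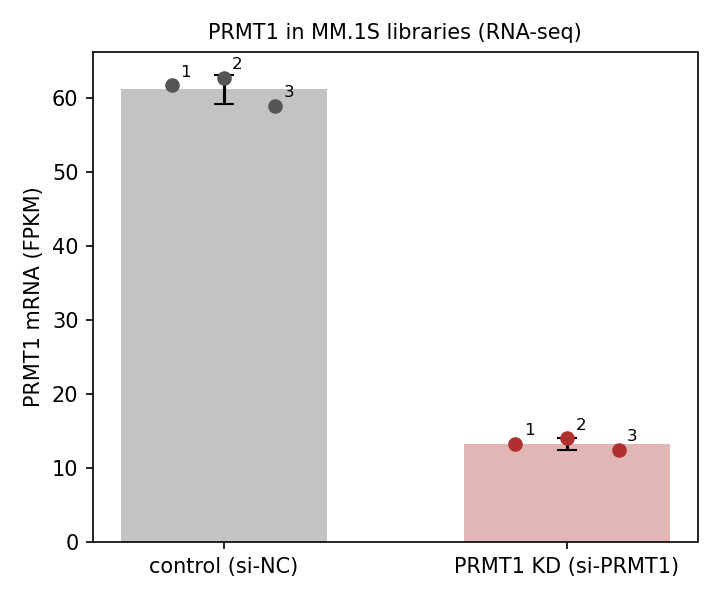
PRMT1 mRNA in FPKM on the vertical axis for control and PRMT1 KD libraries of MM.1S cells; points are libraries with their replicate numbers, bars are means and error bars are SD. The 3 PRMT1 KD libraries lie between 12.5 and 14.0 FPKM and the 3 control libraries between 58.9 and 62.8 FPKM.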

As illustrated in Fig. 3A, 2731 genes were differentially expressed after *PRMT1* knockdown (*PRMT1* KD), including 1244 downregulated and 1487 upregulated genes. 

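With an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, 279 of the 13585 genes tested differed between PRMT1 KD and control, 134 of them lower and 145 higher. In each of the 279 genes, the 3 PRMT1 KD libraries lay on one side of the 3 control libraries. Of all genes tested, 25.9% were separated in this way, against 10% by chance for 3 libraries against 3. The statistics section of the paper gives 0.05 as the limit for p, without saying whether p was adjusted. An unadjusted p under 0.05 raised the count most, to 2655 genes with 1287 lower and 1368 higher. limma's voom, which models the reads worked back, gave 927 genes at an adjusted p under 0.05, 401 lower and 526 higher. It was chosen after seeing the data. With the replicate number as a block, 204 genes had an adjusted p under 0.05, 99 lower and 105 higher, and 147 of them were among the 279. Most changes were small. Of the 279 genes, 52 changed at least 1.5-fold and 11 at least 2-fold on the log2(FPKM + 1) scale.
Apart from PRMT1, OAS1 and CCL3 were the protein-coding genes among the 5 that fell most. OAS1 (ENSG00000089127, chromosome 12, 112906777 to 112933222) fell from 7.06 ± 0.457 FPKM (SD, n = 3) to 2.09 ± 0.117 FPKM (SD, n = 3). Its log2 fold change was -1.38 (standard error 0.0721, limma adjusted p = 0.00178). CCL3 (ENSG00000277632, chromosome 17, 36088256 to 36090169) fell from 21.4 ± 0.982 FPKM (SD, n = 3) to 8.45 ± 1.05 FPKM (SD, n = 3), a log2 fold change of -1.25 (standard error 0.086, limma adjusted p = 0.0039). The other 2 of these 5 were microRNA genes with few reads. MIR5091 had 2, 5 and 5 reads in the control libraries and MIR4747 had 3, 1 and 2, and both are listed at 0 in the 3 PRMT1 KD libraries. Among the 5 genes that rose most, the processed pseudogene RPL29P11 (ENSG00000224858) rose from 6.56 ± 2.01 FPKM (SD, n = 3) to 20.6 ± 1.5 FPKM (SD, n = 3). Its log2 fold change was 1.54 (standard error 0.17, limma adjusted p = 0.0161). It is a pseudogene of RPL29, whose reads the counting could have split with it. The remaining 4 were short genes, the small RNA genes RF00134, SNORD62A and SCARNA8 and the rRNA pseudogene RNA5SP155, with at most 2 reads in any control library and 3 to 9 reads in the PRMT1 KD libraries. Each overlaps a longer gene on the same strand, which is EEF1B2 for RF00134, PRRC2B for SNORD62A, HAUS6 for SCARNA8 and WDR1 for RNA5SP155. MIR4747 likewise overlaps UHRF1. Their few reads could belong to the longer genes, so a change of the short genes themselves is not established. With the replicate number as a block, 5 of these 10 genes no longer had a limma adjusted p under 0.05: MIR5091 (0.0527), MIR4747 (0.0577), SNORD62A (0.0665), SCARNA8 (0.0520) and RNA5SP155 (0.0589).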

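Gene lists for oxidative phosphorylation (OXPHOS), the cell cycle, FoxO signaling and AMPK signaling were written from general knowledge before the data were examined and are not a KEGG release. Enrichment was tested with Fisher's exact test (one-sided) for the genes that changed in either direction with a limma adjusted p under 0.05, against the 13585 genes tested. Of 118 OXPHOS genes tested, 3 changed, an odds ratio of 1.25 (Fisher's exact p = 0.438). Of 112 cell cycle genes, 5 changed, all higher, an odds ratio of 2.25 (Fisher's exact p = 0.0809). Of 90 FoxO signaling genes, 5 changed, an odds ratio of 2.84 (Fisher's exact p = 0.0378). PRMT1 itself is 1 of these 5, and without it the odds ratio was 2.26 (Fisher's exact p = 0.111), a setting chosen after seeing the data. Of 85 AMPK signaling genes, 4 changed, an odds ratio of 2.37 (Fisher's exact p = 0.0975). After Benjamini-Hochberg adjustment over the 4 lists, the Fisher's exact p was 0.438 for OXPHOS and 0.13 for each of the others.
At an unadjusted p under 0.05, 48 of 118 OXPHOS genes changed, 45 of them lower, with an odds ratio of 2.86 (Fisher's exact p = 9.42e-08). At the same limit the odds ratio was 1.73 for the cell cycle with 33 genes (Fisher's exact p = 0.00746), 1.87 for FoxO signaling with 28 genes (Fisher's exact p = 0.00589) and 1.63 for AMPK signaling with 24 genes (Fisher's exact p = 0.0334). With the replicate number as a block, 3 OXPHOS, 3 cell cycle, 3 FoxO signaling and 2 AMPK signaling genes had an adjusted p under 0.05. The odds ratio of FoxO signaling was then 2.28, and its Fisher's exact p of 0.153 was no longer under 0.05. Genes of a pathway are not independent of each other, which Fisher's exact test assumes.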

KEGG analysis showed several pathways were enriched, including OXPHOS, cell cycle, Foxo signaling pathway, and AMPK signaling pathway (Fig. 3B). Next, qRT-PCR was performed and confirmed that most OXPHOS-related genes were significantly downregulated in *PRMT1* KD cells (Fig. 3C). Subsequently, the OXPHOS capacity was further assessed by examining mitochondrial morphology and activity [19]. The transmission electron microscopy (TEM) results indicated mitochondrial abnormalities in *PRMT1* KD cells, including swelling, decreased electron density, absence of cristae, vacuolation, and reduced mitochondrial numbers (Fig. 3D). Then, we measured the oxygen consumption rate (OCR) by a Seahorse XF96 analyzer. As expected, *PRMT1* KD decreased OCR parameters, including the basal, ATP-linked, maximal, and spare respiratory capacity in both MM.1 S and NCI-H929 cells (Fig. 3E). Consistently, PRMT1 overexpression increased the OCR in both MM.1 S and RPMI-8226 cells (Fig. 3F). Besides, *PRMT1* KD significantly increased ROS levels (Fig. 3G), while PRMT1 overexpression decreased ROS levels in both MM.1 S and NCI-H929 cells (Supplementary Fig. 4A). Accordingly, we focused on OXPHOS-related genes. We found that the expression of *COX5A*, *COX5B*, *NDUFS6*, *COX8A*, and *ATP6V1F* was higher in MM patients than in normal donors based on the GSE13591 dataset (Supplementary Fig. 4B). In addition, we analyzed the prognostic value of these 5 genes. Similarly, a significant correlation was observed between the higher expression of *COX5A*, *COX5B*, *NDUFS6*, *COX8A*, and *ATP6V1F* in MM and poor OS in TCGA cohort (Supplementary Fig. 4C). We further validated the significant positive correlation between *PRMT1* and the 5 genes in TCGA cohort (Supplementary Fig. 4D). 

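Across the RNA-seq libraries of MM.1S cells, 98 of the 118 OXPHOS genes tested were lower in PRMT1 KD than in control. Their median log2 fold change was -0.10. With limma's camera test at a preset inter-gene correlation of 0.01, the OXPHOS list was lower than the other genes (two-sided camera p = 1.37e-11). With the correlation estimated from the libraries (0.164), the camera p was 0.0902. The OXPHOS median lay at percentile 0 of 10000 random lists of genes with matched mean expression, and at percentile 0 when gene length and GC content were matched as well. These lists were drawn gene by gene, so they do not carry the correlation between OXPHOS genes. The percentiles therefore do not answer the camera p of 0.0902. The 13 genes of the mitochondrial genome had a median log2 fold change of -0.13 and the 105 nuclear genes one of -0.091.
The paper does not say how the 18 genes of Fig. 3C were chosen. If they were taken from this RNA-seq, their direction and the adjustment over these genes alone are not an independent test. They were lower in PRMT1 KD in the RNA-seq, with log2 fold changes from -0.50 for ATP5ME to -0.11 for UQCRC1. In 16 of the 18, the PRMT1 KD libraries all lay under the control libraries. Adjusted over all genes tested, 3 of the 18 had a limma adjusted p under 0.05, and adjusted over the 18 alone 17 did. That count was 7 without trend, 6 with the ordinary linear model and 3 to 17 when one library was left out. COX6A1 fell from 81.4 ± 4.73 FPKM (SD, n = 3) to 62.9 ± 3.51 FPKM (SD, n = 3), with a log2 fold change of -0.37 (limma adjusted p = 0.0425). NDUFB2 fell from 17.9 ± 0.353 to 14.0 ± 0.827 FPKM (SD, n = 3 each), with a log2 fold change of -0.34 (limma adjusted p = 0.0399). ATP5MC1 fell from 85.4 ± 1.64 to 69.8 ± 1.14 FPKM (SD, n = 3 each), with a log2 fold change of -0.29 (limma adjusted p = 0.0287). COX6A1 and ATP5MC1 have pseudogenes that could share reads with them. COX6A1 also overlaps AL021546.1 on the same strand, and ATP5MC1 overlaps SUMO2P17 on the opposite strand. NDUFB2 overlaps ADCK2, BRAF and NDUFB2-AS1 and holds a seed site of si-PRMT1-3 in 5 of its 9 annotated 3′ UTRs. With the replicate number as a block, ATP5MC1, COX6A1 and NDUFS6 had a limma adjusted p under 0.05 and NDUFB2 did not (limma adjusted p = 0.0539), and the camera p of the OXPHOS list was 3.33e-11. ATP5ME, with the lowest log2 fold change, had a mean of 105 reads per library. From its RNA-seq, its qRT-PCR of OXPHOS genes and its other measurements in Fig. 3 and Supplementary Fig. 4, which include mitochondrial morphology, oxygen consumption, ROS, PRMT1 overexpression and patient cohorts, the paper concludes that PRMT1 acts on OXPHOS through OXPHOS-related genes.

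**Figure D2:**
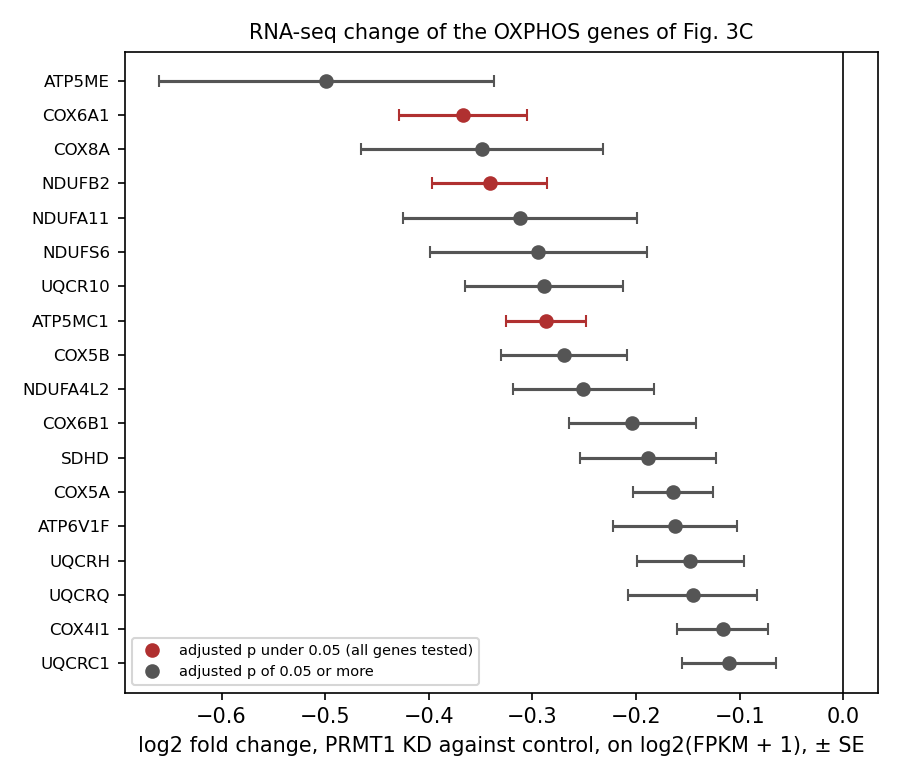
Log2 fold change of each Fig. 3C gene between PRMT1 KD and control on the log2(FPKM + 1) scale (horizontal axis), with standard errors from limma; colour shows whether the adjusted p over all genes tested was under 0.05. All 18 points lie under 0 and 3 are coloured as under 0.05.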

Taken together, these results demonstrated PRMT1 induced OXPHOS activation by influencing genes related to OXPHOS in MM.

**Fig. 3:**
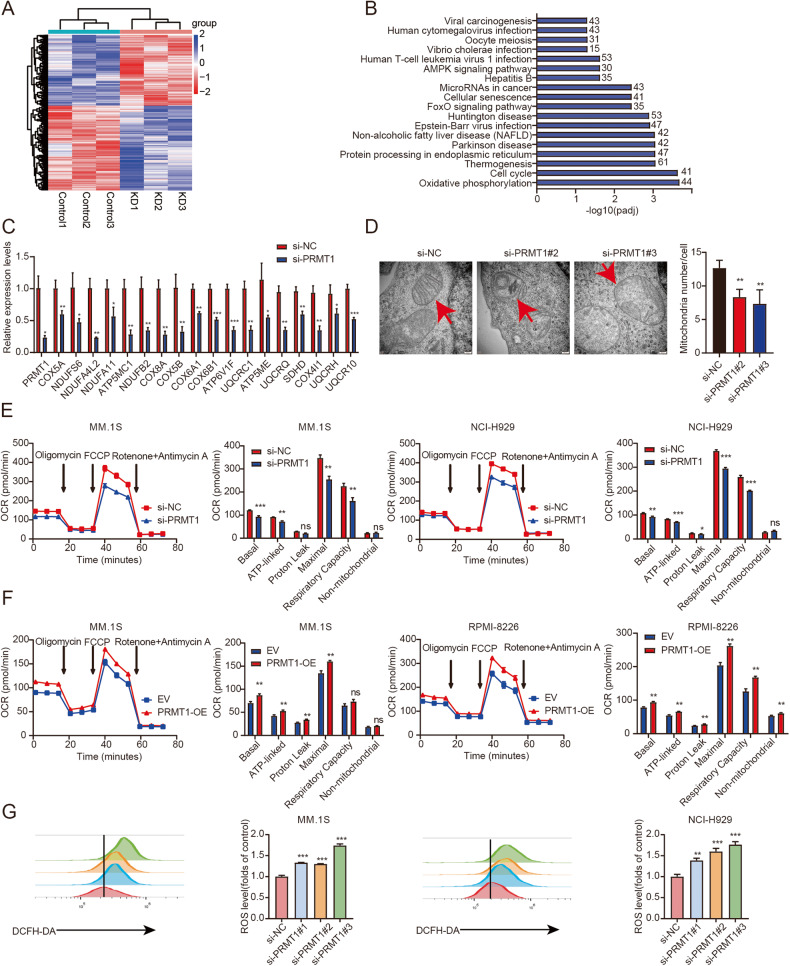
Downregulation of PRMT1 inhibited oxidative phosphorylation of MM cells. **A** Heatmap of RNA-seq analysis of MM cells upon NC and *PRMT1* KD after 72 h following the transfection. **B** KEGG analysis of the genes with significantly changed in *PRMT1* KD cells. **C** The expression of OXPHOS genes was verified by qRT-PCR. **D** Different in mitochondrial morphology in MM.1 S NC and *PRMT1* KD cells after 72 h following the transfection by TEM. The quantification represents the number of mitochondrial in each cell. Scale bar, 200 nm (×50000). **E** Measurement of OCR in MM.1 S and NCI-H929 cells transfected with si-NC and si-*PRMT1* after 72 h. **F** Measurement of OCR in MM.1 S and RPMI-8226 cells transfected with EV and PRMT1-OE after 72 h. **G** Reactive oxygen species (ROS) levels were assessed by flow cytometry transfected with si-NC and si-*PRMT1* after 72 h. Data represent the mean ± SD. Experiments were performed in triplicate. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. n.s. not significant.

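The 6 RNA-seq libraries were compared on log2(FPKM + 1) over the 13585 genes tested. Pearson correlations across genes, which are not independent replicates, were 0.981 to 0.984 among the control libraries, 0.98 to 0.983 among the PRMT1 KD libraries and 0.974 to 0.979 between the groups. The first principal component held 30.8% of the variance and placed the 3 control libraries at or under -6.00 and the 3 PRMT1 KD libraries at or above 7.27. The second held 20.2% and went with the replicate number. It placed replicate 3 at 17.1 in control and 10.6 in PRMT1 KD. Replicates 1 and 2 lay at -0.998 and -4.25 in control and -9.88 and -12.5 in PRMT1 KD. The main fit leaves the replicate number out, and the fit with it as a block is given beside it. Average-linkage clustering on 1 minus the correlation, cut into a pair of clusters, separated the groups.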

### NDUFS6 was the potential downstream effector of PRMT1 in MM

To further explore how PRMT1 regulates OXPHOS-related genes, we conducted m^6^A sequencing (m^6^A -seq) in MM.1 S cells transfected with si-NC or si-*PRMT1*. The m^6^A -seq data revealed that m^6^A peaks were distributed in 3’-untranslated (3’-UTR) and the coding region (CDS) (Fig. 4A), consistent with previous findings [20, 21]. As shown in Fig. 4C, the consensus motif GGAC was abundant within m^6^A sites in both NC and *PRMT1* KD cells. Similarly, GSEA analysis revealed significant enrichment of the OXPHOS pathway in line with RNA-seq data (Fig. 4B). Then, we combined the RNA-seq and m^6^A -seq to identify the downstream target genes. Interestingly, we found that the mRNA level of *NDUFS6* decreased and its m^6^A peak increased in *PRMT1* KD cells (Fig. 4D). 

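NDUFS6, a subunit of complex I, is listed under ENSG00000145494 on chromosome 5 from 1801400 to 1816605 (GRCh38, plus strand) and overlaps no other gene of GENCODE 29. Its only pseudogene by name had 0 reads. In the RNA-seq, NDUFS6 mRNA was 82.2 ± 10.0 FPKM (SD, n = 3) in control cells and 66.7 ± 6.34 FPKM (SD, n = 3) in PRMT1 KD cells, 81.1% of the control mean. It had 1698 to 2155 reads in the control libraries and 1327 to 1741 in the PRMT1 KD libraries. The log2 fold change was -0.29 (standard error 0.105, limma adjusted p = 0.186), so the decrease did not pass an adjusted p of 0.05 over all genes tested. Adjusted over the 18 genes of Fig. 3C alone, whose choice the paper does not describe, the limma p was 0.0359. The groups overlapped, since the lowest control library (70.8 FPKM) lay under the highest PRMT1 KD library (72.7 FPKM), and an exact two-sided permutation test gave p = 0.2, against an unadjusted limma p of 0.0259. Each PRMT1 KD library was lower than the control library of the same replicate number. With the replicate number as a block, the limma adjusted p was 0.0495. With voom on the reads worked back, chosen after seeing the data, the voom adjusted p was 0.0519. Among the 118 OXPHOS genes tested, NDUFS6 had the 8th lowest log2 fold change and the 36th smallest p. The m6A sequencing was not analysed here.

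**Figure D3:**
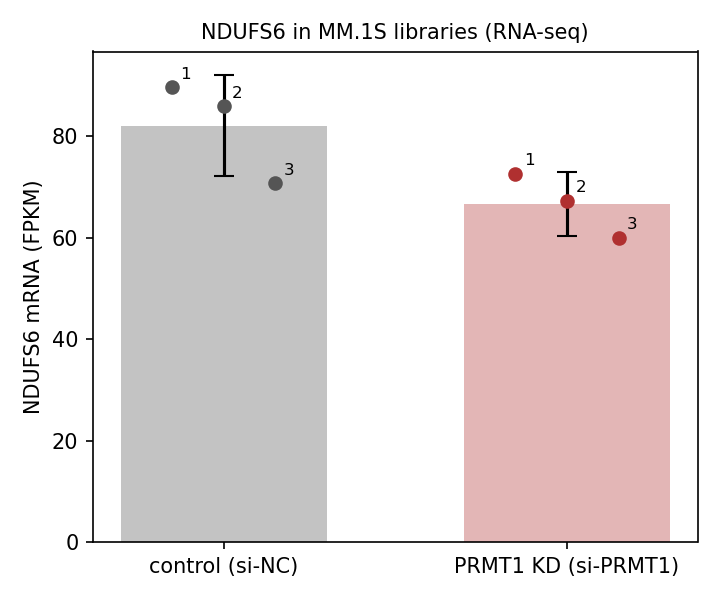
NDUFS6 mRNA in FPKM on the vertical axis for control and PRMT1 KD libraries of MM.1S cells; points are libraries with their replicate numbers, bars are means and error bars are SD. The PRMT1 KD libraries range from 60.0 to 72.7 FPKM and the control libraries from 70.8 to 89.7 FPKM.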

In line with m^6^A -seq data, MeRIP-qPCR indicated that knockdown of *PRMT1* significantly increased the m^6^A modification levels of *NDUFS6* mRNA (Fig. 4E). Consistently, qRT-PCR and western blotting results confirmed the decreased expression of NDUFS6 following *PRMT1* knockdown in MM.1 S and NCI-H929 cells and increased expression of NDUFS6 following PRMT1 overexpression in MM.1 S and RPMI-8226 cells (Fig. 4F, Supplementary Fig. 5A). Then, immunohistochemical analysis showed that NDUFS6 positive cells were decreased in tumors following *PRMT1* knockout (Supplementary Fig. 3B). Moreover, we found *NDUFS6* expression was significantly elevated in MM patients and exhibited an expression pattern similar to *PRMT1*(Fig. 4G, Supplementary Fig. 5B-D). In addition, we confirmed NDMM patients had higher NDUFS6 mRNA (*p* < 0.0001, Fig. 4H) and protein (Fig. 4I) levels compared with normal donors. Next, loss-of-function studies were performed to explore NDUFS6’s role in MM. The silenced efficiency was examined by qRT-PCR and western blotting in MM.1 S and RPMI-8226 cells (Supplementary Fig. 5E). As expected, silencing *NDUFS6* could significantly increase cellular ROS levels (Fig. 4J). In addition, OCR results showed decreased OCR levels in both RPMI-8226 and MM.1 S cells after transfection with si-*NDUFS6* (Fig. 4K). These results collectively confirmed NDUFS6 as a downstream effector of PRMT1, further emphasizing its functional significance in MM.

**Fig. 4:**
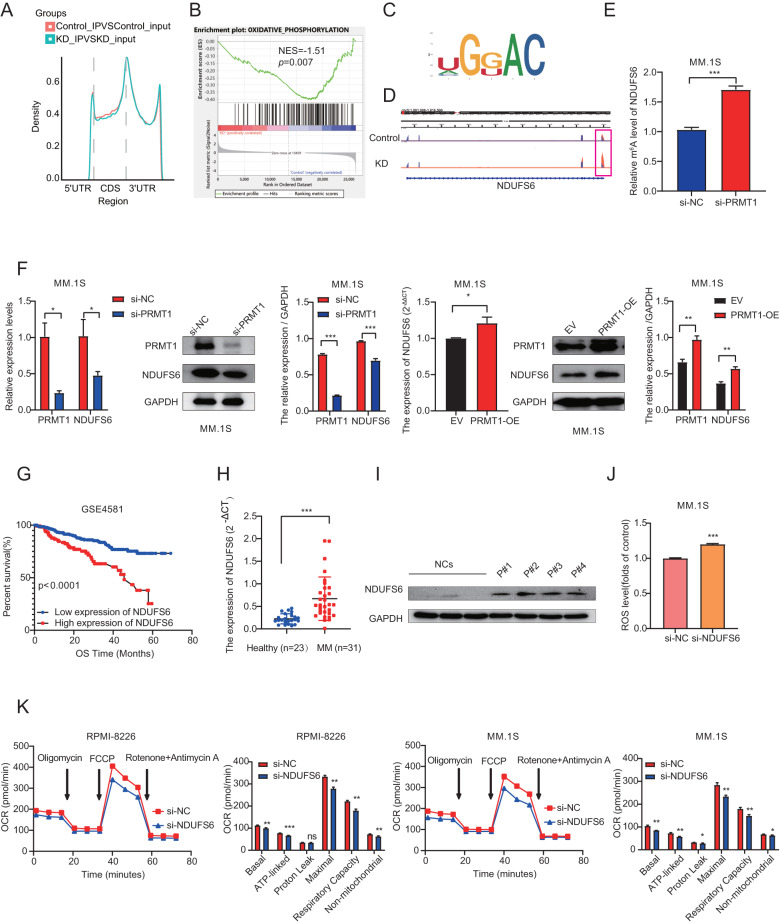
NDUFS6 was the potential downstream effector of PRMT1 in MM. **A** The density distribution of total m^6^A peaks in the NC and *PRMT1* KD cells. **B** GSEA analysis of differentially expressed genes in *PRMT1* KD cells based on m^6^A -seq. **C** Predominant consensus motif GGAC was detected in both NC and *PRMT1* KD cells. **D** Integrative Genomics Viewer (IGV) tracks display m^6^A abundance in NDUFS6 transcripts in NC and *PRMT1* KD cells. (E) MeRIP-qPCR analysis m^6^A enrichment of NDUFS6 transcripts in MM.1 S cells with or without si-*PRMT1* 72 h after transfection. **F** qRT-PCR and western blotting analysis NDUFS6 mRNA and protein level in MM.1 S cells transfected with si-NC or si-*PRMT1*, or EV and PRMT1-OE cells after 72 h. **G** Kaplan-Meier survival analysis of OS in GSE4581. NDUFS6 mRNA expression **H** and protein expression (**I**) in primary bone marrow mononuclear cells from NDMM and normal donors. **J** ROS level was assessed by flow cytometry in MM.1 S NC and *NDUFS6*-KD cells 72 h after the transfection. **K** Measurement of OCR transfected with si-NC and si-*NDUFS6* in RPMI-8226 and MM.1 S cells after 72 h. Data represent the mean ± SD. Experiments were performed in triplicate. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. n.s. not significant.

### PRMT1 induced NDUFS6 m^6^A modification through methylation of WTAP

Our previous results showed that *NDUFS6* m^6^A level was increased and mRNA level was decreased following *PRMT1* knockdown in MM cells. Next, we further confirmed that NDUFS6 expression was elevated by knocking down m^6^A writers, including METTL3, METTL14, and WTAP (Fig. 5A). YTH domain-containing family protein 2 (YTHDF2) is a major m^6^A reader to recognize its m^6^A modification [22]. Next, we found that NDUFS6 expression was increased after YTHDF2 knockdown in RPMI-8226 cells (Fig. 5A). Meanwhile, RIP-qPCR indicated that the expression of *NDUFS6* was increased by more than 10-fold after treatment with the YTHDF2 antibody in MM.1 S and RPMI-8226 cells compared with IgG antibody (Fig. 5B), which confirmed that m^6^A modulators regulated NDUFS6. In addition, we found that the half-life of *NDUFS6* mRNA was significantly prolonged in *WTAP* knockdown MM cells (6.352 h versus 10.45 h, *p* = 0.005, *p* = 0.014; Fig. 5C), which suggested that m^6^A modification accelerated the degradation of *NDUFS6* mRNA. Recent research revealed that PRMT1 could interact with and methylate METTL14 at R255 [23]. Accordingly, we performed Co-IP experiments which showed WTAP was the substrate of PRMT1 (Fig. 5D). To determine the methylation sites, tag-WTAP was subjected to LC-MS/MS. We found the R272 site of WTAP was monomethylated (Fig. 5E). Besides, we found PRMT1 was abundant in the pulled-down protein samples (Fig. 5F). It has been reported that protein arginine methylation regulates protein nuclear-cytoplasmic shuttling [24, 25]. However, we found the WTAP protein levels remained unchanged in total protein, nuclear, and cytoplasmic protein levels after *PRMT1* silencing (Supplementary Fig. 6). The results indicated that PRMT1 regulated the activity of WTAP but not the expression level through arginine methylation. Taken together, our findings suggested that PRMT1 could catalyze arginine methylation of WTAP, and NDUFS6 was identified as a bona fide m^6^A target of WTAP.

**Fig. 5:**
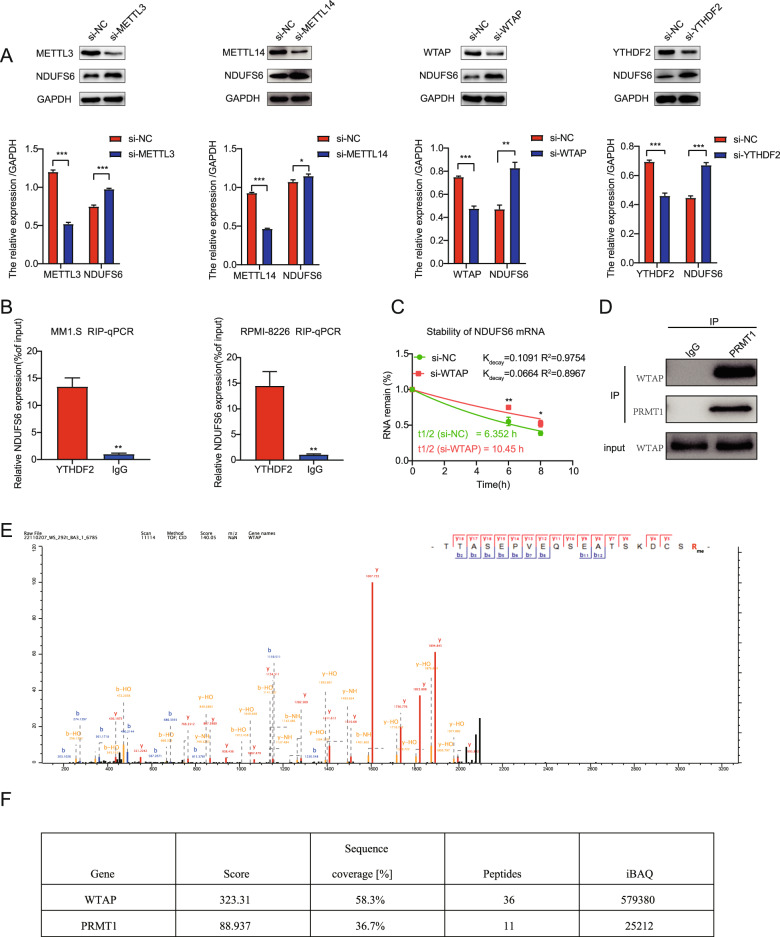
PRMT1 induced NDUFS6 m^6^A modification through methylation of WTAP. **A** Western blotting analysis of NDUFS6 protein level in NC and *METTL3* KD, *METTL14* KD, *WTAP* KD, and *YTHDF2* KD cells after 72 h following the transfection. **B** YTHDF2 immunoprecipitation assays of NDUFS6 in YTHDF2-bound mRNAs in MM.1 S and RPMI-8226 cells. **C** mRNA half-life (t1/2) of *NDUFS6* after actinomycin D treatment for 0, 6, and 8 h in NC and *WTAP* KD MM.1 S cells. **D** Co-IP showing the interaction of WTAP with IgG or PRMT1 in 293 T cells. **E** Mass spectrometry showing that WTAP R272 was methylated. **F** The score and sequence coverage (%) of WTAP and PRMT1 were identified by LC-MS/MS. Data represent the mean ± SD. Experiments were performed in triplicate. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

### PRMT1 induced activation of oxidative phosphorylation through the WTAP-NDUFS6 axis

To confirm whether PRMT1 regulates oxidative phosphorylation through the WTAP-NDUFS6 axis, we conducted experiments to examine the effects of silencing *WTAP* or *NDUFS6* after PRMT1 downregulation or upregulation on ROS levels. We found that *NDUFS6* knockdown could reverse the decrease in ROS levels induced by PRMT1 overexpression (Fig. 6A). Consistently, silencing *WTAP* induced a decrease in ROS levels and counter the increase in ROS levels induced by *PRMT1* silencing (Fig. 6B). To further validate the role of PRMT1-WTAP-NDUFS6 in MM, OCR levels were examined. Knockdown of *NDUFS6* could counter the increase in OCR induced by PRMT1 overexpression (Fig. 6C). Meanwhile, *WTAP* knockdown increased the OCR levels and could reverse the decrease in OCR induced by *PRMT1* knockdown (Fig. 6D). Finally, we observed that silencing *NDUFS6* could reverse the increase in protein expression of NDUFS6 induced by PRMT1 overexpression and silencing *WTAP* could counter the decrease in protein expression of NDUFS6 induced by *PRMT1* knockdown (Figs. 6E and 6F). Taken together, our findings further supporte that the dysregulation of oxidative phosphorylation caused by PRMT1 is at least partially through WTAP-NDUFS6 axis.

**Fig. 6:**
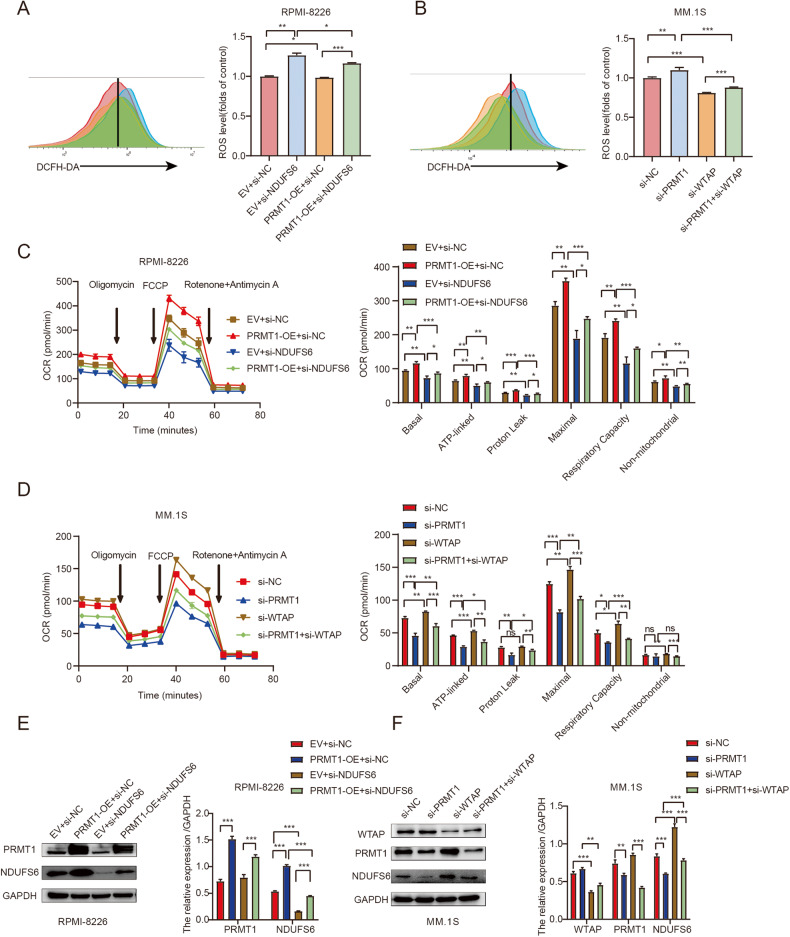
PRMT1 induced activation of oxidative phosphorylation through WTAP-NDUFS6 axis. **A** ROS level was assessed by flow cytometry in RPMI-8226 cells transfected with EV+si-NC, EV+si-*NDUFS6*, PRMT1-OE+si-NC, and PRMT1-OE+si-*NDUFS6* after 72 h. **B** ROS level was assessed by flow cytometry in MM.1 S cells transfected with si-NC, si-*PRMT1*, si-*WTAP*, and si-*PRMT1*+si-*WTAP* after 72 h. **C** Measurement of OCR in RPMI-8226 cells transfected with EV+si-NC, PRMT1-OE+si-NC, EV+si-*NDUFS6*, and PRMT1-OE+si-*NDUFS6* after 72 h. **D** Measurement of OCR transfected with si-NC, si-*PRMT1*, si-*WTAP*, and si-*PRMT1*+ si-*WTAP* in MM.1 S after 72 h. **E** Western blotting analysis of NDUFS6 protein level in RPMI-8226 cells transfected with EV+si-NC, PRMT1-OE+si-NC, EV+si-*NDUFS6*, and PRMT1-OE+si-*NDUFS6* after 72 h. **F** Western blotting analysis of NDUFS6 protein level in MM.1 S cells transfected with si-NC, si-*PRMT1*, si-*WTAP*, and si-*PRMT1*+ si-*WTAP* after 72 h. Data are expressed as the mean ± SD. Experiments were performed in triplicate. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. n.s. not significant.

### Synergistic cytotoxic effect of combined PRMT1 inhibitor and BTZ in MM

To further evaluate the potential clinical value of PRMT1 in the treatment of MM, we selected the PRMT1-selective small-molecule inhibitor C7280948, which has been reported to suppress cell proliferation, migration, and invasion in colorectal cancer [26]. Our results showed that either C7280948 or BTZ significantly reduced the viability of MM cell lines in a dose-dependent manner (Fig. 7A-B) but without an obvious effect on blood mononuclear cells (PBMCs) derived from 3 normal healthy donors (Fig. 7C). Next, we combined C7280948 and BTZ to treat MM cells. We found that the combination of C7280948 and BTZ synergistically abrogated the growth of MM in both MM.1S and RPMI-8226 cells (Fig. 7D, F), with all combination index values < 1 (Fig. 7E, G), indicating a synergistic effect between C7280948 and BTZ. Meanwhile, the combination of BTZ and sg-PRMT1 resulted in significant tumor inhibition in a xenograft MM mouse model (Fig. 7H-J). Moreover, we isolated CD138^+^ cells from 3 NDMM patients and treated cells with C7280948 and BTZ. As illustrated in Fig. 7K-L, combination index values < 1 were observed when 200 μM C7280948 was used. Simultaneous treatment of CD138^+^ cells with C7280948 and BTZ resulted in significantly higher apoptosis levels (Supplementary Fig. 7). Our results showed that C7280948 could increase the sensitivity of MM cells to BTZ. Taken together, these results indicated that the combination of BTZ treatment and PRMT1 inhibition yielded synergistic cytotoxic effects in both MM cell lines and primary MM patient cells.

**Fig. 7:**
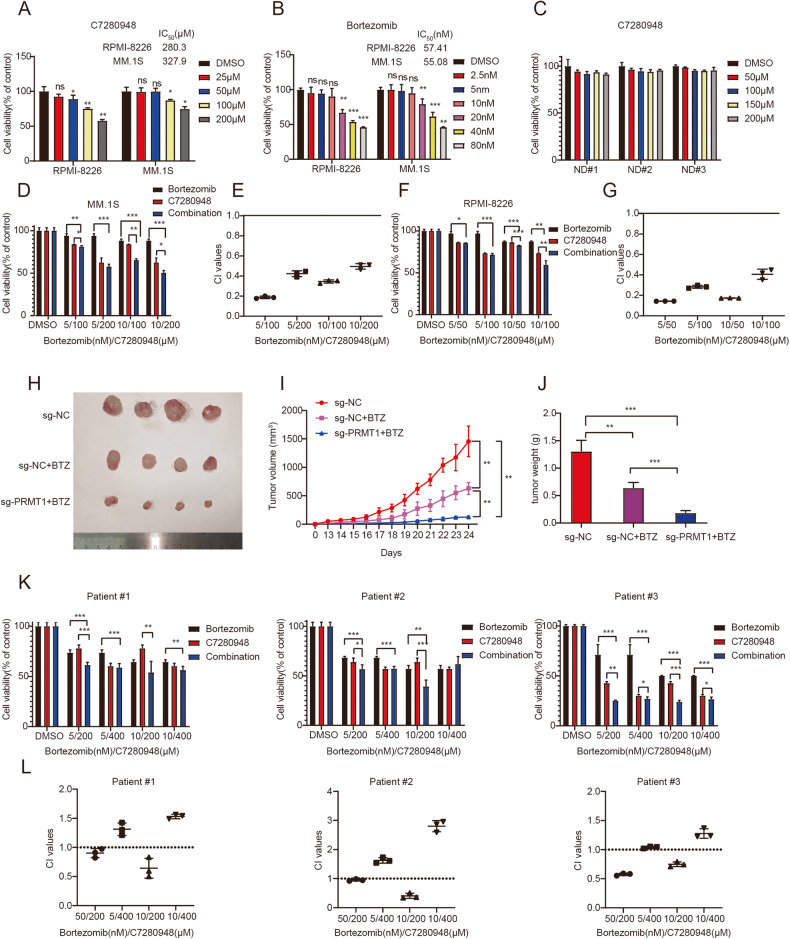
Synergistic cytotoxic effect of combined PRMT1 inhibitor and BTZ in MM. **A** Cell viability of MM cell lines (RPMI-8226 and MM.1S) treated with C7280948 for 48 h. **B** Cell viability of MM cell lines (RPMI-8226 and MM1.S) treated with BTZ for 48 h. **C** Cell viability of freshly peripheral blood mononuclear cells (PBMCs) from 3 healthy donors were cultured with 50 μM-200μM of C7280948 for 48 h. **D** Cell viability of MM.1 S cells treated with C7280948 and BTZ, alone or in combination for 48 h. **E** CI values of MM.1 S cells treated for 48 h with C7280948 and BTZ, alone or in combination, were calculated using CompuSyn. **F** Cell viability of RPMI-8226 cells treated with C7280948 and BTZ, alone or in combination for 48 h. **G** CI values of RPMI-8226 cells treated for 48 h with C7280948 and BTZ, alone or in combination, were calculated using CompuSyn. **H** Photographs of tumors. **I** Quantification of the tumor volumes in nude mice after implantation of MM cells (mean tumor volume±S.D., 4 mice per group). **J** Quantification of tumor weights from MM-xenograft mice on day 24. **K** Viability of CD138^+^ cells isolated from three NDMM patients treated with C7280948 and BTZ, alone or in combination for 48 h, respectively. **L** CI values of CD138^+^ cells isolated from three NDMM patients treated for 48 h with C7280948 and BTZ, alone or in combination, were calculated using CompuSyn. DMSO in this figure represents vehicle control (0.1% DMSO). Data represent the mean ± SD. Experiments were performed in triplicate. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. n.s. not significant.

## Discussion

MM is the second most common hematological malignancy and poses significant challenges due to its incurable nature, attributed to drug resistance and replapse [7]. Accordingly, understanding the pathogenesis and exploring novel treatment targets are paramount for MM. Epigenetic modifications, such as arginine methylation, are reportedly involved in MM progression. PRMT5, a type II arginine methyltransferase, was upregulated in MM and associated with worse PFS and OS. PRMT5 inhibition has been shown to induce cell autophagy through the TRIM21/IKKB pathway [27]. Xia et al. [28] reported that PRMT5 could regulate cell pyroptosis via silencing CASP1 in MM.

PRMT1, a type I arginine methyltransferase, has been reported to play an important role in the progression of various diseases, especially hematological diseases. Existing studies on PRMT1 have mostly focused on leukemia. Recent studies have shown that RNA binding protein RBM15 could be methylated by PRMT1, which resulted in RBM15 degradation via ubiquitylation and retardation of megakaryocyte differentiation in acute megakaryocytic leukemia (AMKL). Accordingly, PRMT1 may be a potential target for treating AMKL [29]. A study by Xin He et al. [30] revealed that increased PRMT1 catalyzed FLT3-ITD protein methylation, leading to acute myeloid leukemia (AML) cell growth. Combining the tyrosine kinase inhibitor (TKI) AC220 with a PRMT1 inhibitor (MS023) enhanced the cytotoxic effect of FLT3-ITD + AML cells. In addition, Lei et al. [31] demonstrated that PRMT1 is necessary for maintaining normal adult hematopoiesis. Besides, high PRMT1 expression has been associated with adverse outcomes in myelodysplastic syndrome (MDS). Interestingly, it has been shown that inhibition of PRMT1 could stimulate megakaryopoiesis [32]. A study found that PRMT1 inhibitors could pharmacologically target γ-globin suppression in β-hemoglobinopathies [33]. Besides, PRMT1 has been associated with glucocorticoid resistance in acute lymphoblastic leukemia [34]. However, few studies have focused on the role of PRMT1 in MM. To our knowledge, this is the first study to reveal that PRMT1 is upregulated in MM patients. In addition, the expression of *PRMT1* was positively correlated with the ISS and R-ISS stages. Multivariate Cox regression analysis revealed that *PRMT1* expression was an independent adverse prognostic factor for OS in MM. Moreover, we constructed a nomogram model based on *PRMT1* expression, which could predict MM patient survival accurately. These findings suggested that *PRMT1* acts as an oncogene in MM. Next, we further demonstrated that silencing *PRMT1* decreased MM cell proliferation and increased cell apoptosis in vitro. Loss of *PRMT1* restrained tumor growth in vivo. Consistently, Li et al. [16] demonstrated that PRMT1 could promote breast cancer cell proliferation. Lee et al. [35] found that ROS levels were slightly increased in *PRMT1* KD SK-N-SH cells. Furthermore, we identified the OXPHOS pathway as a target of PRMT1 by analyzing RNA-seq data and MeRIP-seq data based on the pathway enrichment. Interestingly, we found that most of the OXPHOS genes were significantly decreased in *PRMT1* KD cells. TEM imaging and OCR results verified our hypothesis that silencing *PRMT1* caused OXPHOS dysfunction and OXPHOS predominantly generated ROS in mitochondria. Increased ROS levels in *PRMT1* KD cells confirmed the dysregulation of OXPHOS.

According to Warburg [36], cancer cells may use glucose via glycolysis over OXPHOS, despite oxygen availability. However, there is growing evidence that genes involved in OXPHOS are upregulated in cancers [37, 38]. A recent study reported that MM relies on enhanced OXPHOS, although described as glycolysis-dependent in previous studies [39]. NDUFS6 is a crucial subunit in mitochondrial complex I. Deficiency of NDUFS6 has been reported to reduce complex I mitochondrial function leading to OXPHOS disorders [40]. In our study, NDUFS6 expression was higher in MM patients than in normal donors. Besides, MM patients with higher expression of *NDUFS6* were notably related to adverse OS. High expression of *NDUFS6* was positively correlated with MM stages. In addition, we explored the function of NDUFS6 in MM. As expected, silencing *NDUFS6* significantly increased cellular ROS levels and decreased OCR levels in MM cells. *NDUFS6* knockdown could reverse ROS levels and the OCR levels caused by PRMT1 overexpression. The above findings indicated that NDUFS6 is a downstream effector of PRMT1 in MM.

MeRIP-seq data indicated that *NDUFS6* m^6^A peak increased in *PRMT1* KD cells. Accordingly, we further knocked down m^6^A writers, including METTL3, METTL14, and WTAP. The results of our study showed that the knockdown of m^6^A writers led to an increase in NDUFS6 protein expression. Next, the Co-IP results revealed that WTAP could be the bridge connecting PRMT1 and NDUFS6. We found that PRMT1 regulated the ADMA level of WTAP (data not shown), which led to the m^6^A peak and NDUFS6 expression changes. Interestingly, *WTAP* knockdown could reverse OCR levels, ROS levels, and the protein level of NDUFS6 upon *PRMT1* knockdown. Taken together, these data confirmed the function of the PRMT1-WTAP-NDUFS6 pathway in MM progression. Consistently, ALKBH5 [41], FTO [42], METTL3 [43], and YTHDF2 [44] have been reported to play a crucial role in MM, highlighting the important function of m^6^A in MM.

A promising proteasome inhibitor, BTZ, is currently used to treat multiple myeloma. However, relapses are frequent, and resistance to proteasome inhibitors treatment is a major clinical problem in most MM patients [45]. It is crucial to identify new, more effective drugs for MM. C7280948 is a specific inhibitor for PRMT1, which could suppress colorectal cancer progression [17]. Our study found that C7280948 reduced the viability of MM cell lines and CD138^+^ cells from MM patients in a concentration-dependent manner. On the other hand, C7280948 could increase the sensitivity of MM cells to BTZ. However, the IC_50_ of C7280948 in vitro is too high to apply to mice. So,we conducted an in vivo experiment by subcutaneously injecting *PRMT1* knockout MM.1 S cells into nude mice. Subsequently, we administered BTZ intraperitoneally to assess the synergistic effect. Interestingly, the combination of knocking out *PRMT1* and BTZ resulted in a stronger inhibition than BTZ alone in vivo. The specific mechanisms underlying this synergistic effect required further investigation. Overall, our findings provided a theoretical basis for treating MM patients with PRMT1 inhibitors and BTZ.

In conclusion, our data demonstrated that PRMT1 enhanced MM cell proliferation and OCR levels and decreased cell apoptosis and ROS levels by binding with WTAP to regulate NDUFS6 expression via an m^6^A-dependent manner. Importantly, the PRMT1 inhibitor could increase the sensitivity of MM cells to BTZ. These findings provide a novel strategy and potential target for MM therapy in the future.

## Supplementary information

Supplementary Material

Original Data File

CDD Checklist

## Data Availability

All data included in this study are available from the corresponding authors upon reasonable request.

## References

[1] Kumar SK, Rajkumar V, Kyle RA, Duin MV, Anderson KC (2017). Multiple myeloma. Nat Rev Dis Primers.

[2] Sisay M, Barac A, Bensenor I, Curado MP, Tran B. Global Burden of Multiple Myeloma: A Systematic Analysis for the Global Burden of Disease Study 2016. Jama Oncol 2018.10.1001/jamaoncol.2018.2128PMC614302129800065

[3] Natural history of relapsed myeloma, refractory to immunomodulatory drugs and proteasome inhibitors: a multicenter IMWG study. Leukemia 2017.10.1038/leu.2017.13828620163

[4] Rajkumar SV, Kumar S Multiple myeloma current treatment algorithms. Blood Cancer J 2020;10.10.1038/s41408-020-00359-2PMC752301132989217

[5] Zhao WH, Wang BY, Chen LJ, Fu WJ, Xu J, Liu J, et al. Four-year follow-up of LCAR-B38M in relapsed or refractory multiple myeloma: a phase 1, single-arm, open-label, multicenter study in China (LEGEND-2). J Hematol Oncol 2022;15.10.1186/s13045-022-01301-8PMC926110635794616

[6] Pinto V, Bergantim R, Caires HR, Seca H, Guimaraes JE, Vasconcelos MH. Multiple Myeloma: Available Therapies and Causes of Drug Resistance. Cancers. 2020;1210.3390/cancers12020407PMC707212832050631

[7] Robak P, Drozdz I, Szemraj J, Robak T (2018). Drug resistance in multiple myeloma. Cancer Treat Rev.

[8] Corre J, Munshi N, Avet-Loiseau H (2015). Genetics of multiple myeloma: another heterogeneity level?. Blood.

[9] Bianchi G, Munshi NC (2015). Pathogenesis beyond the cancer clone(s) in multiple myeloma. Blood.

[10] De Smedt E, Maes K, Verhulst S, Lui H, Kassambara A, Maes A (2018). Loss of RASSF4 Expression in Multiple Myeloma Promotes RAS-Driven Malignant Progression. Cancer Res.

[11] Hu H, Qian K, Ho MC, Zheng YG (2016). Small Molecule Inhibitors of Protein Arginine Methyltransferases. Expert Opin Investig Drugs.

[12] Blanc RS, Richard S (2017). Arginine Methylation: The Coming of Age. Mol Cell.

[13] Tang J, Frankel A, Cook RJ, Kim S, Paik WK, Williams KR (2000). PRMT1 is the predominant type I protein arginine methyltransferase in mammalian cells. J Biol Chem.

[14] Yoshimatsu M, Toyokawa G, Hayami S, Unoki M, Tsunoda T, Field HI (2011). Dysregulation of PRMT1 and PRMT6, Type I arginine methyltransferases, is involved in various types of human cancers. Int J Cancer.

[15] Avasarala S, Van Scoyk M, Rathinam MKK, Zerayesus S, Zhao XM, Zhang W (2015). PRMT1 Is a Novel Regulator of Epithelial-Mesenchymal-Transition in Non-small Cell Lung Cancer. Journal of Biological Chemistry.

[16] Li ZW, Wang DD, Lu J, Huang BQ, Wang YB, Dong MC (2020). Methylation of EZH2 by PRMT1 regulates its stability and promotes breast cancer metastasis. Cell Death Differ.

[17] Yin XK, Wang YL, Wang F, Feng WX, Bai SM, Zhao WW (2021). PRMT1 enhances oncogenic arginine methylation of NONO in colorectal cancer. Oncogene.

[18] Zhang B, Wu Q, Li B, Wang DF, Wang L, Zhou YL. m(6)A regulator-mediated methylation modification patterns and tumor microenvironment infiltration characterization in gastric cancer. Mol Cancer 2020;19.10.1186/s12943-020-01170-0PMC706685132164750

[19] Alirol E, Martinou JC (2006). Mitochondria and cancer: is there a morphological connection?. Oncogene.

[20] Meyer KD, Saletore Y, Zumbo P, Elemento O, Mason CE, Jaffrey SR. Comprehensive analysis of mRNA methylation reveals enrichment in 3’ UTRs and near stop codons. Cell. 2012.10.1016/j.cell.2012.05.003PMC338339622608085

[21] Dominissini D, Moshitch-Moshkovitz S, Schwartz S, Salmon-Divon M, Ungar L, Osenberg S (2012). Topology of the human and mouse m6A RNA methylomes revealed by m6A-seq. Nature.

[22] Wang X, Lu Z, Gomez A, Hon GC, Yue Y, Han D (2014). N6-methyladenosine-dependent regulation of messenger RNA stability. Nature.

[23] Liu X, Wang H, Zhao X, Luo Q, Xiao S Arginine methylation of METTL14 promotes RNA N6-methyladenosine modification and endoderm differentiation of mouse embryonic stem cells. Nat Commun. 2021;12.10.1038/s41467-021-24035-6PMC821382534145242

[24] Green DM, Marfatia KA, Crafton EB, Zhang X, Cheng XD, Corbett AH (2002). Nab2p is required for poly(A) RNA export in Saccharomyces cerevisiae and is regulated by arginine methylation via Hmt1p. J Biol Chem.

[25] Aoki K, Ishii Y, Matsumoto K, Tsujimoto M (2002). Methylation of Xenopus CIRP2 regulates its arginine- and glycine-rich region-mediated nucleocytoplasmic distribution. Nucleic Acids Res.

[26] Yin XK, Wang YL, Wang F, Feng WX, Wan XB. PRMT1 enhances oncogenic arginine methylation of NONO in colorectal cancer. Oncogene 2021:1–15.10.1038/s41388-020-01617-0PMC789234333420374

[27] Gullà A, Hideshima T, Bianchi G, Fulciniti M, Samur MK, Qi J, et al. Protein Arginine Methyltransferase 5 (PRMT5) has prognostic relevance and is a druggable target in Multiple Myeloma. Leukemia 2017.10.1038/leu.2017.334PMC587153929158558

[28] Xia T, Liu M, Zhao Q, Zhou RF, Chen B, Xu PP PRMT5 Regulates Cell Pyroptosis By Silencing CASP1 in Multiple Myeloma. Blood 2021;138.10.1038/s41419-021-04125-5PMC844599134531375

[29] Zhang L, Tran NT, Su HR, Wang R, Lu YH, Tang HP, et al. Cross-talk between PRMT1-mediated methylation and ubiquitylation on RBM15 controls RNA splicing. Elife 2015;4.10.7554/eLife.07938PMC477522026575292

[30] He X, Zhu YH, Lin YC, Li M, Du J, Dong HJ (2019). PRMT1-mediated FLT3 arginine methylation promotes maintenance of FLT3-ITD+ acute myeloid leukemia. Blood.

[31] Zhu L, He X, Dong HJ, Sun J, Wang HY, Zhu YH (2019). Protein arginine methyltransferase 1 is required for maintenance of normal adult hematopoiesis. Int J Biol Sci.

[32] Su HR, Jiang M, Senevirathne C, Aluri S, Zhang T, Guo H, et al. Methylation of dual-specificity phosphatase 4 controls cell differentiation. Cell Rep 2021;36.10.1016/j.celrep.2021.109421PMC911011934320342

[33] Wang Y, Li X, Ge J, Liu M, Pang X, Liu J (2021). The methyltransferase PRMT1 regulates gamma-globin translation. J Biol Chem.

[34] van Galen JC, Kuiper RP, van Emst L, Levers M, Tijchon E, Scheijen B (2010). BTG1 regulates glucocorticoid receptor autoinduction in acute lymphoblastic leukemia. Blood.

[35] Lee YJ, Chang WW, Chang CP, Liu TY, Chuang CY, Qian K, et al. Downregulation of PRMT1 promotes the senescence and migration of a non-MYCN amplified neuroblastoma SK-N-SH cells. Sci Rep-Uk. 2019;9.10.1038/s41598-018-38394-6PMC637081330741995

[36] Warburg O (1956). On the origin of cancer cells. Science.

[37] Ashton TM, Mckenna WG, Kunz-Schughart LA, Higgins GS Oxidative phosphorylation as an emerging target in cancer therapy. Clin Cancer Res 2018: clincanres.3070.2017.10.1158/1078-0432.CCR-17-307029420223

[38] Kong G, You X, Wen Z, Chang Y, Qian S, Ranheim EA, et al. Downregulating Notch Counteracts KrasG12D-Induced ERK Activation and Oxidative Phosphorylation in Myeloproliferative Neoplasm. Leukemia.10.1038/s41375-018-0248-0PMC640530430206308

[39] Dalva-Aydemir S, Bajpai R, Martinez M, Adekola KUA, Kandela I, Wei CY (2015). Targeting the Metabolic Plasticity of Multiple Myeloma with FDA-Approved Ritonavir and Metformin. Clinical Cancer Research.

[40] Forbes JM, Ke BX, Nguyen TV, Henstridge DC, Penfold SA, Laskowski A (2013). Deficiency in Mitochondrial Complex I Activity Due to Ndufs6 Gene Trap Insertion Induces Renal Disease. Antioxid Redox Sign.

[41] Qu JW, Hou YF, Chen QX, Chen J, Li Y, Zhang EF (2022). RNA demethylase ALKBH5 promotes tumorigenesis in multiple myeloma via TRAF1-mediated activation of NF-kappa B and MAPK signaling pathways. Oncogene.

[42] Xu AS, Zhang JS, Zuo LP, Yan H, Chen L, Zhao F (2022). FTO promotes multiple myeloma progression by posttranscriptional activation of HSF1 in an m(6)A-YTHDF2-dependent manner. Mol Ther.

[43] Che FF, Ye XM, Wang Y, Wang XM, Ma SY, Tan YW, et al. METTL3 facilitates multiple myeloma tumorigenesis by enhancing YY1 stability and pri-microRNA-27 maturation in m(6)A-dependent manner. Cell Biol Toxicol 2022.10.1007/s10565-021-09690-135038059

[44] Hua Z, Wei RF, Guo MJ, Lin ZG, Yu XC, Li XY (2022). YTHDF2 promotes multiple myeloma cell proliferation via STAT5A/MAP2K2/p-ERK axis. Oncogene.

[45] Qiang W, Zla B, Zhuo W, Ly A, Miao XA, Lx A, et al. RARγ activation sensitizes human myeloma cells to carfilzomib treatment through OAS-RNase L innate immune pathway. 2021.10.1182/blood.202000985634411225

# Supplementary material for: PRMT1 methylation of WTAP promotes multiple myeloma tumorigenesis by activating oxidative phosphorylation via m6A modification of NDUFS6
**Source:** Cell Death Dis. 2023 Aug 9;14(8):512. doi: 10.1038/s41419-023-06036-z
**Supplement:** Supplementary file 1 — Supplementary Material

Supplementary Material

**Supplementary Figure**

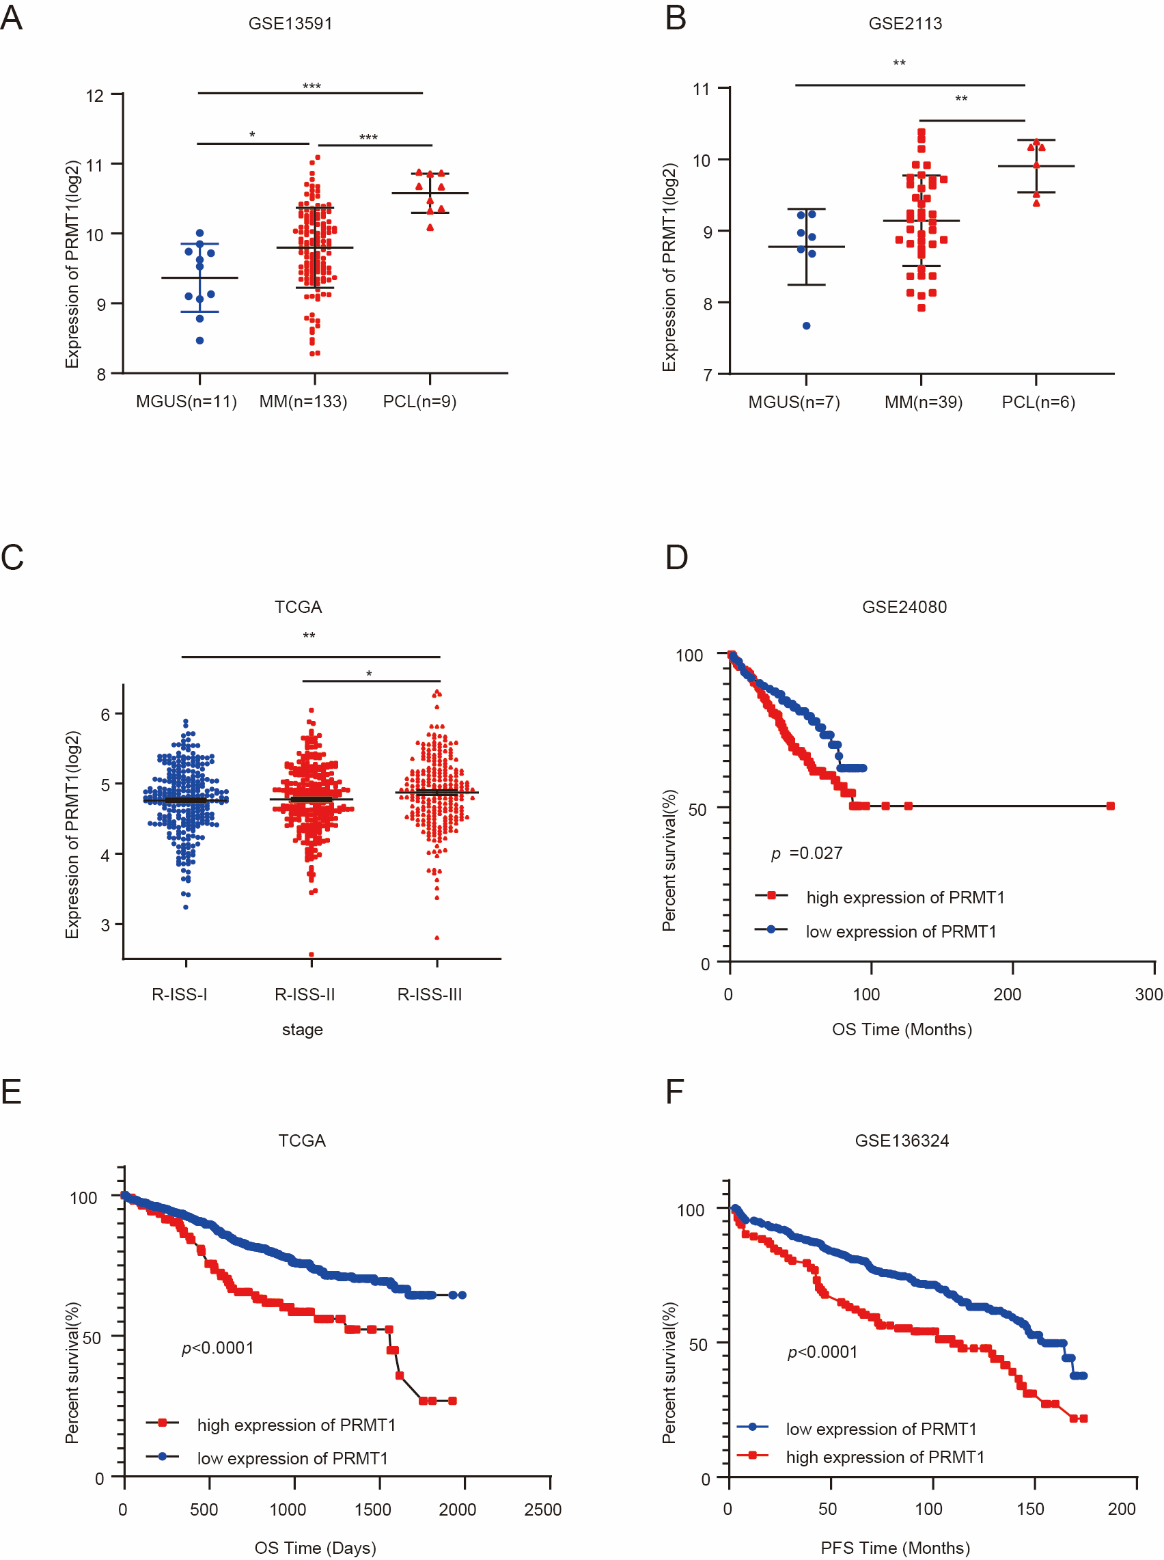

**Figure S1 Elevated PRMT1 expression was related to adverse outcomes in MM patients**

(A-C). *PRMT1* expression was analyzed in public datasets (GSE13591, GSE2113, and TCGA cohort). (D-F) Kaplan-Meier survival analysis of overall survival rate (D-E) and progression-free survival rate (F) in GSE24080, TCGA cohort, and GSE136324, respectively. Data represent the mean ± SD.* *p*<0.05, ** *p*<0.01, *** *p*<0.001.

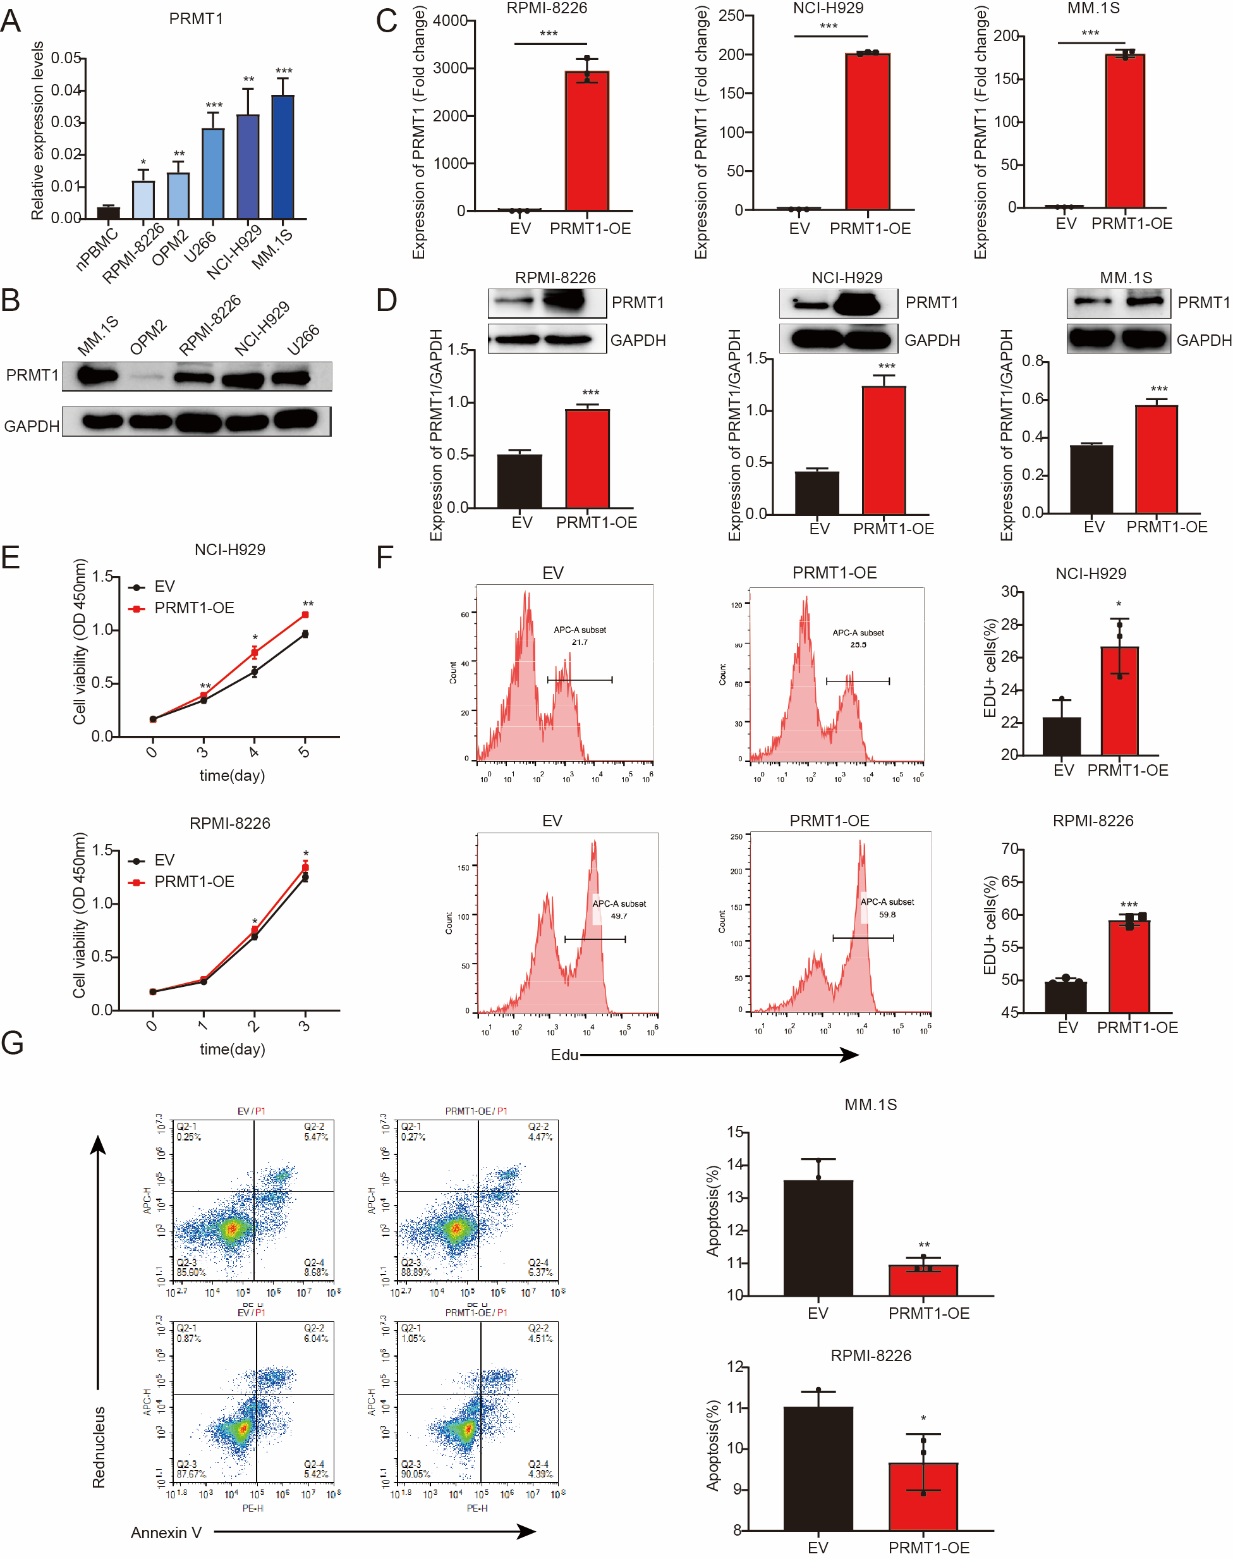

**Figure S2 Upregulation of PRMT1 enhanced MM proliferation**

(A) *PRMT1* mRNA expression was detected by qRT-PCR in normal peripheral blood mononuclear cells (nPBMC) and MM cell lines. (B) PRMT1 protein expression was detected by western blotting in MM cell lines. (C) The mRNA expression of *PRMT1* was detected by qRT-PCR in RPMI-8226, NCI-H929, and MM.1S cells transfected with EV or PRMT1-OE. (D) The protein expression of PRMT1 was detected by western blotting in RPMI-8226, NCI-H929, and MM.1S cells transfected with EV or PRMT1-OE. Proliferation of MM cells transfected with EV or PRMT1-OE, as determined by CCK8 (E) and EDU-staining (F). (G) Apoptotic analysis of MM cells by flow cytometry. Data represent the mean ± SD. Experiments were performed in triplicate. * *p*<0.05, ** *p*<0.01, *** *p*<0.001.

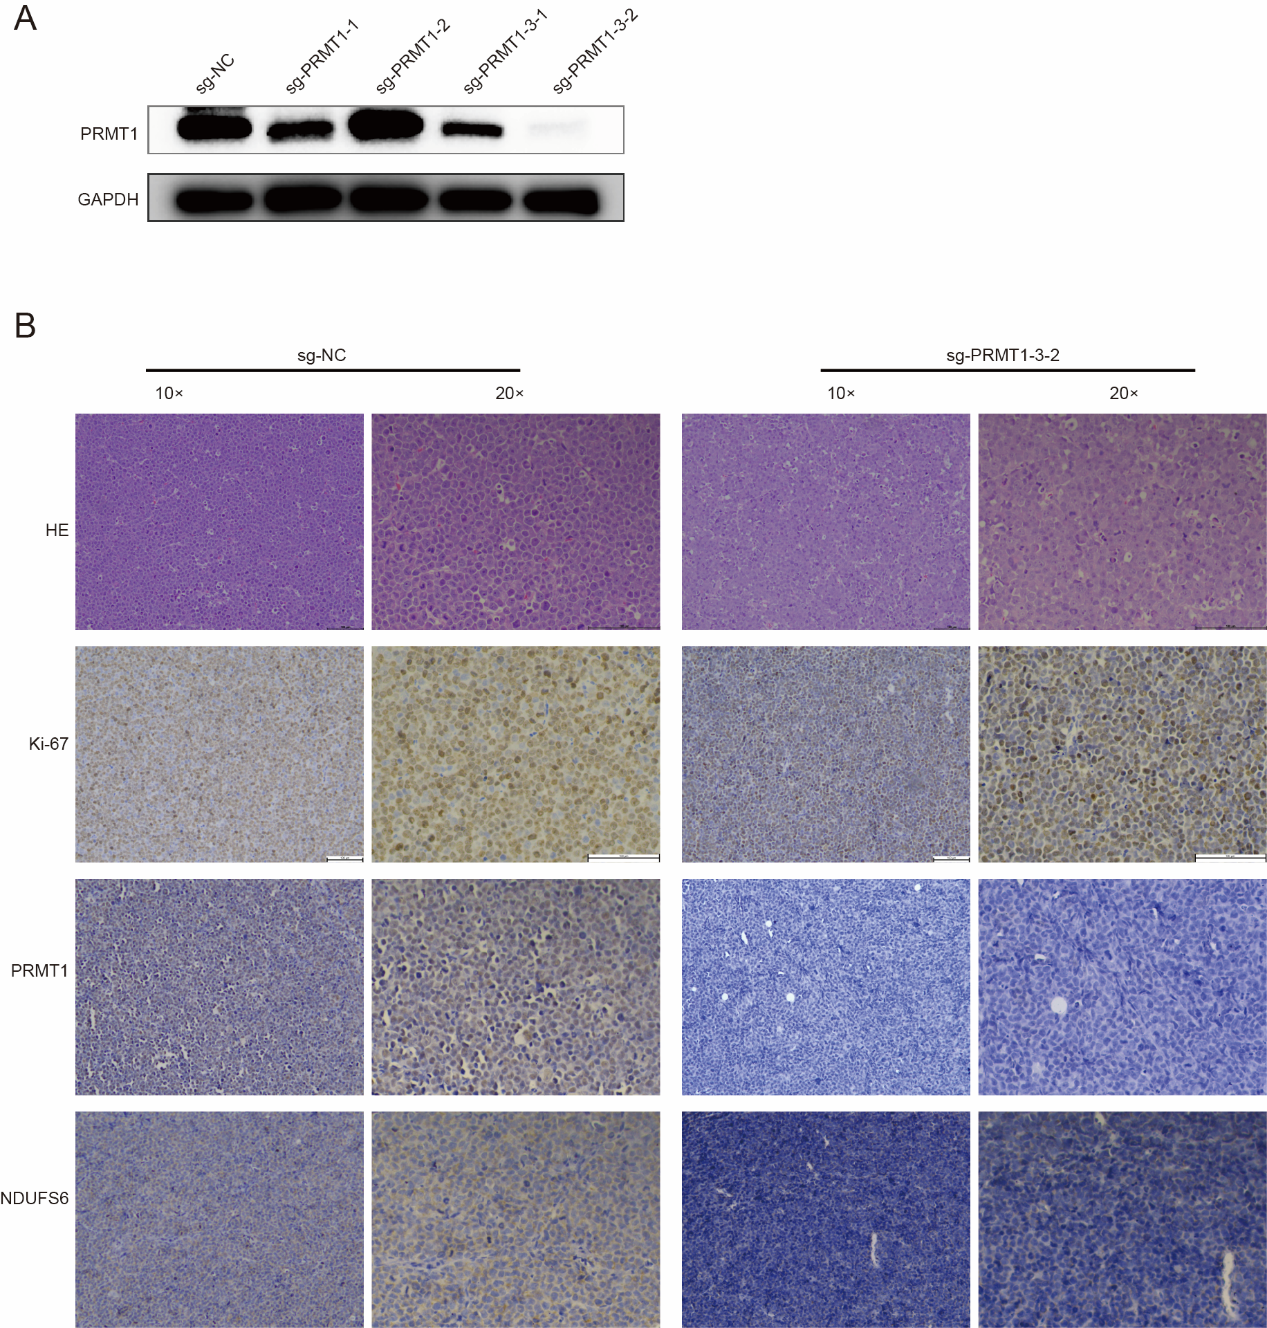

**Figure S3 Downregulation of PRMT1 inhibited MM progression *in vivo***

(A) PRMT1 protein expression was examined by western blotting in MM.1S cells transfected with sg-NC, sg-PRMT1-1, sg-PRMT1-2, sg-PRMT1-3-1, and sg-PRMT1-3-2. (B) H-E staining and immunohistochemical of Ki-67, PRMT1, and NDUFS6 in MM xenograft.

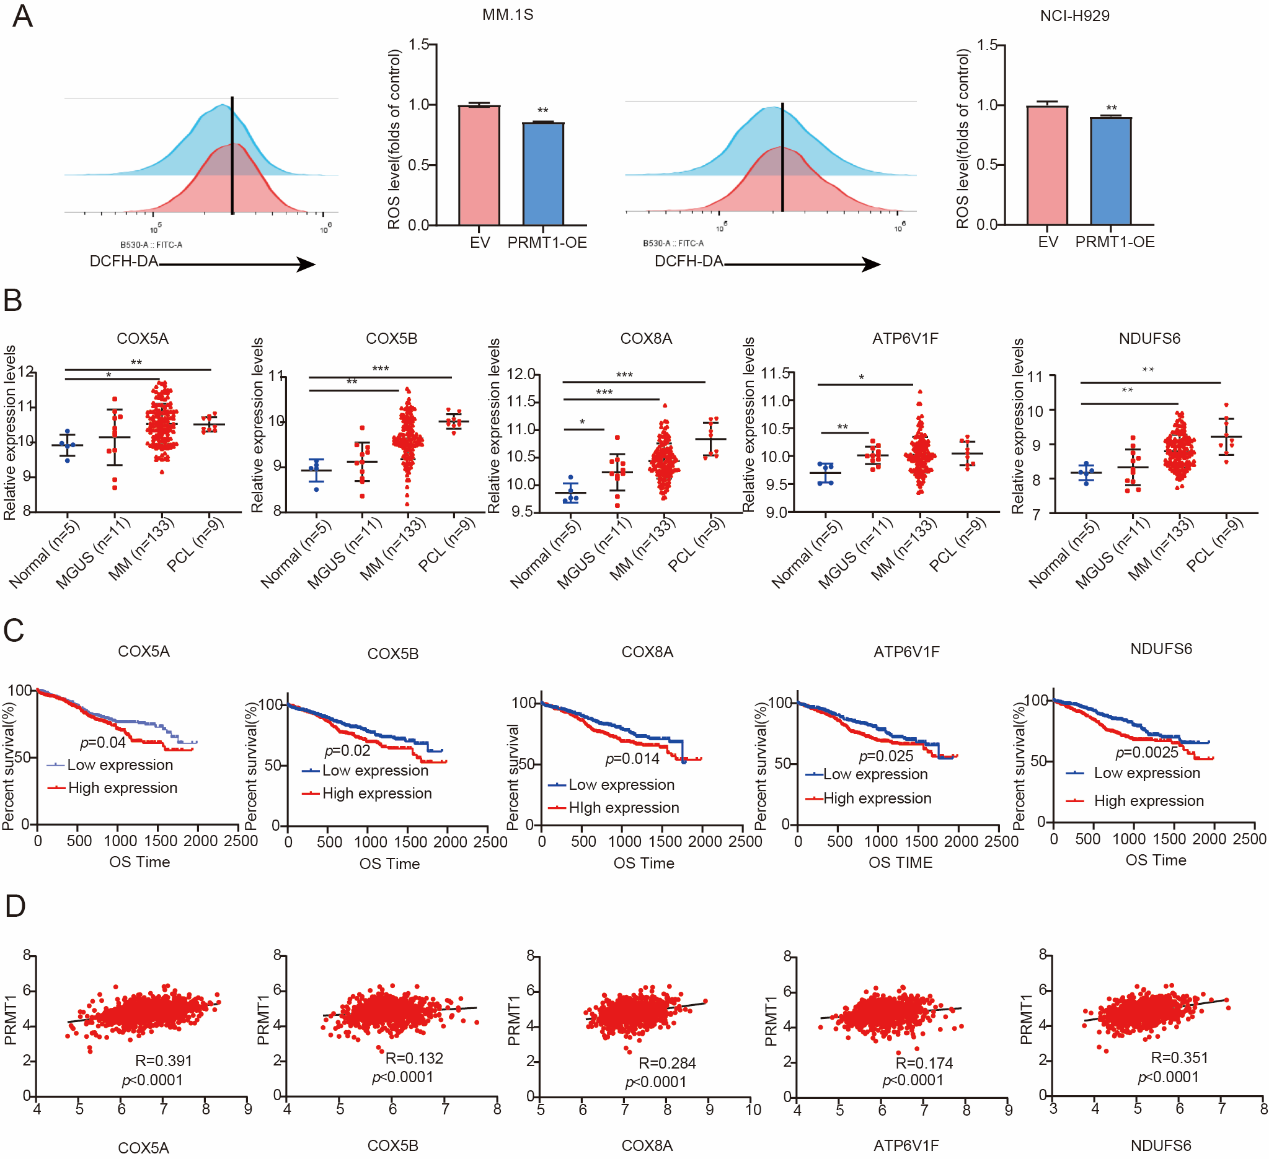

**Figure S4** **Downregulation of PRMT1 inhibited oxidative phosphorylation**

(A) ROS levels were assessed by flow cytometry in MM.1S and NCI-H929 cells transfected with EV and PRMT1-OE. (B) The expression of OXPHOS genes in MM progression processes: normal donor, MGUS, MM, and PCL in GSE13591. (C) Kaplan-Meier survival analysis of OS in TCGA cohort. (D) Pearson’s correlation between *PRMT1* and OXPHOS gene mRNA expression in TCGA cohort. Data represent the mean ± SD. Experiments were performed in triplicate. * *p*<0.05, ** *p*<0.01, *** *p*<0.001.

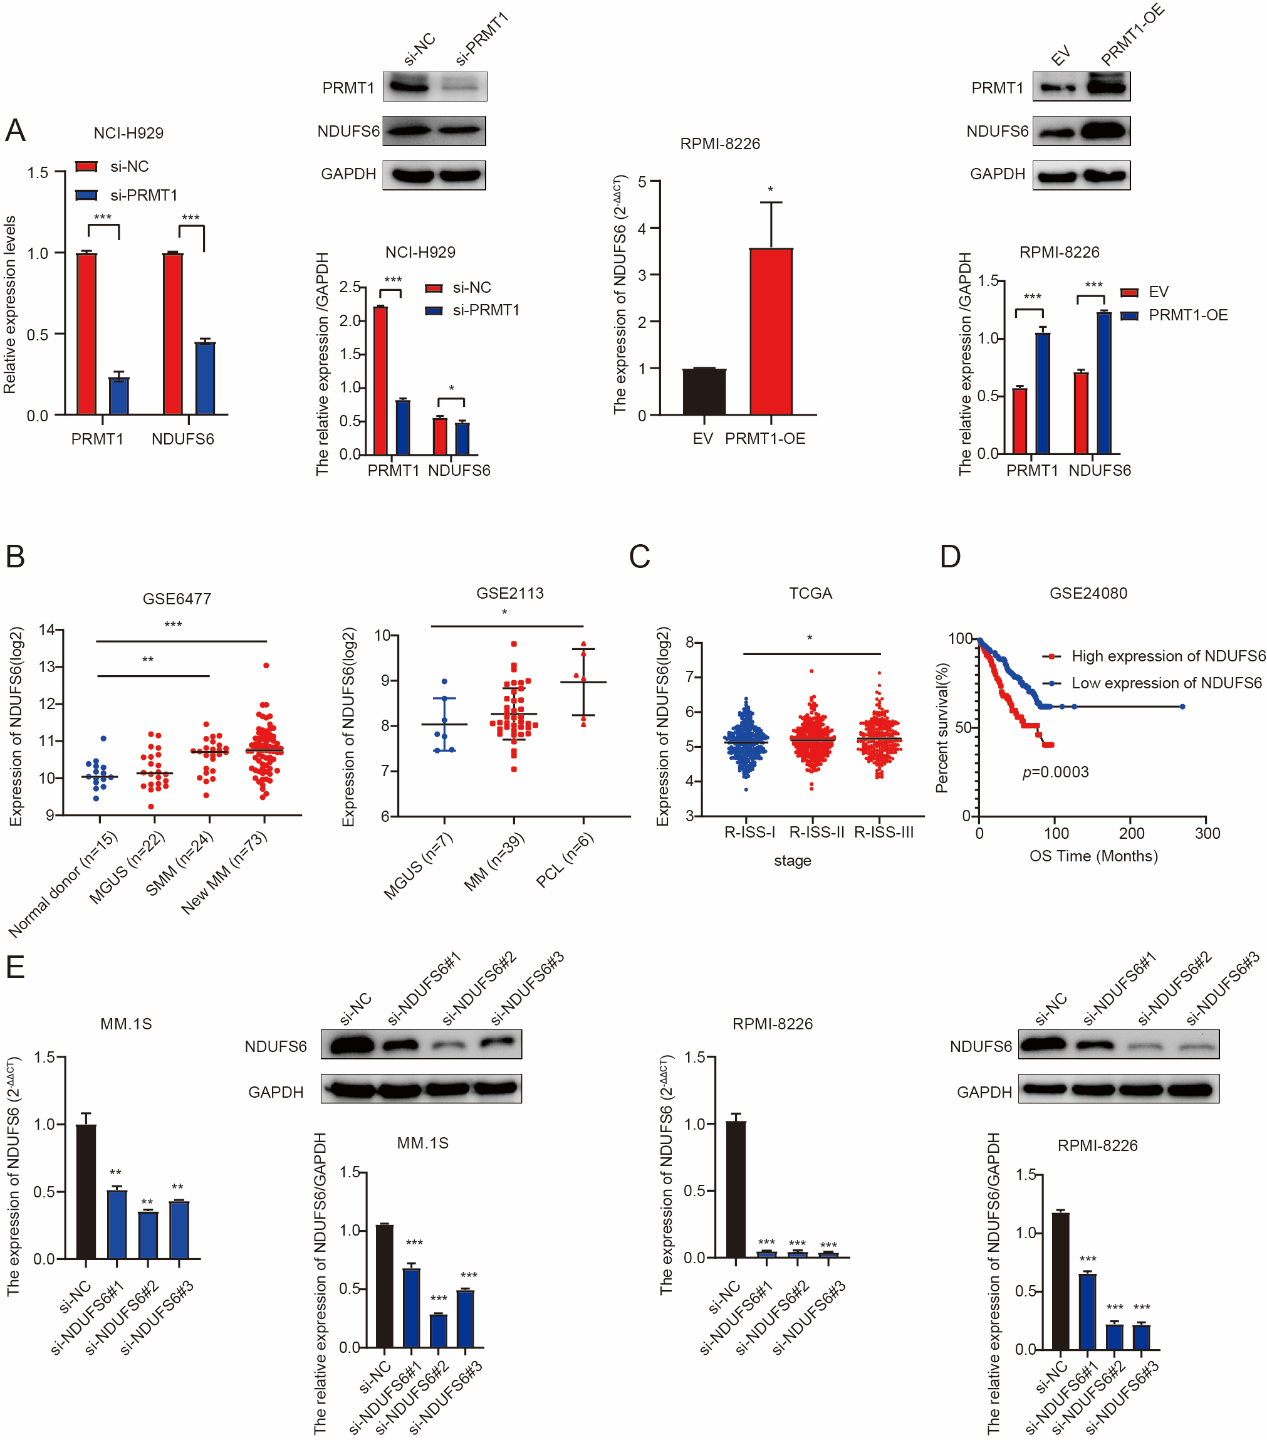

**Figure S5 NDUFS6 was the potential downstream effector of PRMT1 in MM**

(A) The mRNA and protein levels of NDUFS6 were verified by qRT-PCR and western blotting in NCI-H929 with or without *PRMT1* KD, and in RPMI-8226 cells with or without PRMT1-OE. (B) *NDUFS6* expression in MM progression processes: normal donor, MGUS, SMM and new MM in GSE6477; MGUS, MM, PCL in GSE2113. (C) *NDUFS6* expression in R-ISS stages in TCGA cohort. (D) Kaplan-Meier survival analysis of OS in GSE24080. (E) The mRNA and protein expression of NDUFS6 was verified by qRT-PCR and western blotting in MM.1S and RPMI-8226 cells with or without *NDUFS6* KD. Data represent the mean ± SD. Experiments were performed in triplicate. * *p*<0.05, ** *p*<0.01, *** *p*<0.001.

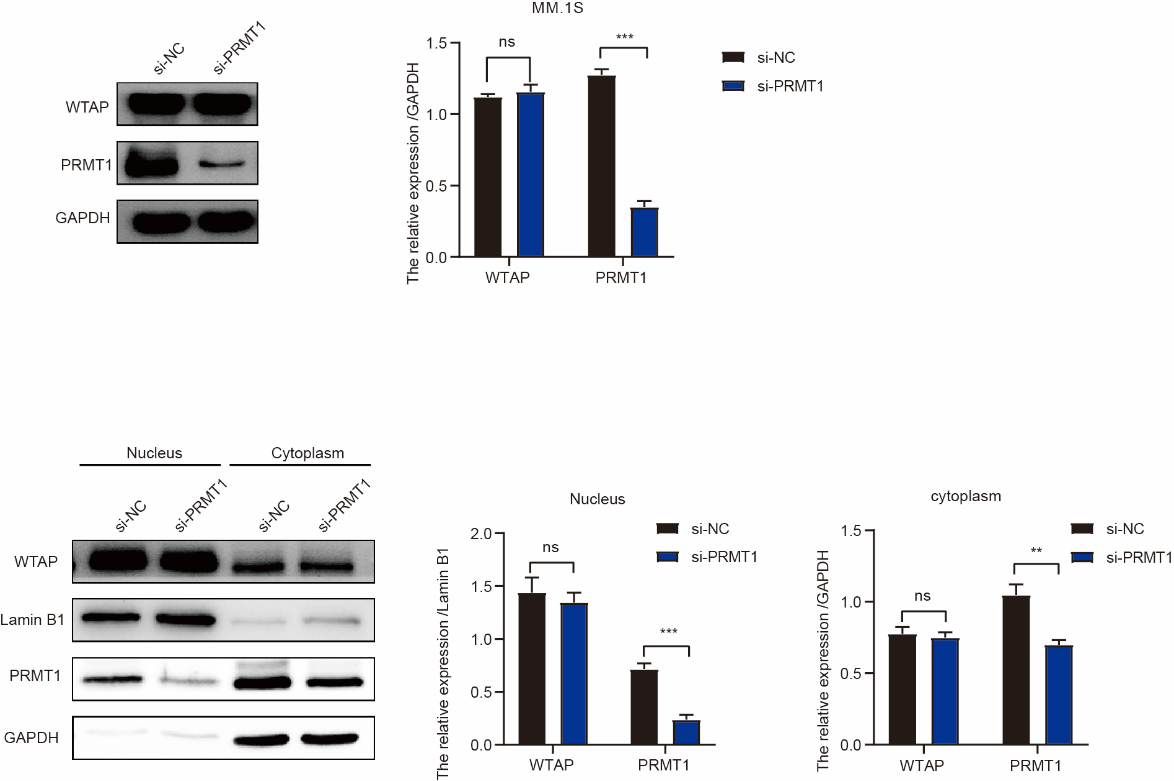

**Figure S6 PRMT1 induced NDUFS6 m^6^A modification through methylation of WTAP**

Western blotting showing the subcellular location of WTAP, and PRMT1 in 293T NC and PRMT1 KD cells. Data represent the mean ± SD. Experiments were performed in triplicate. ** *p*<0.01, *** *p*<0.001, n.s. not significant.

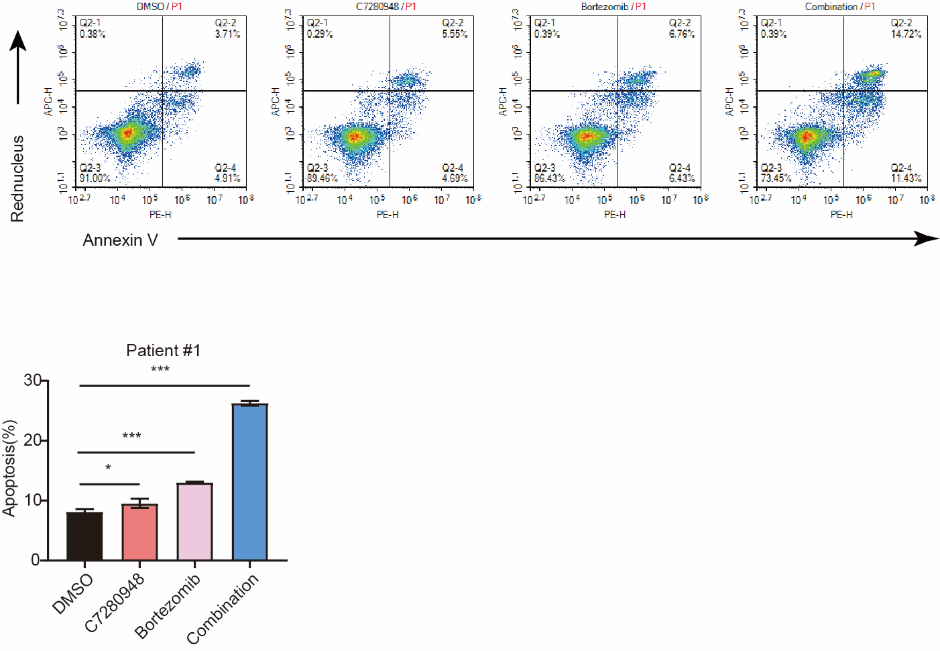

**Figure S7 Synergistic cytotoxic effect of combined PRMT1 inhibitor and BTZ in MM**

Apoptotic analysis of CD138^+^ cells isolated from NDMM patients treated for 48 h with C7280948 (200μM) and BTZ (5nM), alone or in combination by flow cytometry.

Data represent the mean ± SD. Experiments were performed in triplicate. * *p*<0.05, *** *p*<0.001.

Supplementary Methods

**Cell culture**

The human MM cell lines MM.1S, RPMI-8226, NCI-H929, U266, and OPM2 were cultured in RPMI-1640 (Hyclone, Logan, UT, USA) supplemented with 10% fetal bovine serum (FBS) (Gibco, Waltham, USA), 1% penicillin-streptomycin (100U/ml Thermo Fisher Scientific, Inc). The NCI-H929 cell media required the addition of β-mercaptoethanol to a final concentration of 0.05mM. 293T cells were maintained in DMEM (Hyclone, Logan, UT, USA) with 10% FBS and 1% penicillin-streptomycin. All cells were incubated at 37 °C in a 5% CO_2_ incubator. All cell lines were obtained from American Type Culture Collection (ATCC, Rockville, MD, USA) and were negative for mycoplasma contamination.

**Generation of PRMT1 knockout (KO) cells by LentiCrispr/CAS9**

According to the protocol previously documented by Zhang et al. ^19^, gRNAs were designed using the online CRISPR Design Tool (http://tools.genome-engineering.org). The PRMT1 KO guide RNA Sequences are shown in Supplementary Table 4. 

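The guide RNA sequences for PRMT1 knockout were matched to the coding transcripts of PRMT1 in GENCODE release 29 (GRCh38, chromosome 19). The first, CGAGGCCGCGAACTGCATCA, matches the sense strand from 49677292 to 49677311 in the coding sequence of exon 1 of ENST00000391851.8, followed by TGG. Its site occurs in 3 of 11 coding transcripts. The second, GCTCATCCCATTAGCCAAGG, matches the antisense strand from 49679885 to 49679904 in the coding sequence of exon 2 of ENST00000454376.6, followed by TGG. Its site occurs in 4 of 11 coding transcripts. The remaining pair match the antisense strand in exon 2 of ENST00000391851.8 and occur in 11 of 11 coding transcripts. Transcripts were counted whether or not their annotated ends are complete, so these counts do not give a share of PRMT1 mRNA. GTGGATGCCAAAGTGTGCGT lies from 49680566 to 49680585 and is followed by AGG, and GGATGTCATGTCCTCAGCGT lies from 49680524 to 49680543 and is followed by TGG.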

LentiCrisp v2 was used for cloning the following gRNAs into the expressing vector. Lentiviruses were made using LentiCripr-gRNA, packaging psPAX2 and pMD2.G in a 10:10:1 ratio in the six-well plate of HEK293T cells. Lentiviral supernatant was used to transduce cell lines in the six-well plates with 5μg/ml polybrene. MM.1S cells were transfected with Lentiviral supernatant and then selected with GFP+ by flow cytometry. Cells were then verified for knockout efficiency by Western blotting.

**Quantitative real-time polymerase chain reaction (****qRT-PCR)**

Total RNA was extracted from the bone marrow mononuclear cells (BMMC) using TRIzol® Reagent (Invitrogen, Germany). Then NanoDrop ND-1000 was used to determine the RNA purity and concentration. The cDNA was synthesized from total RNA using a Primescript RT reagent kit (Takara). Then, qRT-PCR was performed by SYBR Premix Ex Taq™ II (CWBIO, China). The reaction conditions were as follows: 95 °C for 30 s, 40 cycles of 95 °C for 5 s, and 60 °C for 30 s. The above experimental steps were operated in accordance with the manufacturer's protocols. Primers were synthesized by Tsingke (Beijing, China), and the sequences used are listed in Supplementary Table 5. The 2^-ΔΔCT^ method was used to calculate the gene expression level.

**Western blotting and Co-immunoprecipitation assay (Co-IP)**

Western blotting assay was conducted as described previously ^20^. Cell lysate samples were collected in RIPA buffer (POINEER Biotechnology, Xi'an, China), including a protease inhibitor cocktail (NCM Biotech, Suzhou, Xi'an). About 60μg protein lysates were separated with 10% SDS-polyacrylamide gels and transfected to PVDF membranes. Then the membranes were blocked into 5% BSA/PBST for 1h at room temperature and incubated with primary antibodies at 4°C overnight. Next, the membranes were incubated with secondary antibodies for 1h at room temperature. Finally, the protein bands were visualized with chemiluminescence reagents (ShareBio, Shanghai, China). The antibodies were used in this study as follows: PRMT1 (cat. no. 2449; Cell Signaling Technology, CST), NDUFS6 (cat. no. ab195807; Abcam), GAPDH (cat. no. 2118S; CST), METTL3 (cat. no. 86132; CST), METTL14 (cat. no. 51104; CST), WTAP (cat. no. 56501; CST), YTHDF2 (cat. no. 71283; CST), FLAG (cat. no. 14793; CST), Lamin B1 (cat. no. 9087; CST).

Co-IP was performed using the Pierce Crosslink Magnetic IP/Co-IP Kit (Thermo Fisher Scientific, China) according to the manufacturer's protocols. The antibody was first crosslinked with the magnetic beads. Then the cell lysate was incubated with the antibody and magnetic beads overnight at 4 ° C. Finally, the antigen was eluted. Target protein levels were detected by western blotting.

**Cell nucleus/cytoplasm isolation**

293T cells were cultured and washed with cold PBS. Nucleo-cytoplasmic fractionation was performed using a PARIS™ kit (Thermo Fisher Scientific, Inc.) according to the manufacturer's instructions. GAPDH and Lamin B1 were used as markers of cytoplasm and nucleus during western blotting.

**Transmission electron microscopy (TEM)**

MM.1S cells transfected with siRNA for 72h were collected and fixed with 2.5% glutaraldehyde fixative (containing 0.1M phosphate buffer and 4% paraformaldehyde) at 4°C for 2h. Next, cells were immersed in 0.1M phosphate buffer for 30 minutes, fixed in 1% osmium tetroxide fixative at 4℃ for 2 hours, and immersed in 0.1M phosphate buffer for 10 minutes. In addition, to prepare the MM cells for observation, they were subjected to ethanol gradient dehydration using the following steps: 30% ethanol for 10 minutes, 50% ethanol for 10 minutes, 70% ethanol for 10 minutes, overnight incubation in a solution of 70% ethanol, acetate uranium dioxy block dye; followed by two 10-minute washes in 90% ethanol and three 10-minute washes in 100% ethanol. Then, after replacement, impregnation, embedding, section, and staining with methylene blue, we observed samples under a JEM-100SX transmission electron microscope (HITACHI, Japan).

**RNA decay assay**

MM cells transfected with siRNA for 72h were treated with Actinomycin D (5μg/ml, MCE, USA) for 0, 6, and 8h. Then total RNA was isolated, and qRT-PCR was conducted as described previously. 18s rRNA was used as an internal control. The RNA lifetime (t_1/2_) was calculated using the equations below ^21^: Nt/N0 = e ^– Kdecay*t^, t_1/2_ = ln2/K_decay_.

**Methylated RNA immunoprecipitation sequencing (MeRIP-seq) and** **RNA sequencing (RNA-seq)**

Total RNA was isolated and purified as previously described. The RNA integrity was assessed by Bioanalyzer 2100 (Agilent, CA, USA). Dynabeads Oligo (dT)25-61005 (Thermo Fisher, CA, USA) was used to capture Poly (A) RNA. Then the Poly (A) RNA was incised into pieces under 86 ° C for 7 minutes by Magnesium RNA Fragmentation Module (NEB, cat. e6150, USA). In the IP buffer (50 mM Tris-HCl, 750 mM NaCl and 0.5% Igepal CA-630), the cleaved RNA fragments and m^6^A Antibody (No. 202003, Synaptic Systems, Germany) were premixed and IP. Then DNA was synthesized, and the compound duplex of DNA and RNA was converted into DNA duplex. Next, dUTP (Thermo Fisher, article No. R0133, USA) was incorporated into the duplex. An A base was added to the end of the double-stranded DNA, and the fragment size was screened and purified using magnetic beads (insert size: 180-220bp). UDG enzyme (NEB, cat.m0280, USA) was used to digest the two strands, and then PCR was performed under the following conditions to form a sequencing library: initial denaturation at 95℃ for 3 min; 8 cycles of denaturation at 98℃ for 15 sec, annealing at 60℃ for 15 sec, and extension at 72℃ for 30 sec; and then final extension at 72℃ for 5 min. At last, Illumina Novaseq™ 6000 (LC-Bio Technology CO., Ltd., Hangzhou, China) was used for double-ended sequencing with PE150 sequencing mode following the standard protocol.

For RNA sequencing, total RNA was isolated with TRIzol regent following the protocol as described previously. Other processes were performed by Omic Studio technologies (Hangzhou, China).

**RNA immunoprecipitation (RIP) assay**

RIP-qPCR was performed using the BersinBioTM RNA Immunoprecipitation Kit (BersinBio, Guangzhou, China) according to the manufacturer’s instruction. Cell lysates were divided into 3 groups, anti-IgG, anti-YTHDF2, and input. Then Polysome lysis buffer was used to lyse cells and the cell lysate was divided into anti-YTHDF2, anti-IgG (1mg/ml, Cell Signaling Technology) and input samples. Then, 5μg specific antibodies of anti-IgG or anti-YTHDF2, protein A/G magnetic beads and cell lysates were incubated at 4 ℃ overnight. The lysates were washed, then digested with Proteinase K for 1 h at 55 ° C. At last, the RNA was purified with mixture of phenol: chloroform: Isoamyl Alcohol (25:24:1). Target RNA levels were detected by qRT-PCR.

**MeRIP-qPCR**

MeRIP assay was performed by the BersinBioTM MeRIP Kit (BersinBio, Guangzhou, China) according to the manufacturer’s instruction. Firstly, we used TRIzol regent to isolate total RNA as described previously. Then the RNA was segmented into about 300-nucleotide fragments. Next, the fragments were incubated with 5μg anti-IgG or anti-m^6^A (68055-1-Ig, Proteintech) for 2 h at 4 ℃. Moreover, we mixed Protein A/G magnetic beads and antibody-treated RNA in IP buffer for 2 h at 4 ℃. The RNA was washed, then eluted with Proteinase K and elution buffer for 1 h at 55 ° C. At last, the RNA was purified with mixture of phenol: chloroform: Isoamyl Alcohol (25:24:1). The methylated RNA expression was measured by qRT-PCR.

**Immunohistochemistry and histological analysis**

The paraffin-embedded sections (4μm-thick) from xenograft mice tumors were incubated with antibodies directed against ki-67 (cat. no. 12202; 1:500 dilution, CST), PRMT1 (cat. no. ab190892; 1:500 dilution, Abcam), NDUFS6 (cat. no. ab195807; 1:500 dilution, Abcam) overnight at 4℃. Then, the sections were incubated with specific secondary antibodies for 1 h at room temperature and treated with DAB. Moreover, the paraffin-embedded sections were stained with hematoxylin-eosin (HE) to evaluate histological changes.

**References**

1. Genome engineering using the CRISPR-Cas9 system. *Nature protocols* 2013.

2. Shen Y, Feng YD, Li FM, Jia YC, Peng Y, Zhao WH*, et al.* lncRNA ST3GAL6-AS1 promotes invasion by inhibiting hnRNPA2B1-mediated ST3GAL6 expression in multiple myeloma. *International Journal of Oncology* 2021, **58**(4).

3. Fang R, Chen X, Zhang S, Shi H, Ye Y, Shi H*, et al.* EGFR/SRC/ERK-stabilized YTHDF2 promotes cholesterol dysregulation and invasive growth of glioblastoma. *Nature communications* 2021, **12**(1)**:** 177.

Supplementary Table

Supplementary Table 1 Clinical characteristics of 31 MM patients

| Clinical characteristics | Number of cases | proportion（%） |
| --- | --- | --- |
| **Gender** | | |
| male | 16 | 52% |
| female | 15 | 48% |
| **Age** |  |  |
| <65 | 22 | 71% |
| ≥65 | 9 | 29% |
| **Type** |  |  |
| IgA | 5 | 16% |
| IgG | 10 | 32% |
| IgD | 4 | 13% |
| Light chain | 9 | 29% |
| Non-secretory | 3 | 10% |
| **DSS stage** | | |
| II | 2 | 6% |
| III | 29 | 94% |
| **ISS stage** |  |  |
| I | 3 | 10% |
| II | 6 | 19% |
| III | 22 | 71% |
| **R-ISS stage** |  |  |
| I | 3 | 10% |
| II | 13 | 42% |
| III | 15 | 48% |
| **mSMART** |  |  |
| Standard risk | 5 | 16% |
| High risk | 22 | 71% |
| unknown | 4 | 13% |
| **Cytogenetic abnormalitics** |  |  |
| del 13q14 | 8 | 26% |
| del RB1 | 14 | 45% |
| IgH rearrangement | 14 | 45% |
| 1q21 gain or amplication | 17 | 55% |
| t4, 14 | 2 | 6% |
| t11, 14 | 2 | 6% |
| t14,16 | 1 | 3% |
| none | 6 | 19% |

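An siRNA guides cleavage of the mRNA that its antisense strand pairs with. The listed PRMT1 target sequences were matched to the coding transcripts of PRMT1 in GENCODE release 29 (GRCh38). The target of si-PRMT1-1, GCAACTCCATGTTTCATAA, lies on chromosome 19 from 49681947 to 49681965, in the coding sequence of exon 3 of ENST00000391851.8, and occurs in 11 of 11 coding transcripts. The target of si-PRMT1-2, AGACGGTGTTCTACATGGA, lies from 49686635 to 49686653 in the coding sequence of exon 9 and occurs in 4 of 11. The target of si-PRMT1-3, CCATCGACCTGGACTTCAA, lies from 49688178 to 49688196 in the coding sequence of exon 10 and occurs in 4 of 11. Transcripts were counted whether or not their annotated ends are complete, and without their expression. These counts therefore do not give the share of PRMT1 mRNA that holds a target. The NDUFS6 targets lie on chromosome 5 in the coding sequence of ENST00000274137.9, at 1802353 to 1802371 in exon 2 for si-NDUFS6-1, and at 1814350 to 1814368 and 1814437 to 1814455 in exon 3 for si-NDUFS6-2 and si-NDUFS6-3. Which PRMT1 siRNA was used for the RNA-seq is not named in the paper's text.

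**Figure D4:**
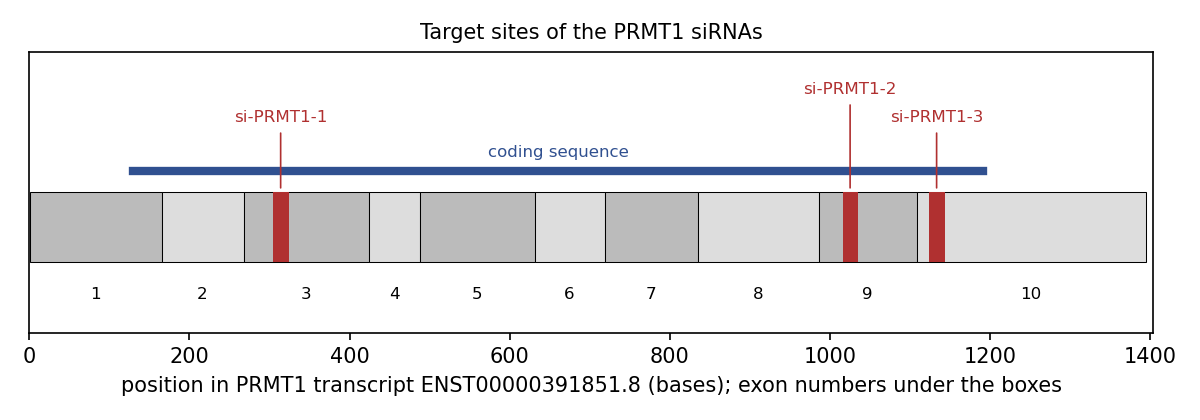
Target sites of the 3 PRMT1 siRNAs (red) along transcript ENST00000391851.8, with position in bases on the horizontal axis, exons 1 to 10 as grey boxes and the coding sequence as a blue line. The sites lie in exons 3, 9 and 10, each inside the coding sequence.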

Supplementary Table 2. siRNA sequences of genes used in this study.

| gene | Target sequence |
| --- | --- |
| si-PRMT1-1 | GCAACTCCATGTTTCATAA |
| si-PRMT1-2 | AGACGGTGTTCTACATGGA |
| si-PRMT1-3 | CCATCGACCTGGACTTCAA |
| si-NDUFS6-1 | GTTTGTAGGTCGTCAGAAA |
| si-NDUFS6-2 | CTTTGCCATTGATTTGATA |
| si-NDUFS6-3 | CCACCCAAAAGTGTATATA |
| si-WTAP | GAAGCATATGTACAAGCTT |
| si-METTL3 | GGACTCGACTACAGTAGCT |
| si-METTL14 | GGACCAACGCTTACAAATA |
| si-YTHDF2 | GCACAGAAGTTGCAAGCAA |

Supplementary Table 3. Univariate analysis and Multivariate analysis for OS in GSE136324

| variables | univariate analysis | | multivariate analysis | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | HR (95%CI) | *p* value | beta | SE | Wald | HR (95%CI) | *p* value |
| Age,years | 1.045(1.031-1.060) | **<0.0001** | 0.045 | 0.007 | 40.978 | 1.046（1.032-1.061） | **<0.0001** |
| Gender | 1.177(0.944-1.468) | 0.147 |  |  |  |  |  |
| LDH(U/l) | 1.003(1.001-1.004) | **<0.0001** | 0.002 | 0.001 | 8.816 | 1.002(1.001-1.003) | **0.003** |
| ALB(g/l) | 0.654(0.566-0.756) | **<0.0001** | -0.293 | 0.076 | 14.724 | 0.746(0.642-0.866) | **<0.0001** |
| ISS stage | 1.615(1.346-1.938) | **<0.0001** | 0.304 | 0.100 | 9.183 | 1.355(1.113-1.650) | **0.002** |
| PRMT1 | 1.846(1.313-2.596) | **<0.0001** | 0.676 | 0.173 | 15.255 | 1.966(1.400-2.759) | **<0.0001** |

Supplementary Table 4 sgRNA for CRISPRi

| gene | Target sequence |
| --- | --- |
| Sg-PRMT1-1 | CGAGGCCGCGAACTGCATCA |
| Sg-PRMT1-2 | GCTCATCCCATTAGCCAAGG |
| Sg-PRMT1-3-1 | GTGGATGCCAAAGTGTGCGT |
| Sg-PRMT1-3-2 | GGATGTCATGTCCTCAGCGT |

Supplementary Table 5. Primers for qRT-PCR used in this study.

| **gene** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| PRMT1 | TGCGGTGAAGATCGTCAAAGCC | GGACTCGTAGAAGAGGCAGTAG |
| 18s rRNA | CAGCCACCCGAGATTGAGCA | TAGTAGCGACGGGCGGTGTG |
| GAPDH | CGGAGTCAACGGATTTGGTCGTAT | AGCCTTCTCCATGGTGGTGAAGAC |
| COX6B1 | CTACAAGACCGCCCCTTTTGA | GCAGAGGGACTGGTACACAC |
| ATP6V1F | CTCATCGCAGTGATCGGAGAC | CGGTTCTTGTTAAGCTCCCCTAT |
| UQCRC1 | GGGGCACAAGTGCTATTGC | GTTGTCCAGCAGGCTAACC |
| ATP5ME | GAGCCACGCGCTACAATTAC | GCCAATTCTCTGGCAATCCG |
| UQCRQ | CGCGAGTTTGGGAATCTGAC | TAGTGAAGACGTGCGGATAGG |
| SDHD | CATCTCTCCACTGGACTAGCG | TCCATCGCAGAGCAAGGATTC |
| COX4I1 | CAGGGTATTTAGCCTAGTTGGC | GCCGATCCATATAAGCTGGGA |
| UQCRH | GAGGACGAGCAAAAGATGCTT | CGAGAGGAATCACGCTCATCA |
| UQCR10 | CCATCATCGTGGGCGTCATGTT | GCCTCCAAGGAACTACTTGTTCT |
| COX5A | ATCCAGTCAGTTCGCTGCTAT | CCAGGCATCTATATCTGGCTTG |
| NDUFS6 | TGGAGACTCGGGTGATAGCGTG | GTGGTGCTGTCTGAACTGGAGC |
| NDUFA4L2 | CTGGGACAGAAAGAACAACCCG | CAGCCTGGCTTAGAAGTCTGGC |
| NDUFA11 | TCACACTCAATCCTCCGGGCACCTT | TGATGCAGGTGGTGAGGCCAAACA |
| ATP5MC1 | CTGTTGTACCAGGGGTCTAATCA | GTGGGAAGTTGCTGTAGGAAG |
| NDUFB2 | AGCGGACTCATGTGGTTCTGGA | AGAGTGAGGCTGAGTCTACACC |
| COX8A | TGTACTCCGTGCCATCATGT | GGTCACGAAGCAGGAGGTAA |
| COX5B | GGAGATCATGCTGGCTGCAAAG | GCAGCCTACTATTCTCTTGTTGG |
| COX6A1 | TCTCACCTTCTTCGTCGCGCTC | GCTTGGTCCTGATGCGGAGATG |

# Supplementary material for: PRMT1 methylation of WTAP promotes multiple myeloma tumorigenesis by activating oxidative phosphorylation via m6A modification of NDUFS6
**Source:** Cell Death Dis. 2023 Aug 9;14(8):512. doi: 10.1038/s41419-023-06036-z

Figure 1

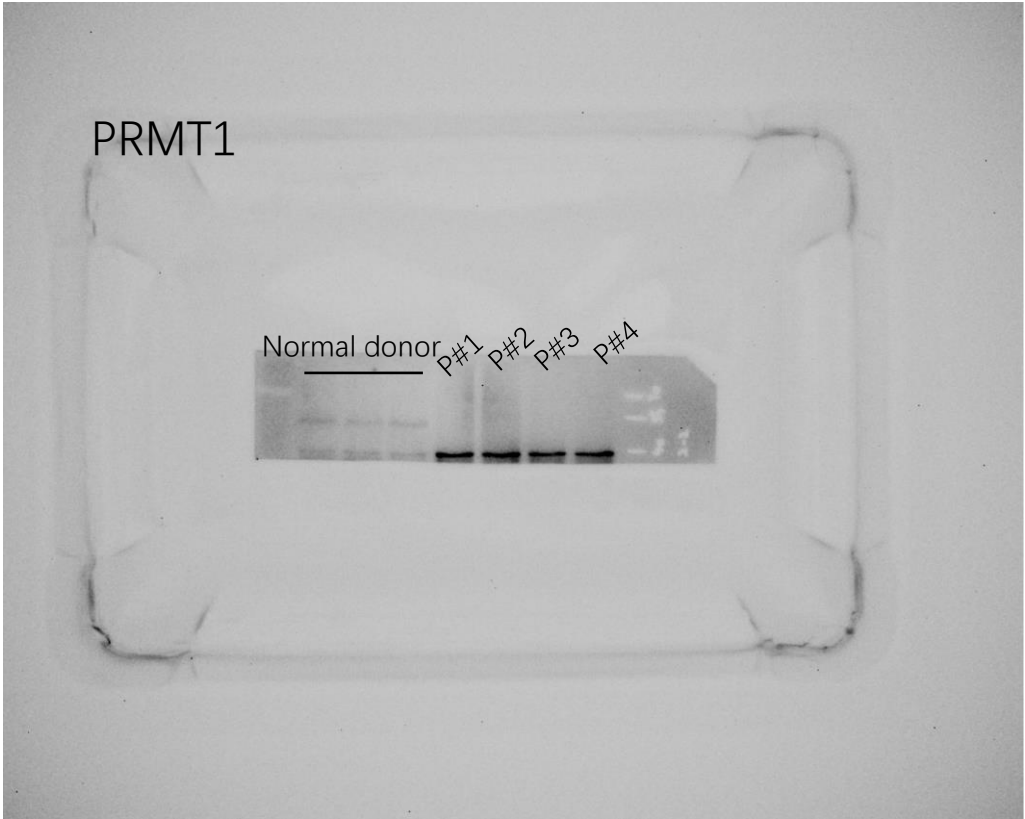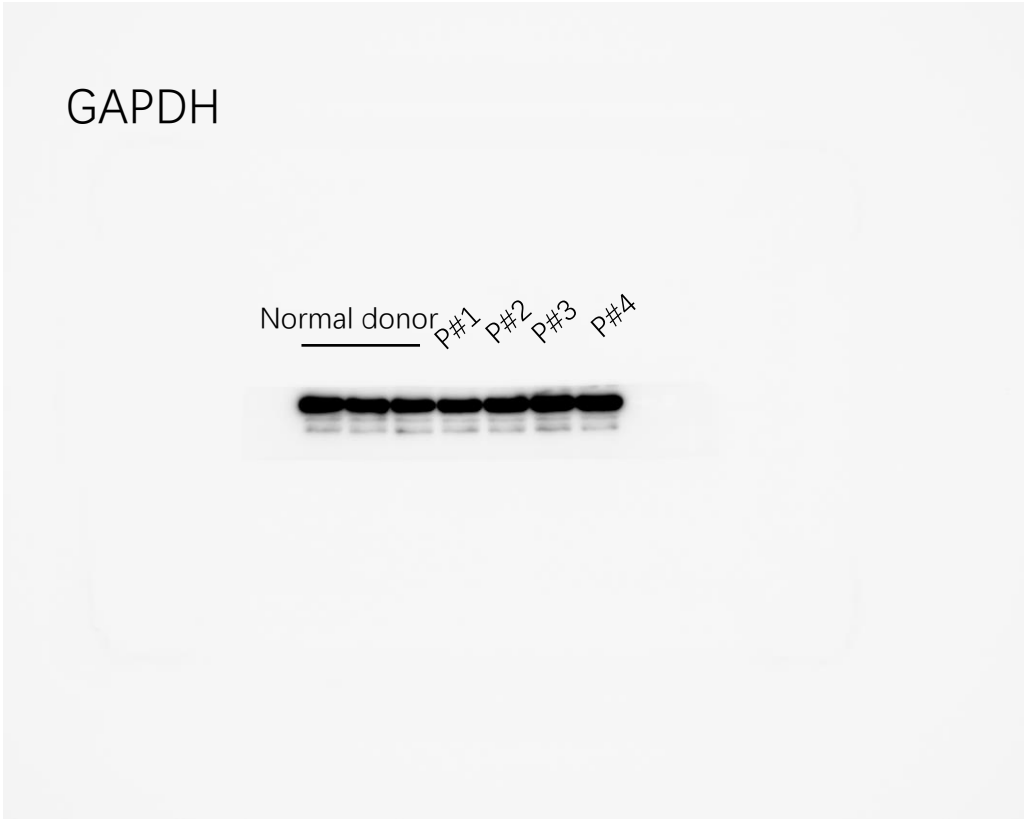

Figure 2

PRMT1

si-NC  
si-PRMT1#1  
si-PRMT1#2  
si-PRMT1#3

MM.1S

GAPDH

si-NC  
si-PRMT1#1  
si-PRMT1#2  
si-PRMT1#3

NCI-H929

si-NC  
si-PRMT1#1  
si-PRMT1#2  
si-PRMT1#3

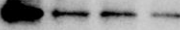

GAPDH

si-NC  
si-PRMT1#1  
si-PRMT1#2  
si-PRMT1#3

Figure 4

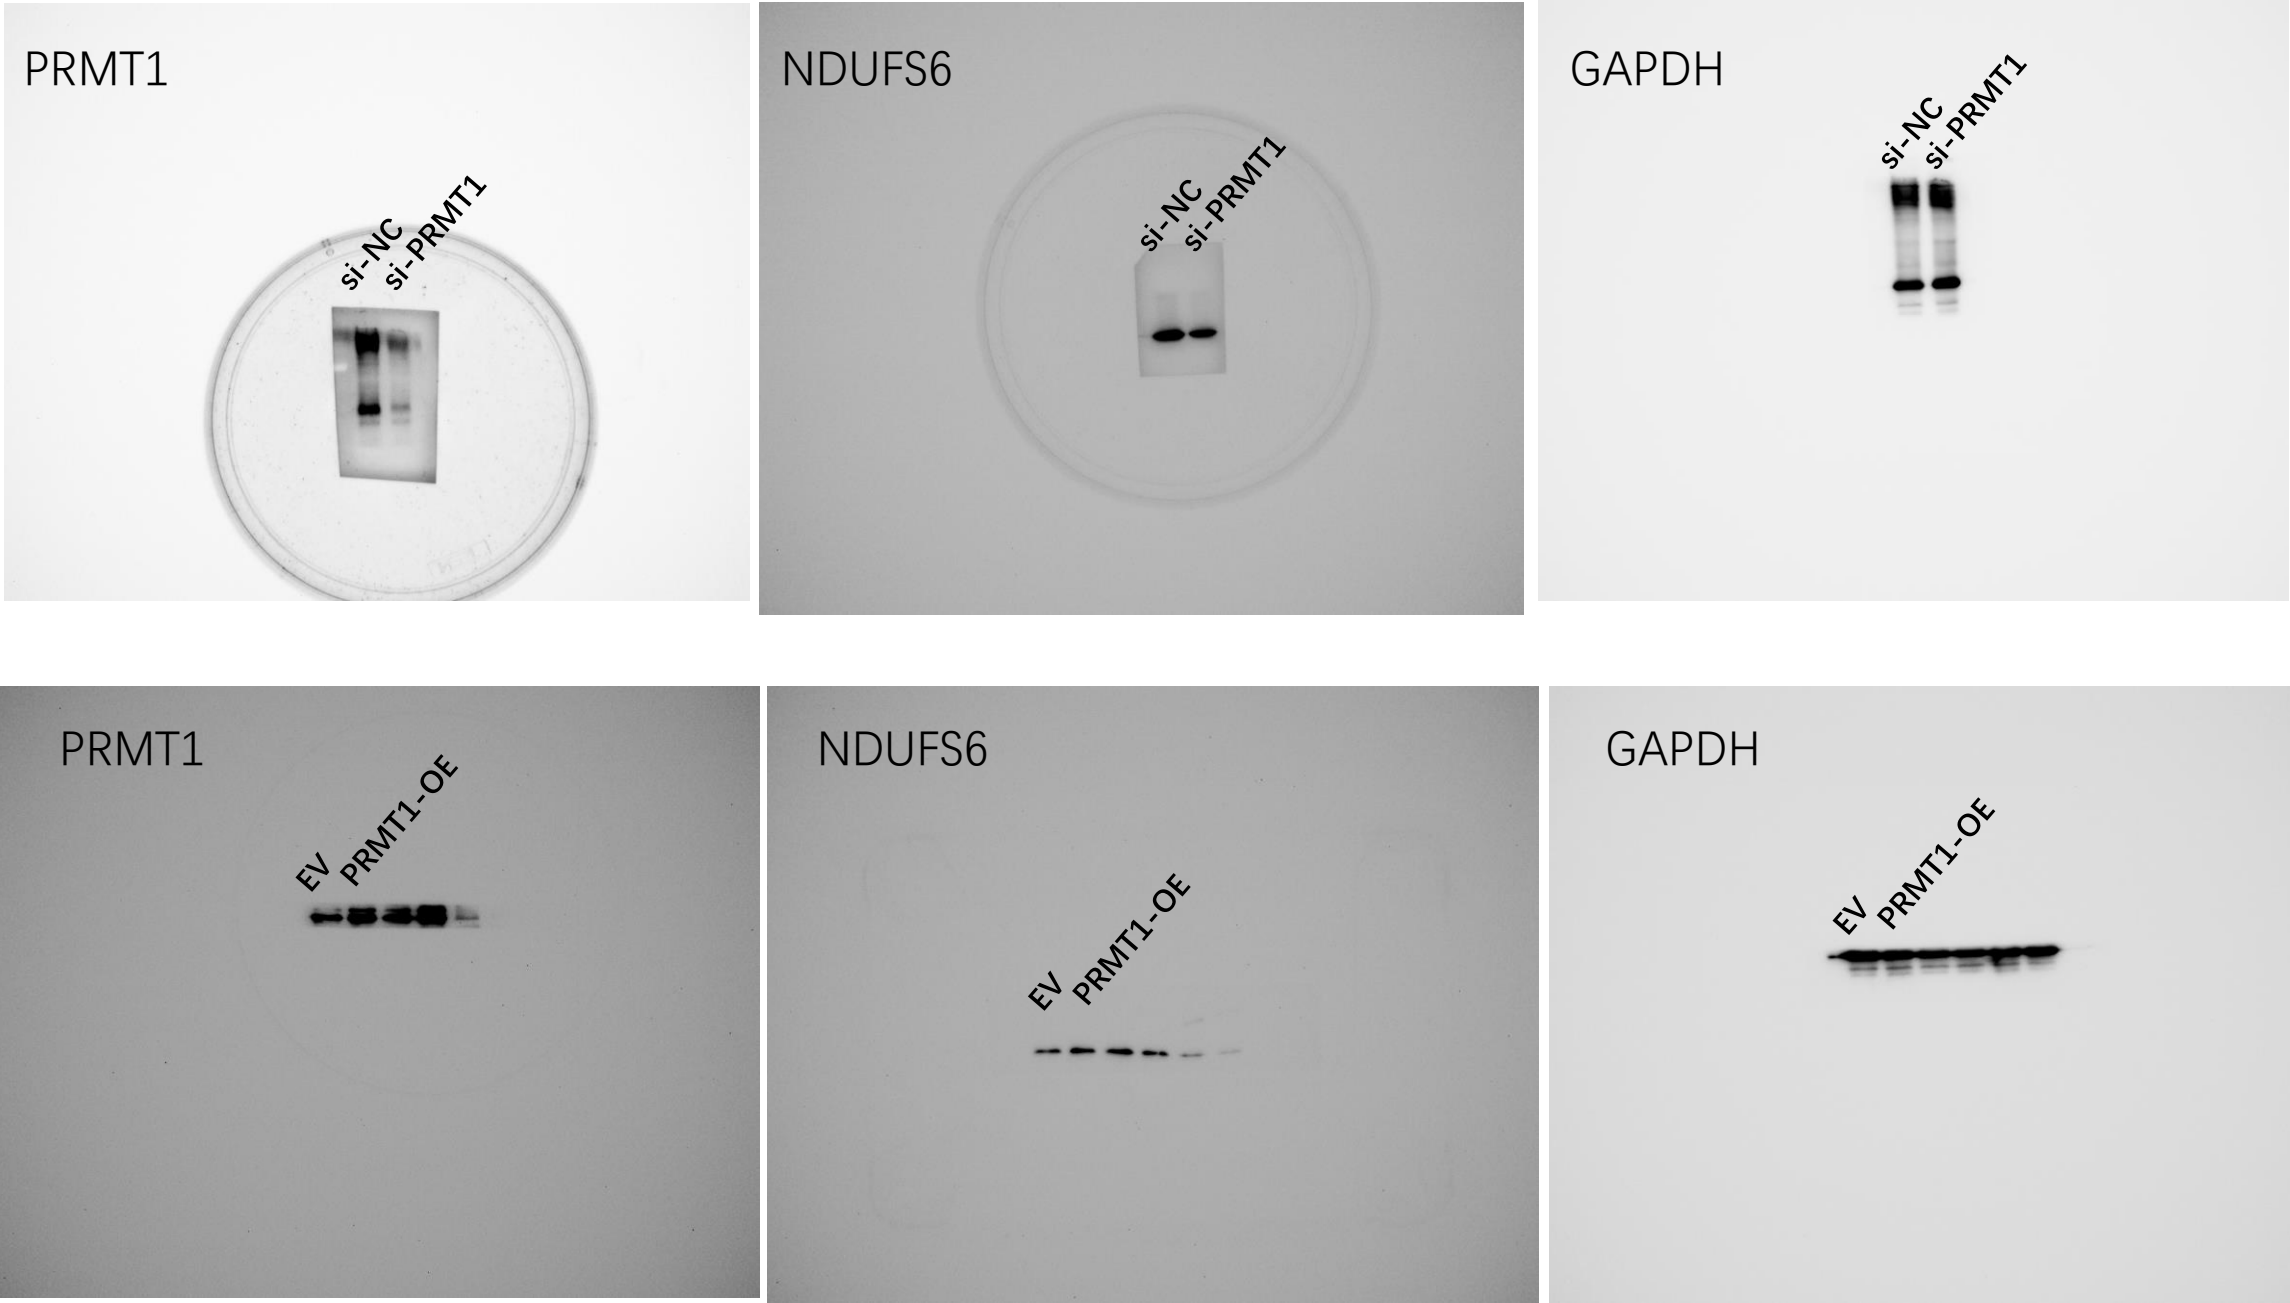

Figure 4

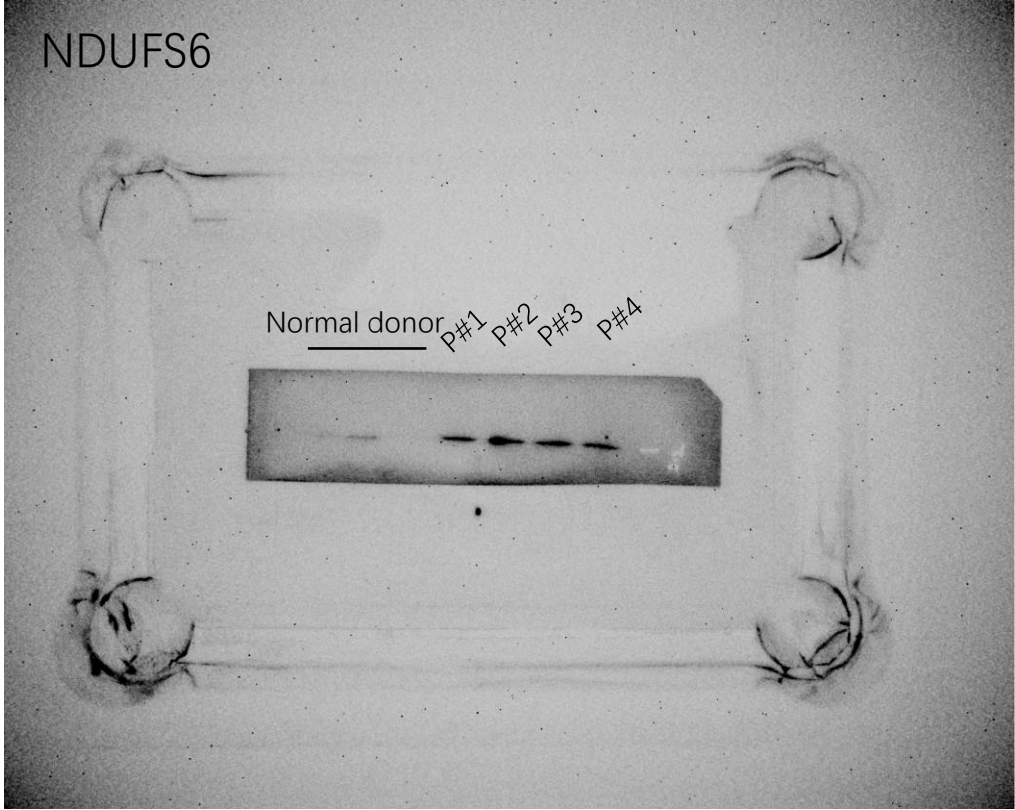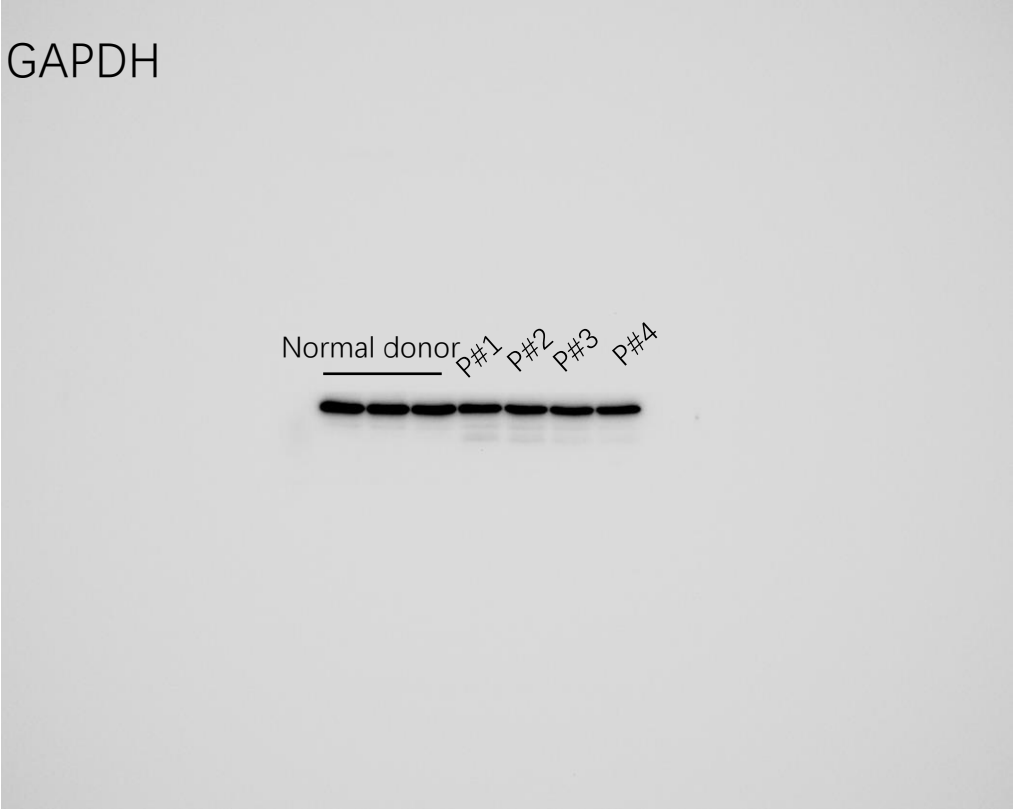

Figure 5

METTL3

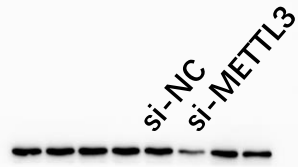

NDUFS6

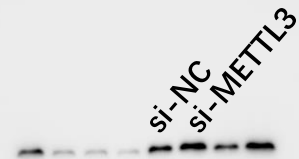

GAPDH

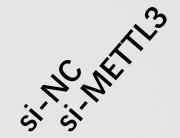

METTL14

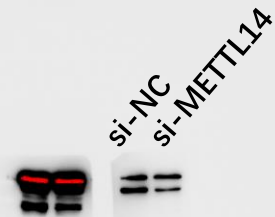

NDUFS6

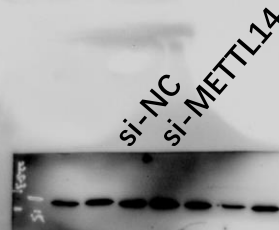

GAPDH

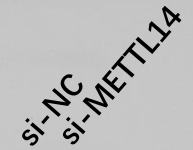

Figure 5

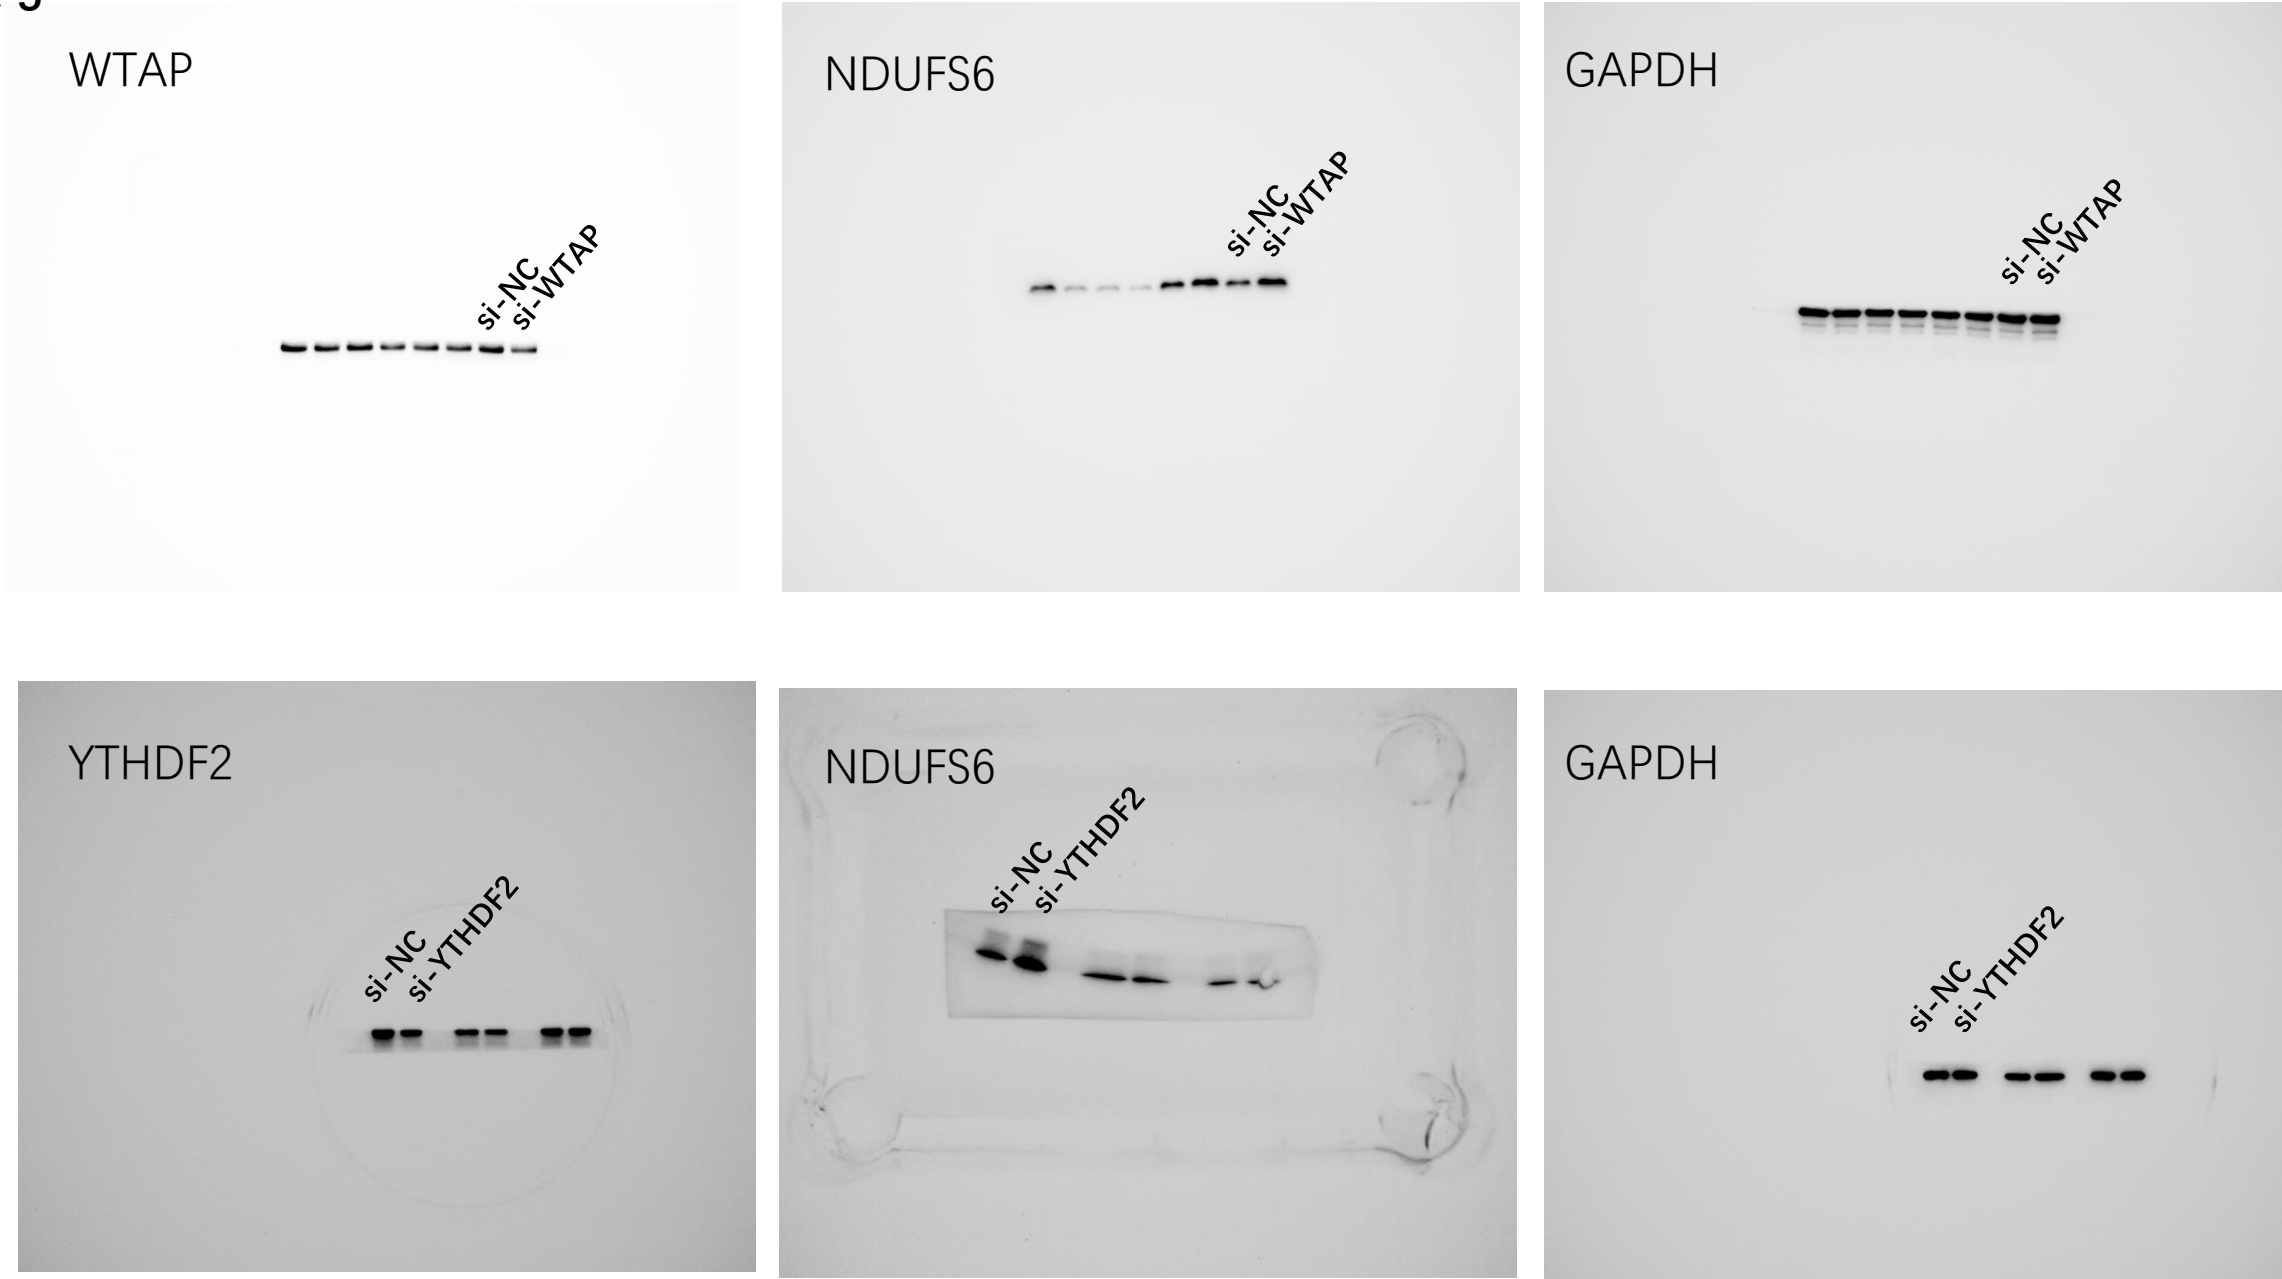

Figure 5

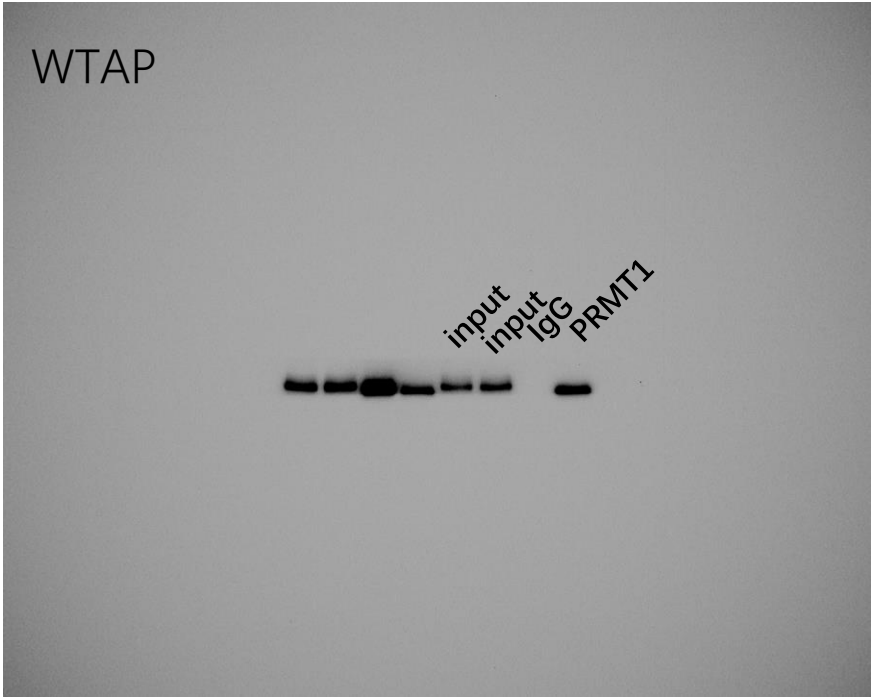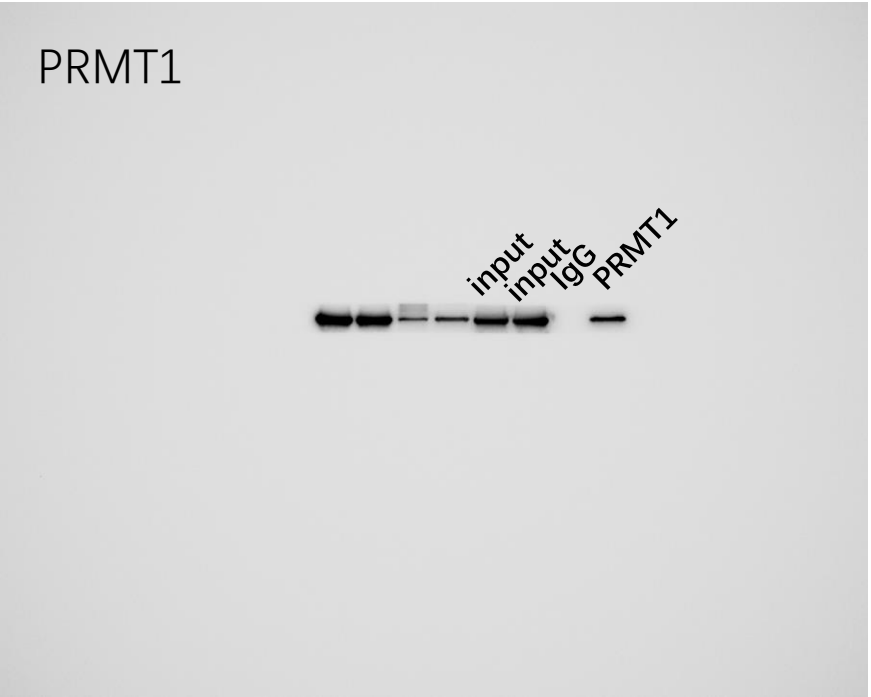

Figure 6

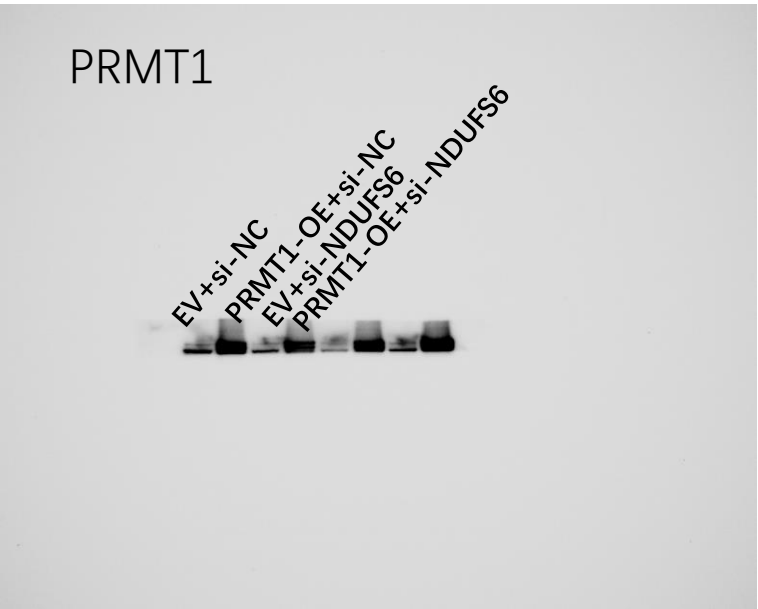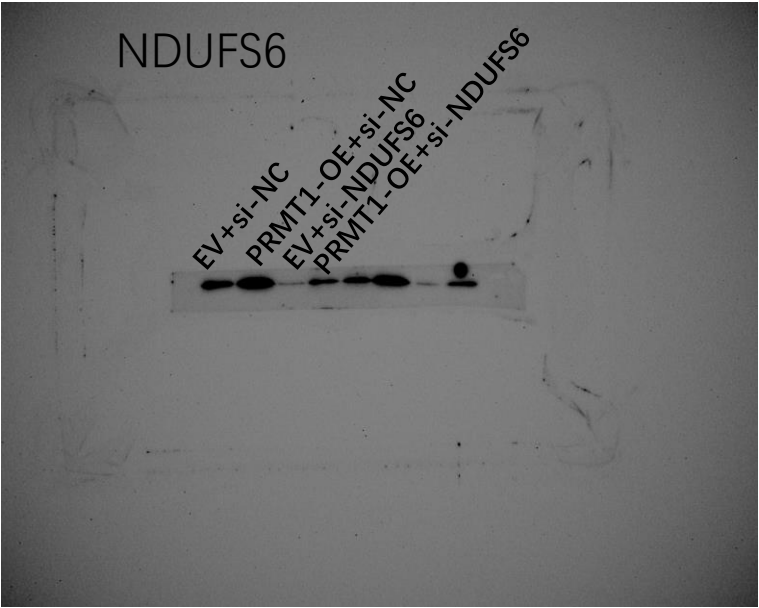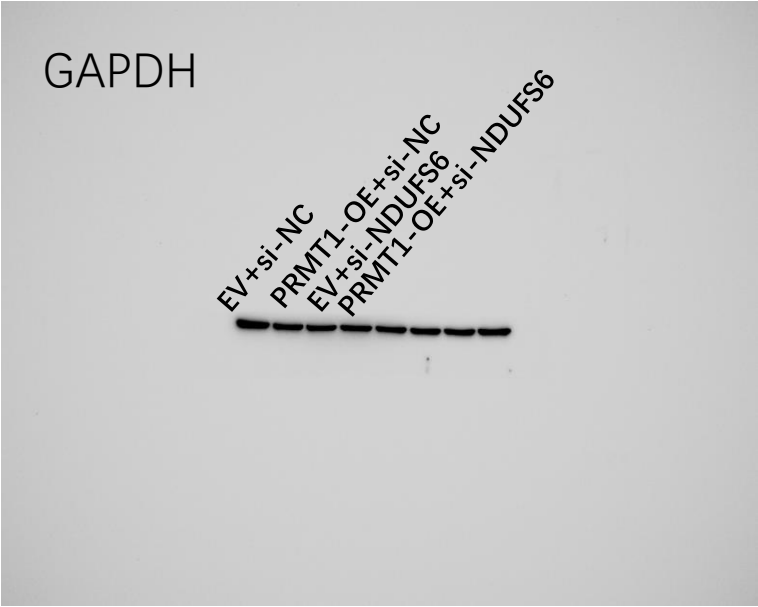

Figure 6

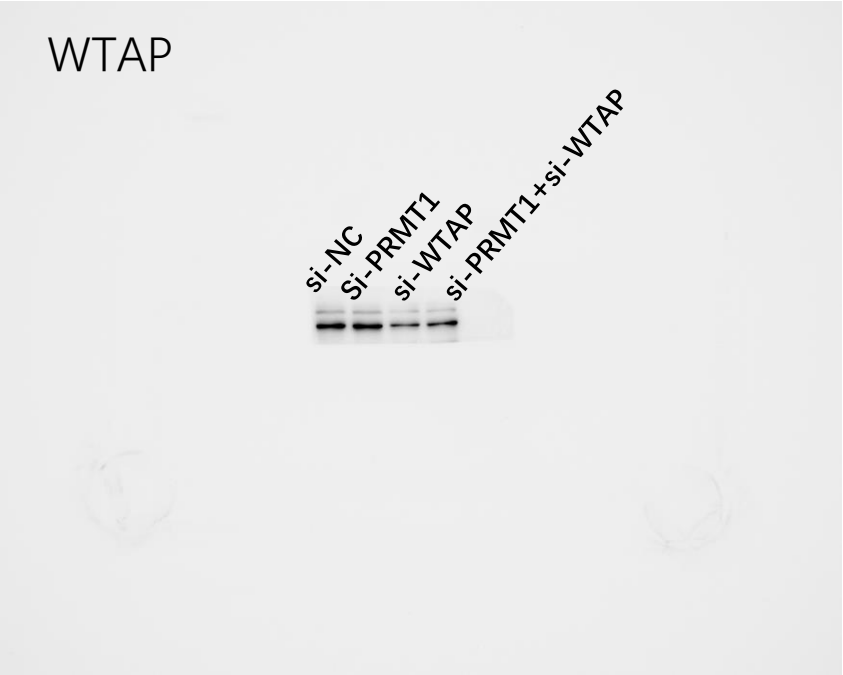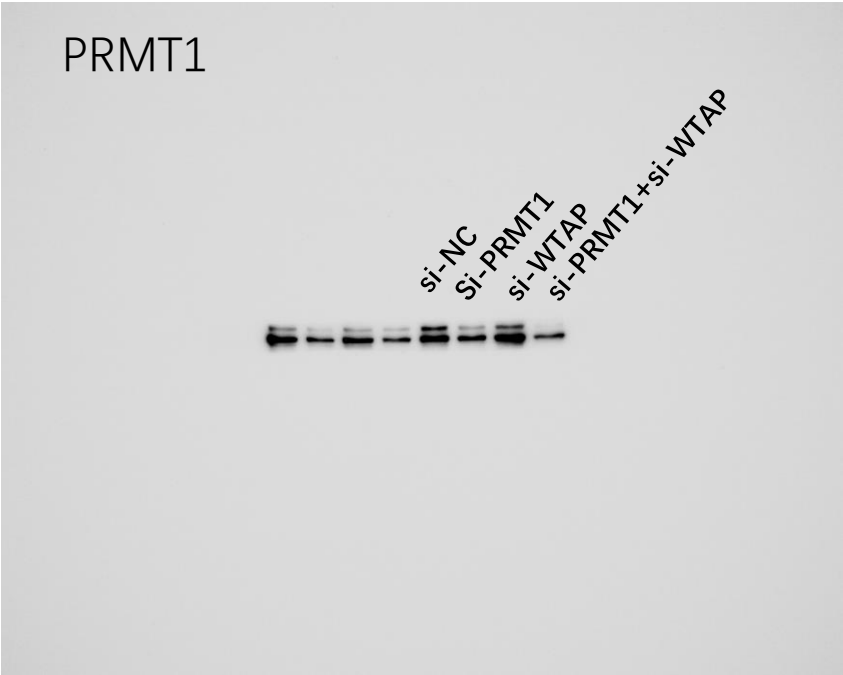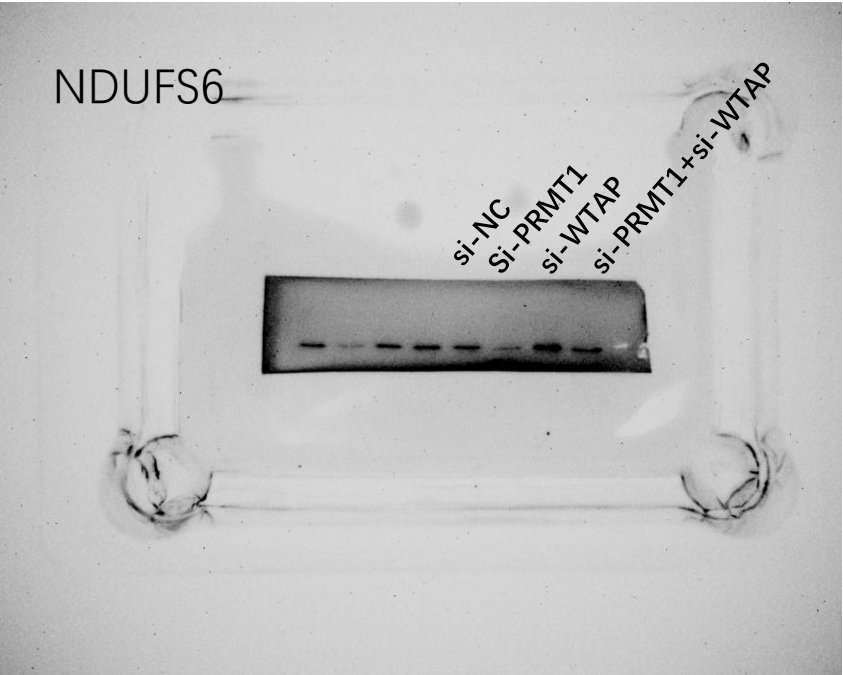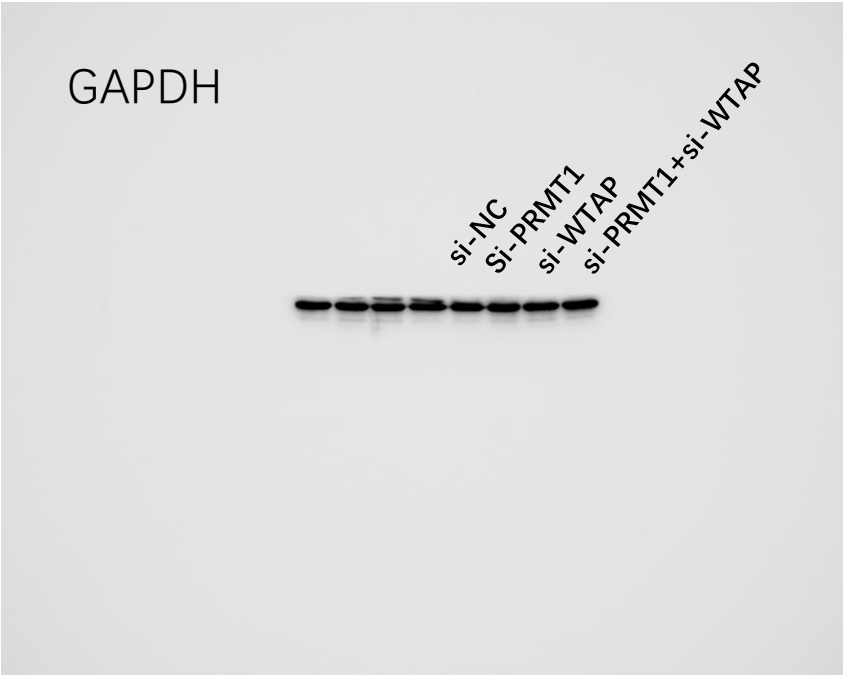

Figure S2

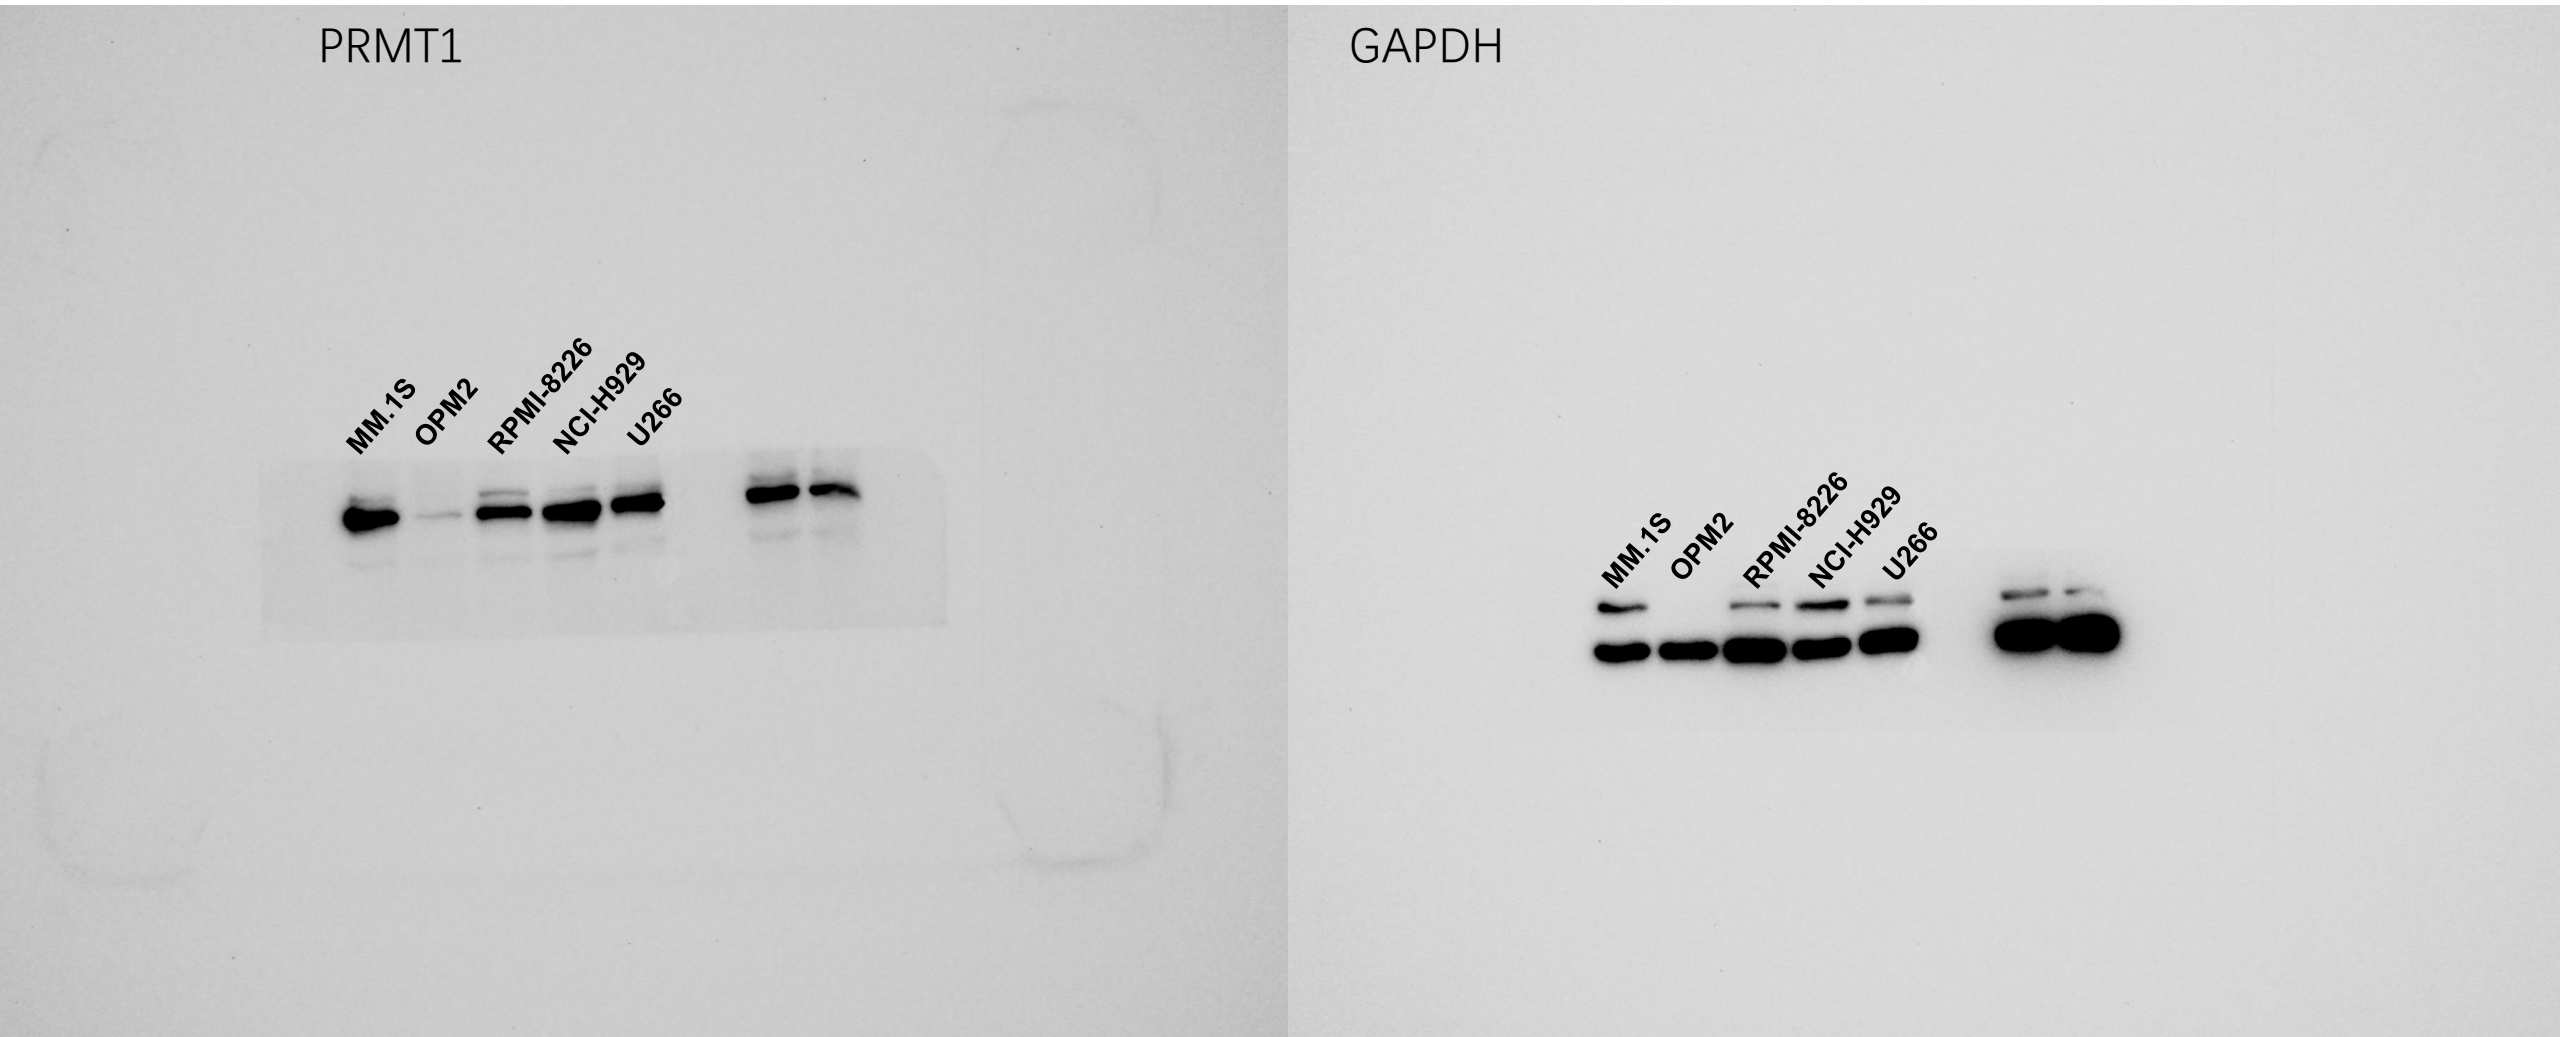

Figure S2

RPMI-8226

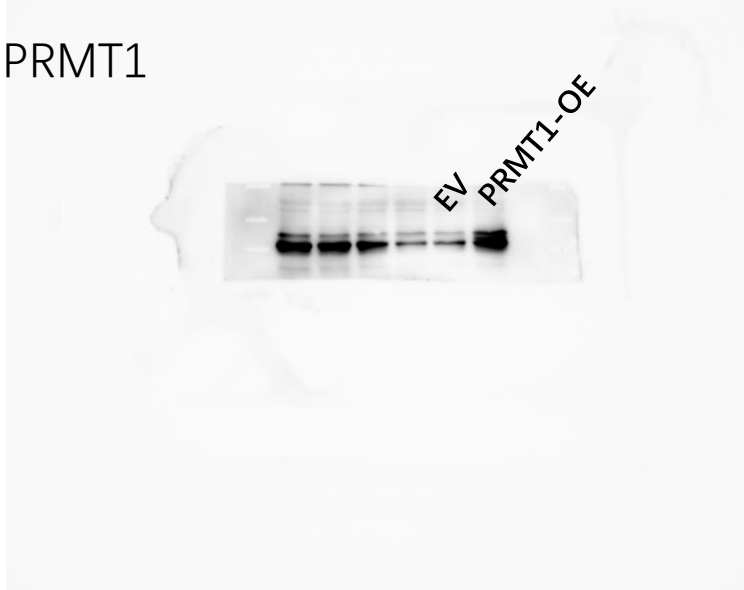

NCI-H929

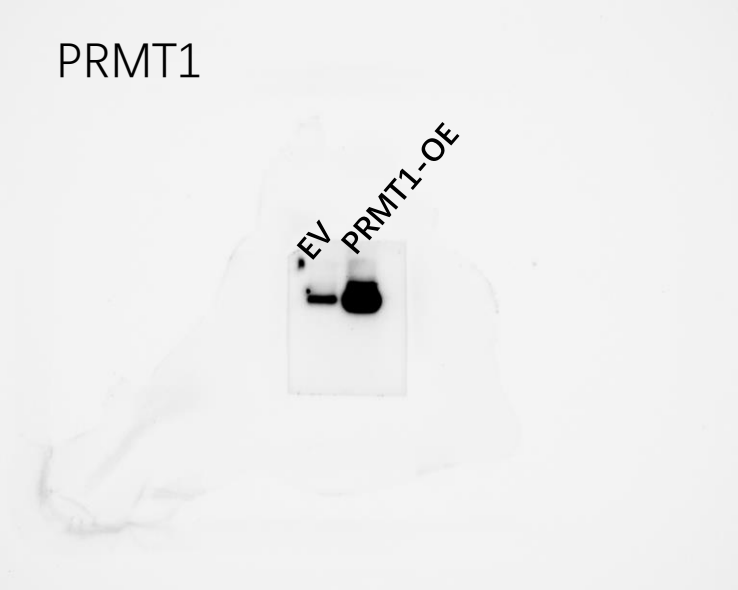

MM.1S

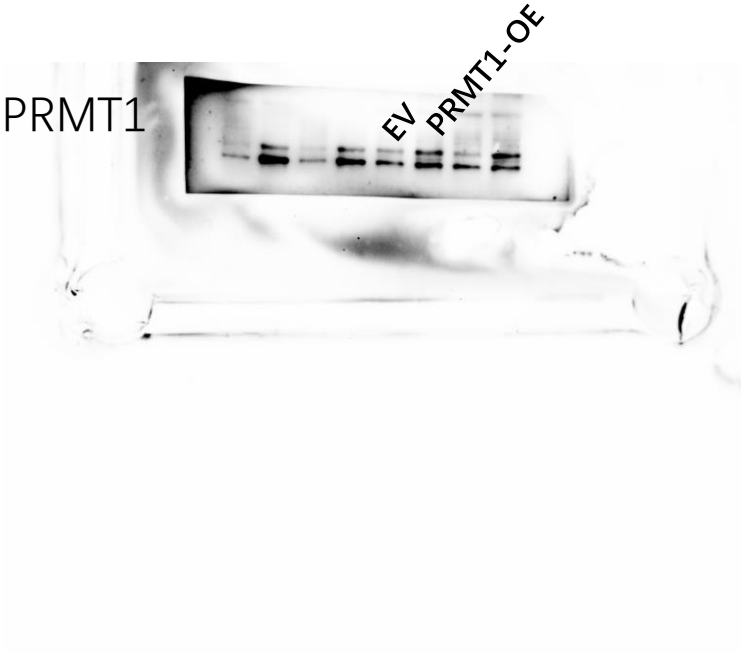

GAPDH

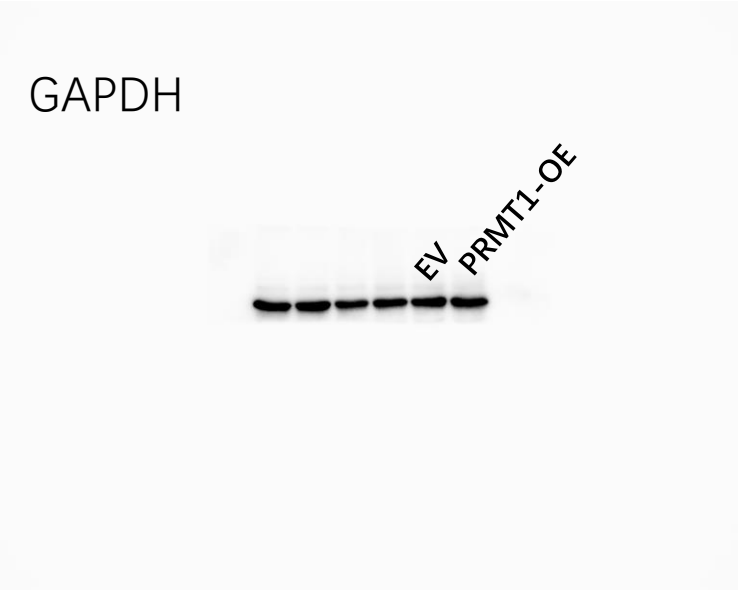

GAPDH

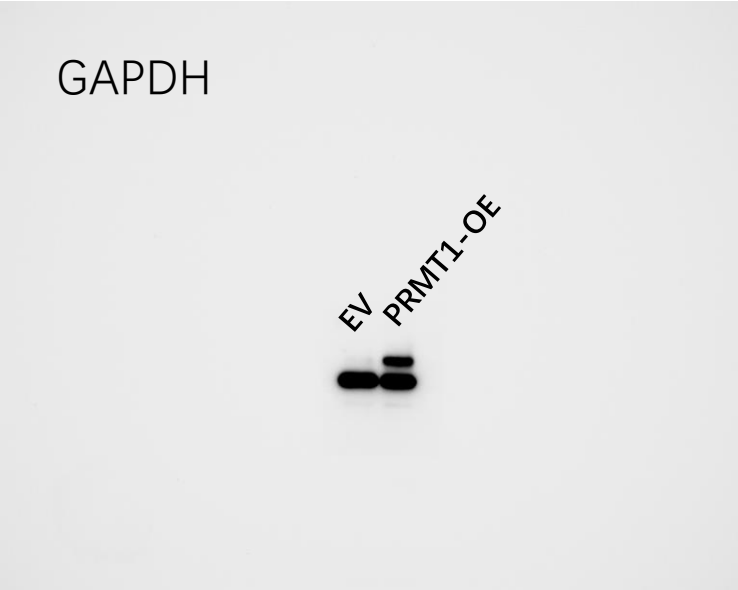

GAPDH

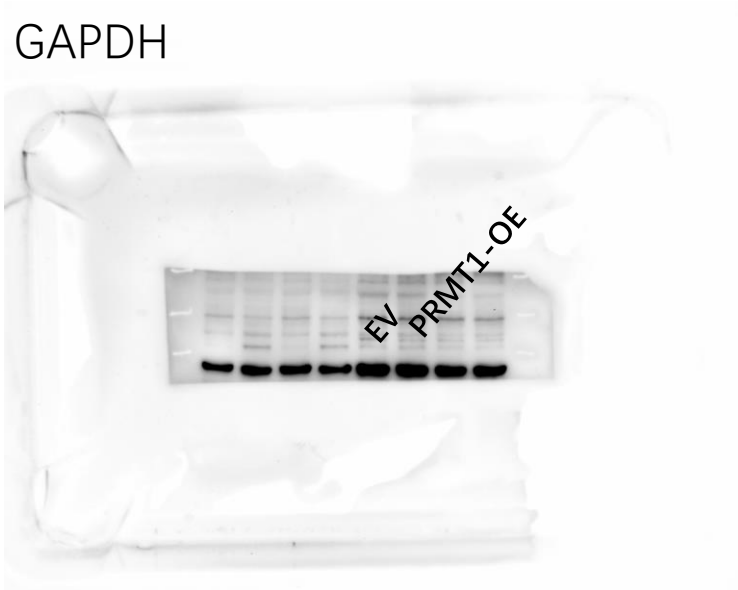

Figure S3

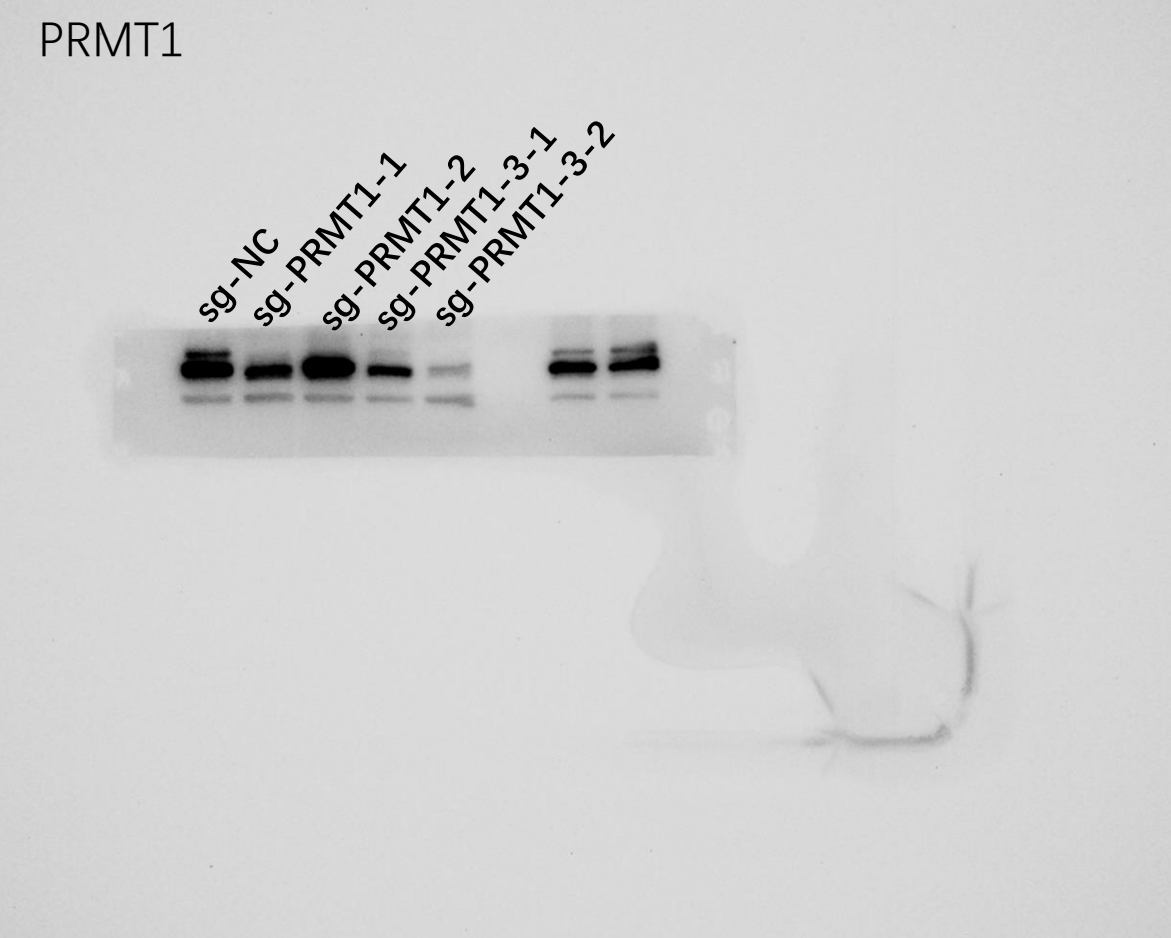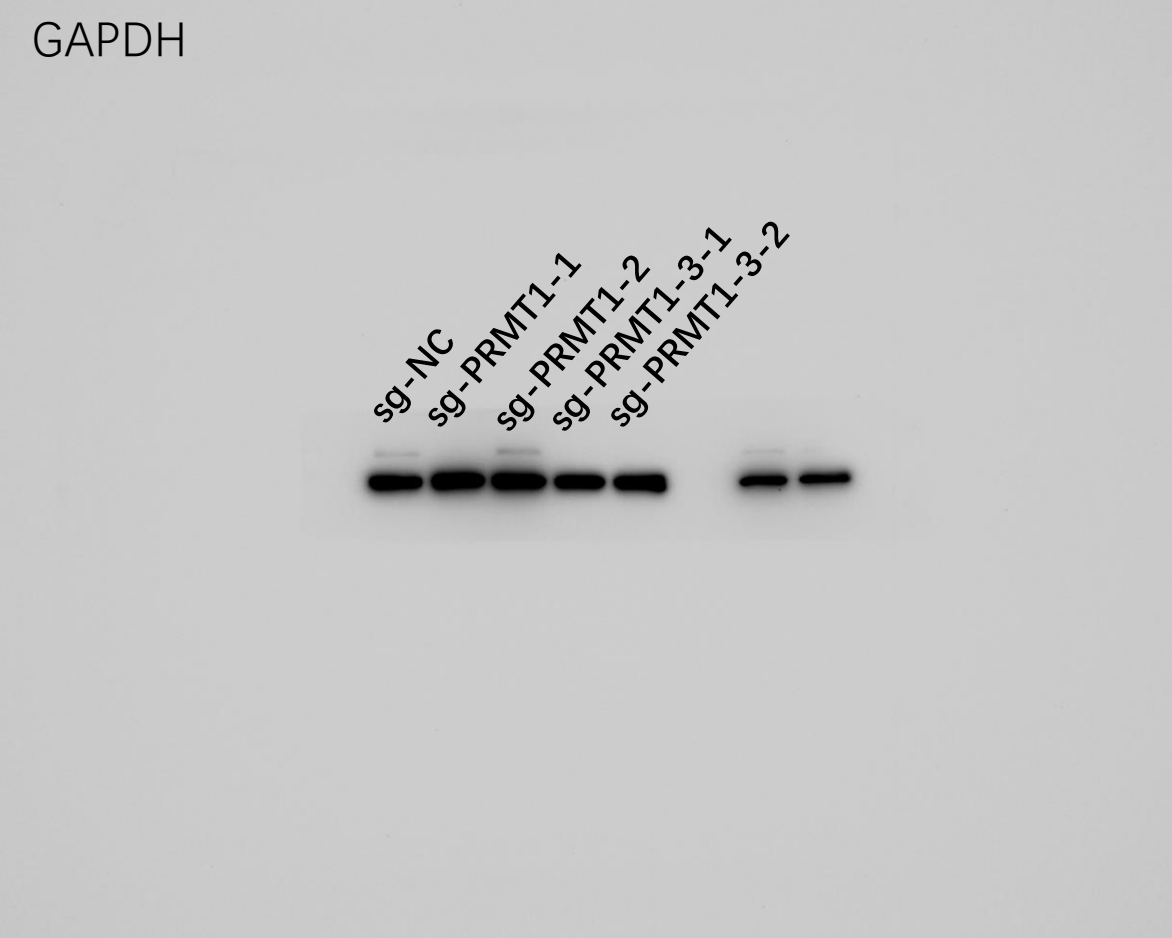

Figure S5

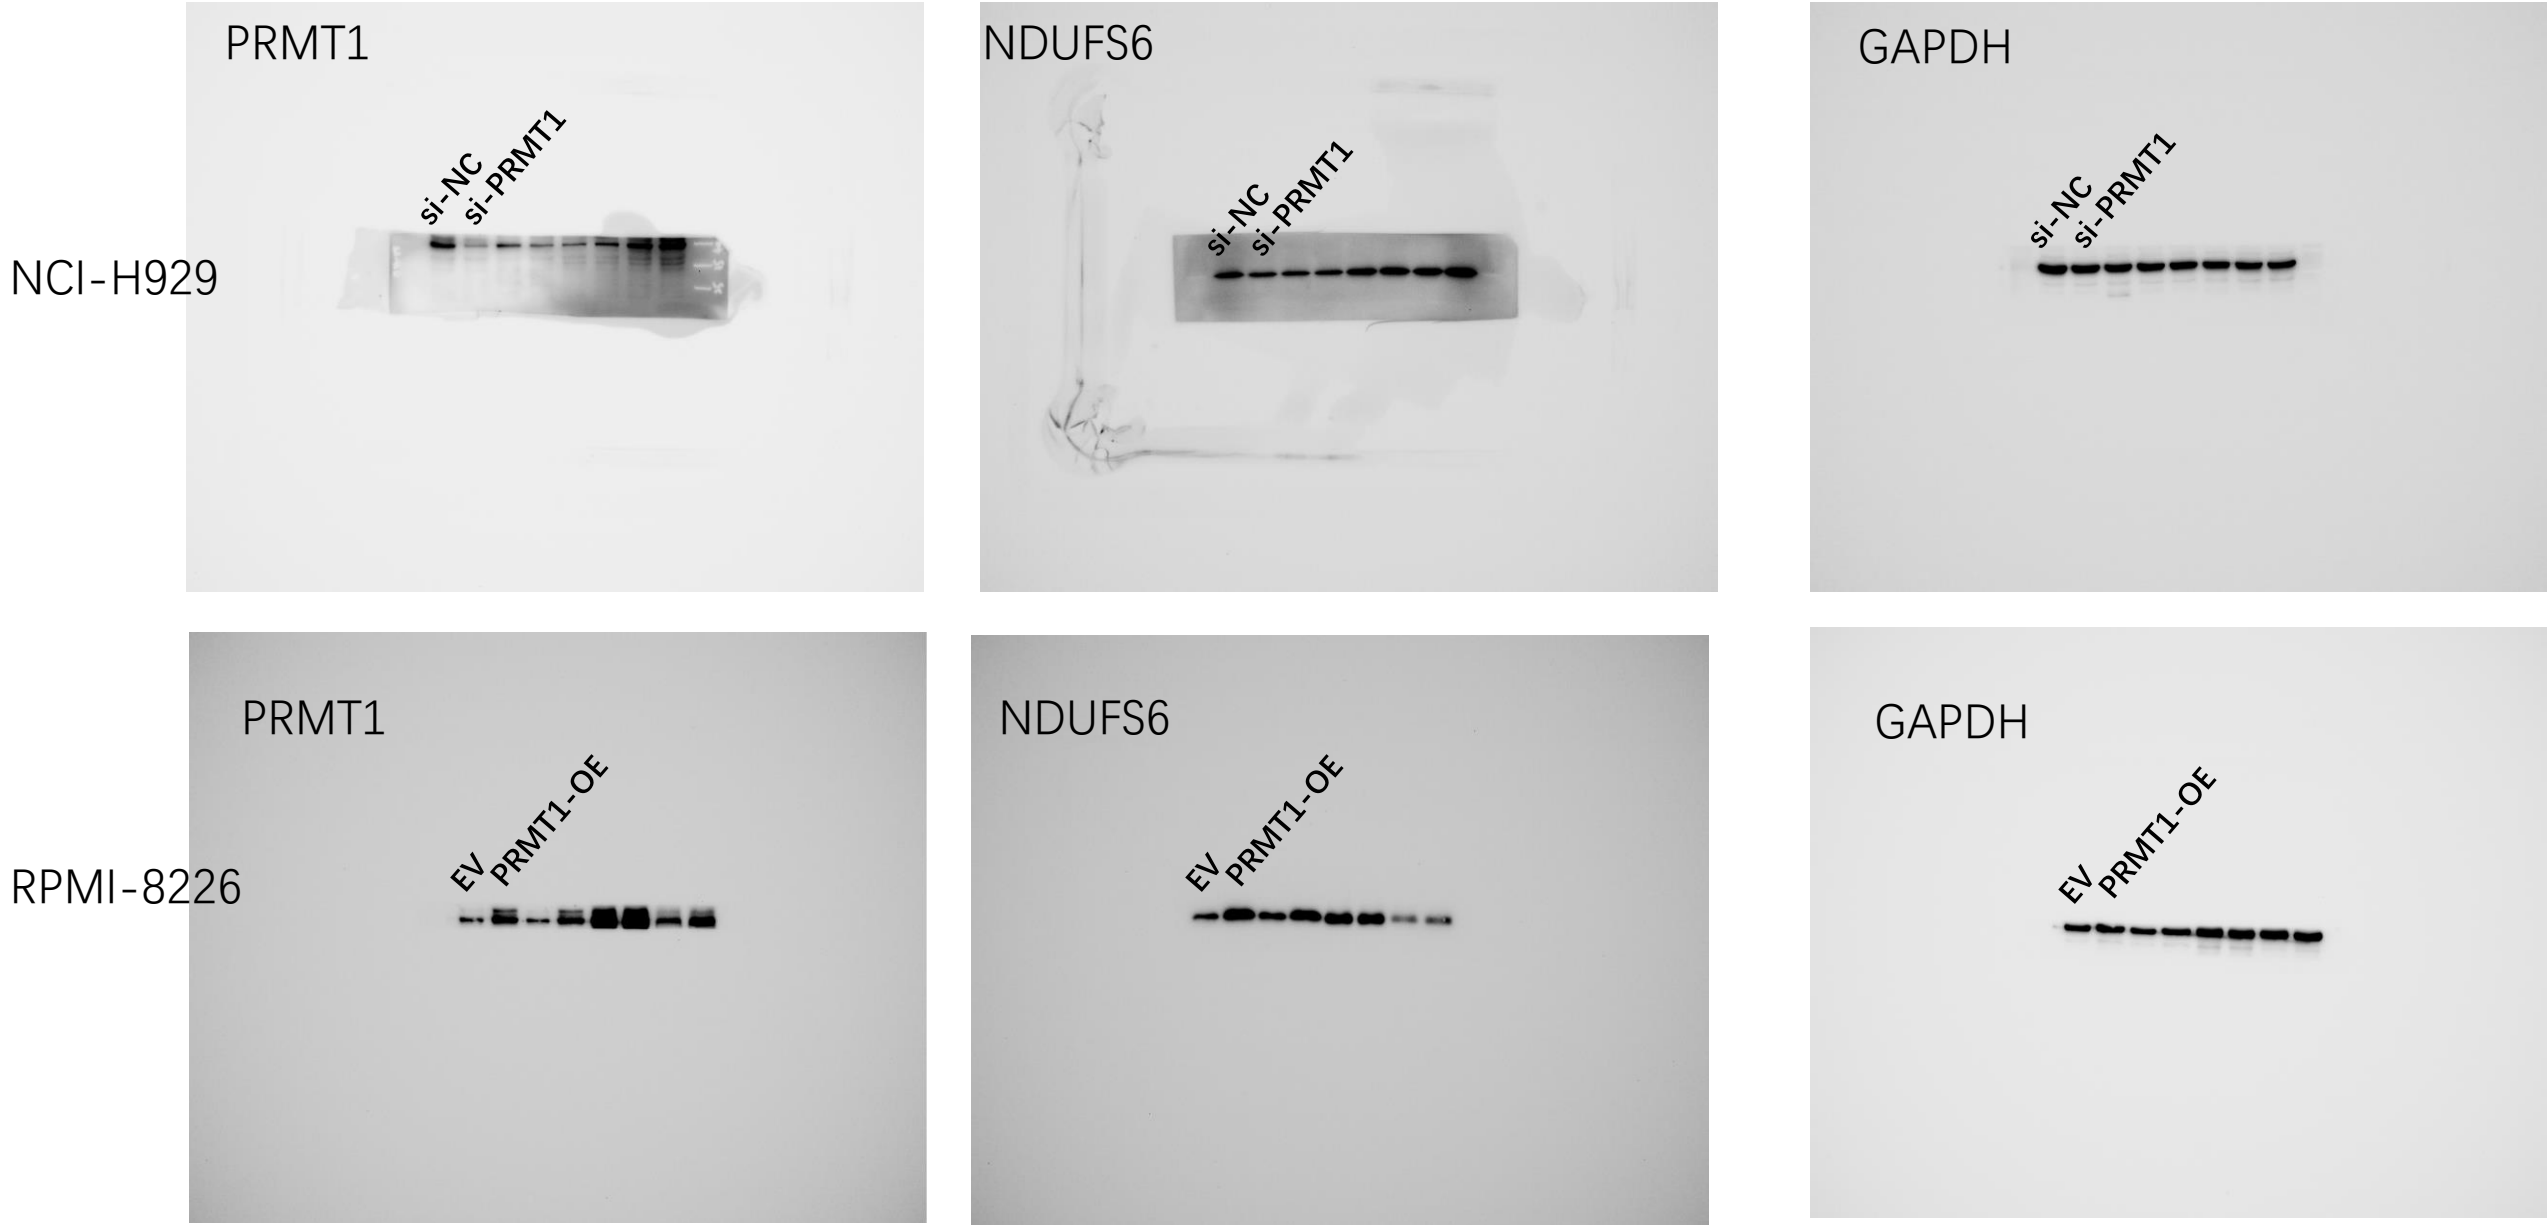

Figure S5

NDUFS6

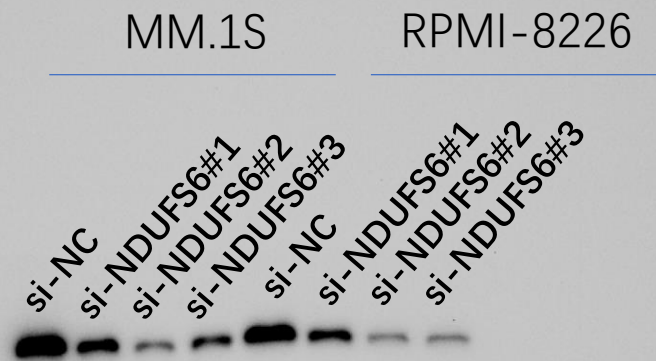

GAPDH

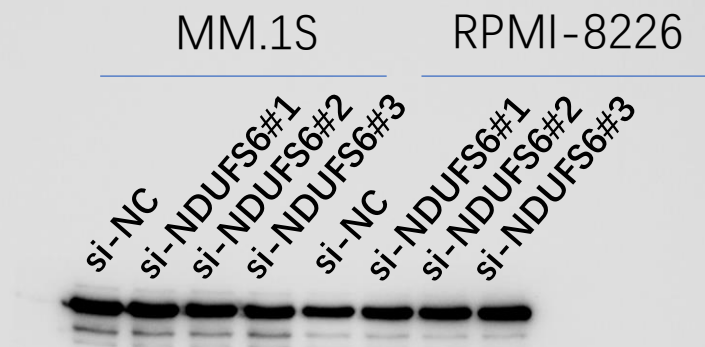

Figure S6

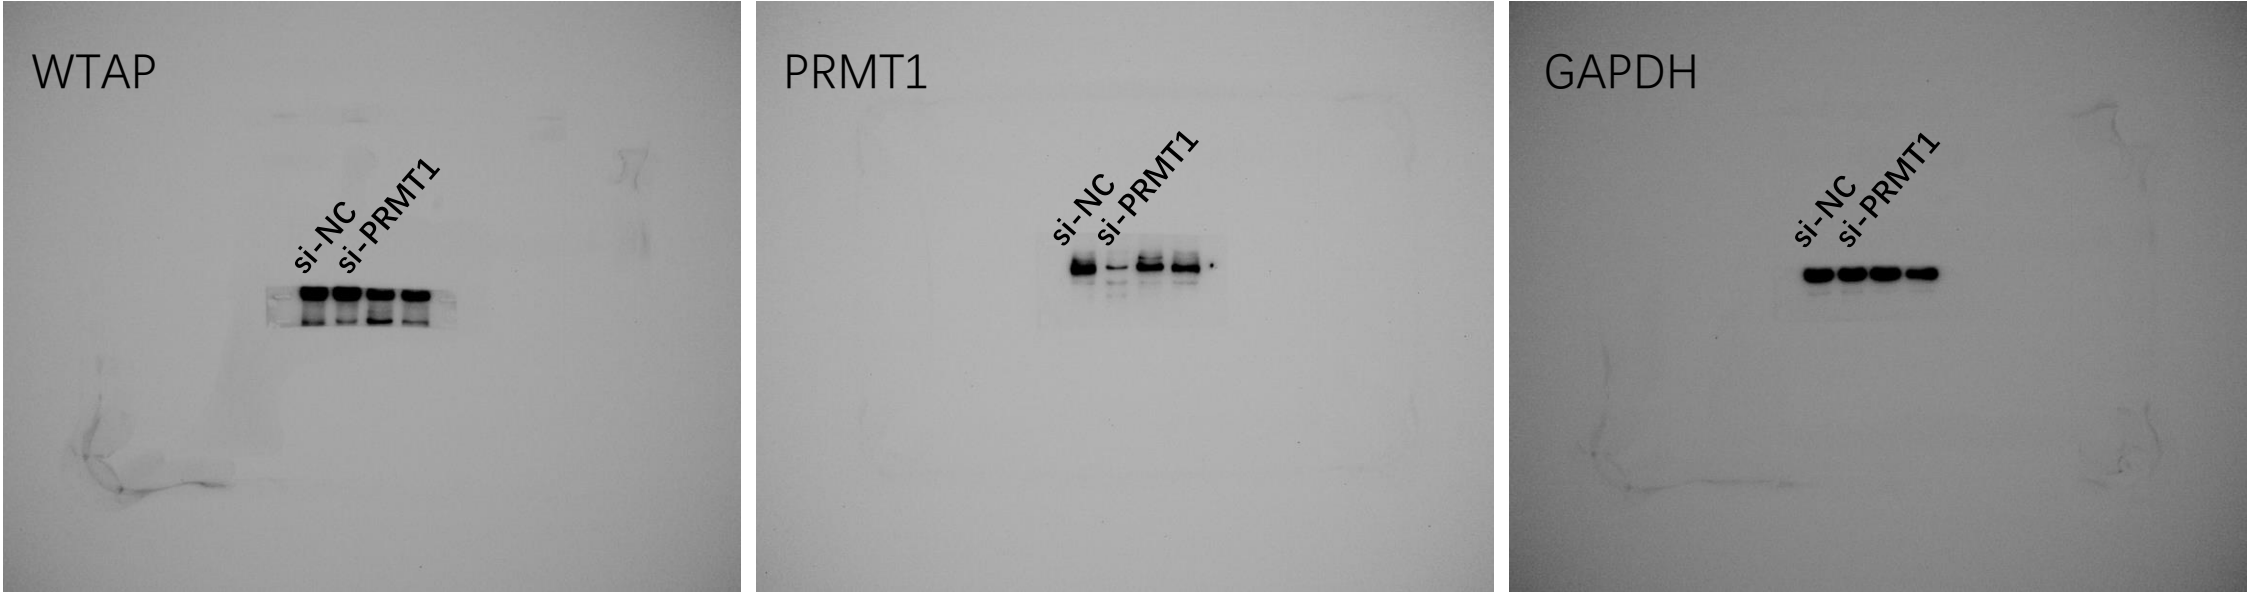

Figure S6 WTAP

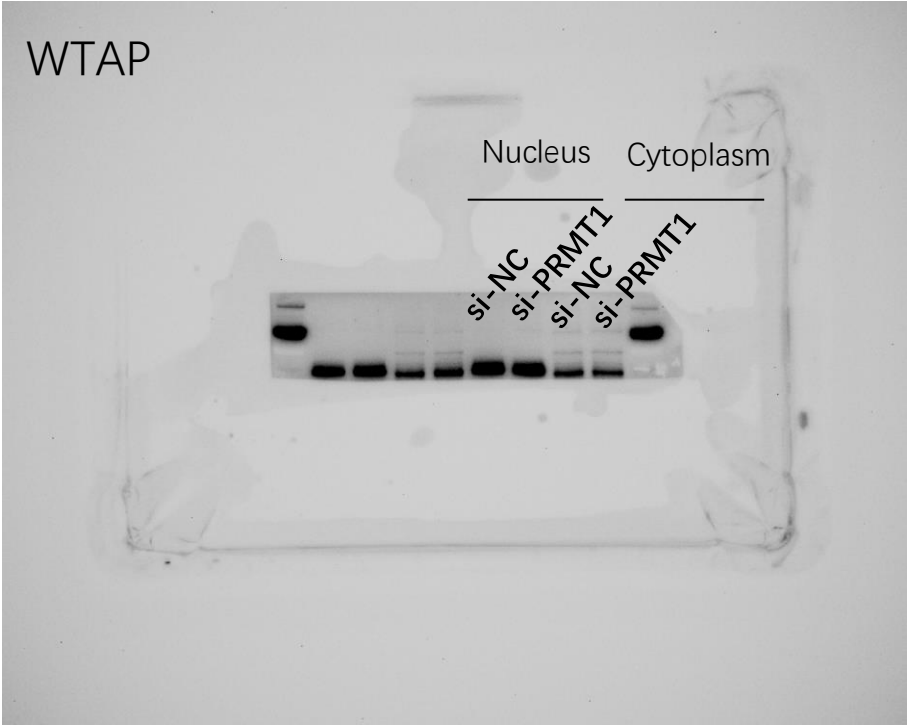

Lamin B1

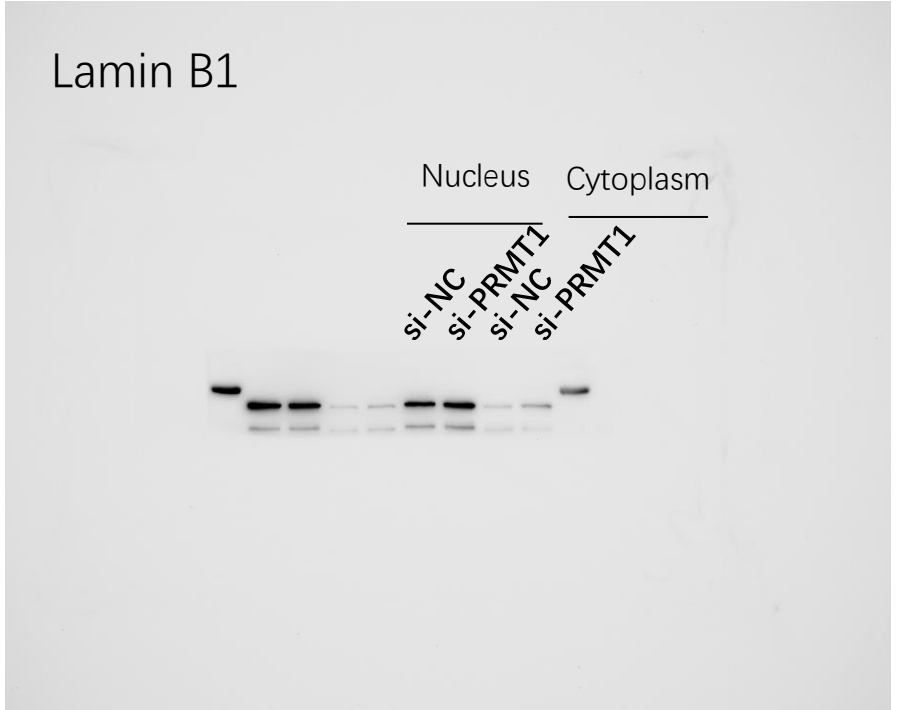

PRMT1

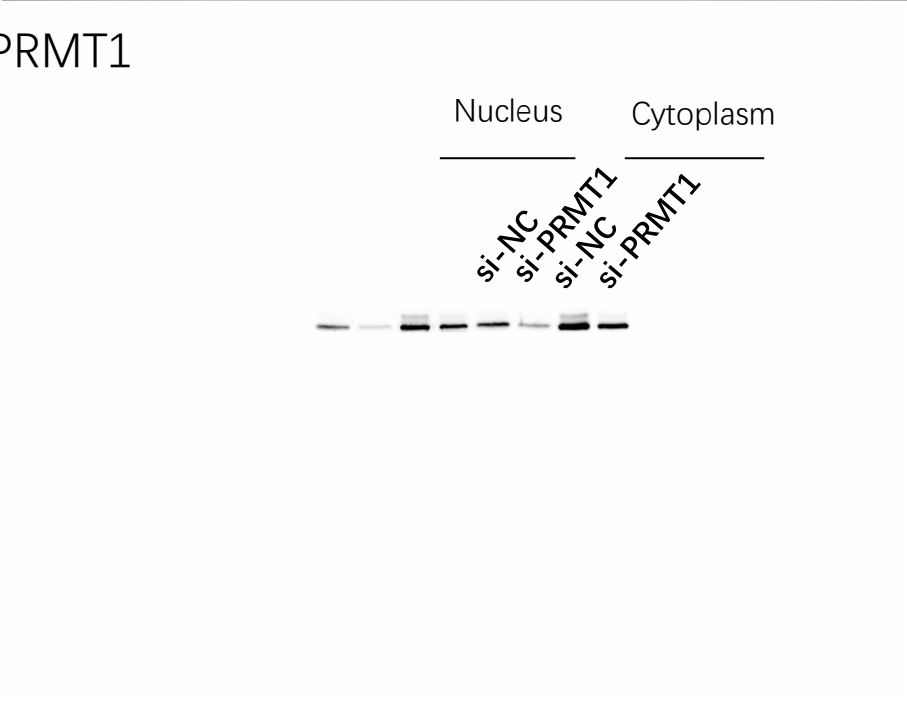

GAPDH

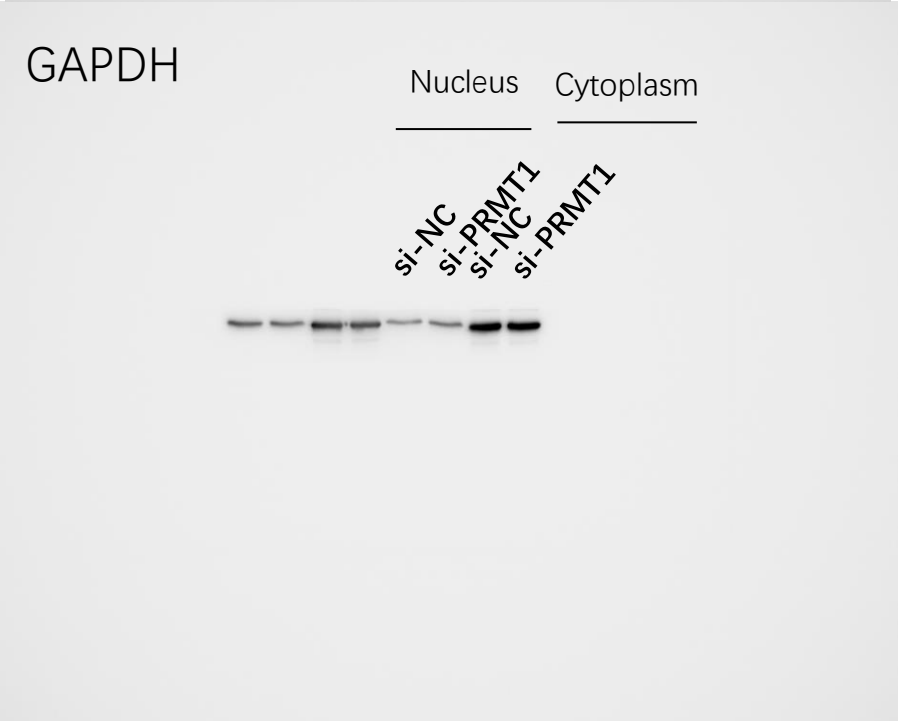

**Supplement:** Supplementary file 2 — Original Data File

How the deposited data were processed for this re-analysis (not part of the article)

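RNA sequencing of MM.1S cells, an established human multiple myeloma cell line, was analysed in 3 control libraries (si-NC) and 3 PRMT1 knockdown (PRMT1 KD) libraries, with 100 nM siRNA and collection at 72 h. Conditions and replicate numbers came from the sample labels, checked against the paper. The m6A sequencing and the other experiments of the paper were not analysed here.

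The authors deposited FPKM values per gene and library, with each gene's length, coordinates and type. The paper's text gives no aligner, counting tool or annotation release for the RNA-seq. Its statistics section gives the unpaired Student's test and the Mann-Whitney U test for the whole paper, without saying which was used for the RNA-seq or whether p was adjusted. Deposited FPKM values multiplied by gene length came out as whole multiples of a single step in each library for 100% of the values above 0. The size by which each library had been divided equalled its median-of-ratios size factor multiplied by the geometric mean of the library totals (ratio 1 in each library), so the deposited values already include a scaling between libraries. Reads worked back from the FPKM values came to 16465026, 16064769 and 16106199 in the control libraries and 16313196, 14439217 and 15416337 in the PRMT1 KD libraries. At this depth, 704 of the 13585 genes tested had a mean under 10 reads per library, and changes in these genes rest on few reads. All 58735 gene identifiers matched GENCODE release 29, with the same coordinates on GRCh38 for 58690.

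Expression was tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (empirical Bayes with a mean-variance trend, two-sided, Benjamini-Hochberg adjustment), on values as deposited, over genes with a mean FPKM of at least 1 across the 6 libraries. A fold change is on the log2(FPKM + 1) scale. Genes with an adjusted p under 0.05 are called changed. Single genes were also compared with an exact permutation test, whose smallest two-sided p is 0.1 for 3 libraries against 3. Gene lists for OXPHOS, cell cycle, FoxO and AMPK signaling were written from general knowledge before the data were examined. They were tested with Fisher's exact test, with limma's camera test (inter-gene correlation 0.01) and against 10000 random lists, each drawn from the 100 genes nearest in mean expression to each list gene. The genes named are PRMT1, NDUFS6, the other 17 genes of Fig. 3C, the 6 m6A genes the paper names, and the 5 largest changes up and the 5 down among genes with an adjusted p under 0.05 whose groups do not overlap. This rule was set before the data were examined, as were the tests and the alternatives, except those described as chosen after seeing the data.

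The replicate numbers come from the sample labels, and the paper describes its replicates as dependent. Deviations of same-numbered libraries from their group means correlated by 0.02, 0.063 and 0.101, and of differently numbered libraries by -0.0751 to 0.0186. The fit with the replicate number as a block is given beside the fit without it.

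The fit was tested on simulated data, with read counts drawn for 58735 genes at the libraries' own means and sizes and 200 genes changed by 1 on the log2 scale. The changed genes were taken only from genes with a mean FPKM of at least 1 that also passed a minimum of mean reads. Genes were drawn independently of each other. The simulation therefore does not cover changed genes with few reads, smaller changes or correlated genes. With the dispersion estimated from the libraries, 157 of the 200 changed genes (78.5%) were called in the right direction, and 14 of 13392 unchanged genes tested were called, 8.19% of the calls. This was under the 80% first set as the bar for the test. Of the 43 genes missed, 5 fell under the filter and 38 had the right direction. Their median was 2.33 FPKM, against 11.7 FPKM for the genes called, and 131 of 136 changed genes with a mean FPKM of at least 5 were called. With a dispersion of 0.02, 160 were called, and 9.09% of the calls were unchanged genes. With no change simulated, 0 of 13581 genes were called with the estimated dispersion and 1 of 13606 with a dispersion of 0.02. limma's voom on the simulated reads called 186 of the 200, and 10 unchanged genes.

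Alternatives covered the pseudocount (0.1), the filter (none, or a mean FPKM of at least 5), median scaling, quantile normalization, rescaling to TPM, empirical Bayes without trend, an ordinary linear model, the replicate block, each library left out, other thresholds, the background and direction of the enrichment, the correlation used by camera, and the OXPHOS list without V-ATPase genes. Chosen after seeing the data were voom on the reads worked back, a filter on a mean of at least 10 reads, both together, and the FoxO list without PRMT1 in each setting. Sequences of siRNAs and guide RNAs were matched to GENCODE 29 transcripts, since no genome sequence was used here. Some results on single genes are not reported here.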

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

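The test of RPL29P11 was set before its own result was seen, but only after the change of RPL29P11 had been seen. RPL29P11, a pseudogene that the paper does not discuss, was higher in PRMT1 KD than in control by a log2 fold change of 1.54, with 46, 41 and 72 reads in the control libraries and 177, 134 and 158 in the PRMT1 KD libraries. It lost its adjusted p under 0.05 in 7 of 18 alternatives, which were 5 of the 6 fits that each left out one library, no filter (limma adjusted p = 0.0674) and the ordinary linear model (adjusted p of 0.103). If a constant share of reads from RPL29 were counted on the pseudogene, RPL29 would have risen as well. RPL29 had a log2 fold change of -0.097 (exact two-sided permutation p = 0.3, unadjusted limma p = 0.102). RPL29 had a mean of 14787 reads per library, so a small change in how its reads were split would not be visible in RPL29 itself and was not tested. RPL29 was chosen after the values of RPL29P11 were seen. The rise of RPL29P11 cannot be told apart from a change in the split of reads, not every technical explanation is reported here, and no biological explanation was tested.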

How the results depend on the processing

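PRMT1 was lower with an adjusted p under 0.05 in all 22 alternatives run for it, with log2 fold changes from -2.21 to -2.09. The OXPHOS median was below 0 in all 19 alternatives run for it, from -0.12 to -0.084. Its camera p stayed under 0.05 in 18 of them and was 0.0902 with the inter-gene correlation estimated from the libraries, at a median of -0.10. NDUFS6 was lower in all 22 alternatives run for it, from -0.40 to -0.22. It passed the threshold in 2 of them, at a log2 fold change of -0.29 in both: an unadjusted p under 0.05, with a limma p of 0.0259 beside an exact permutation p of 0.2, and the replicate block (limma adjusted p = 0.0495). Over all alternatives its limma p, adjusted or not, ranged from 0.0259 to 0.442.

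The number of differentially expressed genes depended on the processing, and the cause was not tested. An unadjusted p under 0.05 gave 2655 genes, 1368 higher and 1287 lower, with 17 of the Fig. 3C genes and odds ratios of 2.86 for OXPHOS, 1.73 for cell cycle and 1.63 for AMPK signaling. An adjusted p with a 1.5-fold change gave 52 genes, 21 higher and 31 lower, and with a 2-fold change 11 genes, 5 higher and 6 lower. An unadjusted p with a 2-fold change gave 41 genes, 24 higher and 17 lower. With these 3 fold limits, 0 of the Fig. 3C genes were counted, against 17 at an unadjusted p alone. The odds ratios of OXPHOS, cell cycle and AMPK signaling were 0, and those of FoxO signaling were 2.96, 15.1 and 3.78, each from 1 gene, PRMT1 itself.

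With no filter on low values, 35 genes passed, 15 higher and 20 lower, and with a mean FPKM of at least 5, 473 passed, 252 higher and 221 lower. Empirical Bayes without trend gave 43 genes, 15 higher and 28 lower, and the ordinary linear model 12 genes, 7 higher and 5 lower. With no filter, without trend and with the ordinary linear model, 0 Fig. 3C genes passed and the odds ratios of OXPHOS, cell cycle and AMPK signaling were 0. FoxO signaling had an odds ratio of 28.4 with no filter (Fisher's exact p = 0.000226) and 11.6 without trend (Fisher's exact p = 0.00287), past the threshold, and 13.8 with the ordinary linear model (Fisher's exact p = 0.0767), not past it. PRMT1, the targeted gene, is in this list and is 1 of the 3 genes with no filter, 1 of the 3 without trend and the only gene with the ordinary linear model. With the filter at 5, cell cycle had an odds ratio of 1.93 (Fisher's exact p = 0.0394), newly past the threshold. FoxO signaling had 1.96 with this filter (Fisher's exact p = 0.0679), no longer past it. Cell cycle had an odds ratio of 2.41 under median scaling and 3.73 under TPM, past the threshold in both. FoxO signaling was past the threshold under median scaling (odds ratio 3.05) and TPM (odds ratio 3.70). It had an odds ratio of 1.91 under quantile normalization, 2.59 against protein-coding genes and 1.13 among lower genes alone, no longer past the threshold. Among lower genes alone, cell cycle had an odds ratio of 0. In the same setting OXPHOS had 2.66 (Fisher's exact p = 0.111) and AMPK signaling 1.20 (Fisher's exact p = 0.571), not past the threshold. TPM gave 222 higher and 133 lower genes, so 62.5% were higher, against 52.0% with the values as deposited. The balance turned the other way under median scaling, with 146 higher and 169 lower (46.3% higher), and quantile normalization, with 146 higher and 179 lower (44.9% higher). With the replicate block, 204 genes passed, 105 higher and 99 lower, of which 147 were shared with the 279. The odds ratio of FoxO signaling was 2.28 with the block (Fisher's exact p = 0.153), no longer past the threshold.

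Across the 6 fits that each left out one library, 13 to 95 genes passed, 4 to 45 of them higher and 9 to 50 lower, with 0 to 1 of the Fig. 3C genes. The odds ratios ranged from 0 to 2.48 for OXPHOS, 0 to 1.28 for cell cycle, 5.02 to 18.0 for FoxO signaling, with PRMT1 among its genes, and 0 to 1.70 for AMPK signaling. Adjusted over the Fig. 3C genes alone, 17 of 18 passed with the values as deposited, 14 of 16 tested with the filter at 5, 7 without trend, 6 with the ordinary linear model and 3 to 17 in the fits that left out one library. COX6A1 and NDUFB2 lost their adjusted p under 0.05 in all 6 of these fits and ATP5MC1 in 5.

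The signs of METTL3, WTAP and METTL14, whose changes were close to 0, reversed in some settings. METTL3 was -0.0015 under median scaling, -0.0021 under quantile normalization, -0.0122 without control replicate 1 and -0.0058 without knockdown replicate 3. WTAP was -0.0053 without control replicate 2 and METTL14 was -0.0149 without knockdown replicate 3. Across the 6 fits that each left out one library, METTL3 ranged from -0.0122 to 0.025, WTAP from -0.0053 to 0.063 and METTL14 from -0.0149 to 0.16. Counted over the named genes other than PRMT1 and NDUFS6 and all alternatives set before the data were examined, 87 values were no longer past the threshold and 1 newly passed it.

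Some alternatives were chosen after seeing the data. voom on the reads worked back gave 927 genes, 526 higher and 401 lower, of which 260 were shared with the 279, and 6 of the Fig. 3C genes. Its odds ratios were 1.85 for OXPHOS, 2.30 for cell cycle and 2.04 for AMPK signaling. A mean of at least 10 reads gave an odds ratio of 2.99 for cell cycle. Both together gave 918 genes, 500 higher and 418 lower, 6 of the Fig. 3C genes, and odds ratios of 2.25, 2.56 and 2.18 for OXPHOS, cell cycle and AMPK signaling. The FoxO signaling list without PRMT1 had an odds ratio of 2.26 and did not pass the threshold. Without PRMT1 it passed with an unadjusted p under 0.05 (1.80), no filter (18.4), TPM (3.22), without trend (7.54), voom (2.14), a mean of at least 10 reads (2.83) and both together (2.53), and not under median scaling (2.53, Fisher's exact p = 0.0558) or any other setting, nor in any of the 6 fits that left out one library (0 to 8.52).

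The ordinary linear model gives no camera test. Named genes with a mean FPKM under 5 have no value under the filter at 5. Of the 10 largest changes, 6 had a mean under 10 reads, against 8 of all 279 genes, so few reads limit mainly the sizes of the largest changes. A mean of at least 10 reads, a filter chosen after seeing the data, gave 301 genes, 249 of them shared with the 279.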

Differences from the paper's values

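The paper reports 2731 differentially expressed genes, against 279 here, with 1487 upregulated against 145 here and 1244 downregulated against 134 here. In Fig. 3B, read by eye, the paper shows about 44 OXPHOS genes, about 41 cell cycle genes, about 35 FoxO signaling genes and about 30 AMPK signaling genes among the changed genes. The numbers here were 3, 5, 5 and 4, from gene lists that are not a KEGG release. Of the alternatives set before the data were examined, an unadjusted p under 0.05 brought each of these to within 1.5 times of the paper's value, the limit used here for a difference, with 2655 genes, 1368 higher and 1287 lower, and with 48, 33, 28 and 24 genes of the lists. None of the other alternatives set before the data were examined did so for any of these values. voom on the reads worked back, chosen after seeing the data, gave 927 genes, with 14, 16, 13 and 11 genes of the lists. On simulated data voom called 186 of 200 changed genes, against 157 with the fit used here. The number of genes therefore depends on the test chosen.

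The paper states that NDUFS6 mRNA decreased. Its evidence on NDUFS6 also includes qRT-PCR, western blotting, PRMT1 overexpression and immunohistochemistry of tumors. The direction was the same here, at 81.1% of the control mean and a log2 fold change of -0.29. The limma adjusted p was 0.186, and the paper's text gives no adjusted p for NDUFS6. NDUFS6 passed 0.05 with an unadjusted p, at a limma p of 0.0259 beside an exact permutation p of 0.2, and with the replicate block (limma adjusted p = 0.0495). Its voom adjusted p, from a setting chosen after seeing the data, was 0.0519. Its limma p ranged from 0.0259 to 0.442 over the alternatives. The paper states that the OXPHOS, cell cycle, FoxO and AMPK signaling pathways were enriched. At an adjusted p under 0.05 for genes, the Fisher's exact p adjusted over the 4 lists was 0.438 for OXPHOS and 0.13 for the others. With genes at an unadjusted p under 0.05, the Fisher's exact p adjusted over the 4 lists was 3.77e-07 for OXPHOS, 0.00994 for cell cycle, 0.00994 for FoxO signaling and 0.0334 for AMPK signaling. Unadjusted over the lists, it was also under 0.05 for all 4 with voom on the reads, a setting chosen after seeing the values.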

Other observations

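The tests of scaling, of the mitochondrial genome, of ribosomal protein genes, of the interferon, cell cycle and p53 lists and of few reads were chosen only after the results were seen, and the further tests of the si-PRMT1-3 site only after its first result. Of the 10 splits of the 6 libraries into 3 and 3, 4 part all 3 same-numbered pairs. For the number of differentially expressed genes, higher genes and lower genes, the Fig. 3C genes, the OXPHOS median and the odds ratios of the 4 lists, 1 of these 4 splits, the real one, gave a result as large. This number of splits cannot give a share under 0.05. The OXPHOS median was -0.10 in the real split, -0.078 in another of these 4 and up to 0.072 in size in the 6 splits that part 1 pair. A mixed split holds only part of the difference between the groups, so libraries of the same group also differ in these genes. Besides the real one, the 3 splits that part all pairs gave 0 genes with an adjusted p under 0.05 and 284 to 384 at an unadjusted p under 0.05. The 6 splits that part 1 pair gave 0 genes, and 277 to 1066 at an unadjusted p under 0.05.

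The lower OXPHOS genes were tested against technical explanations. Their median lay at percentile 0 of random lists matched on expression, gene length and GC content, and was -0.11 under median scaling, -0.084 under quantile normalization and -0.086 under TPM. The deposited values already include a scaling between libraries. Median scaling moved the median of all genes tested by only -0.0076, so it tested little. The random lists were drawn gene by gene and do not carry the correlation between OXPHOS genes, so percentile 0 adds no test of it. Cytosolic ribosomal protein genes fell less, with a median of -0.022 (camera p of 0.0424, adjusted p = 0.0576 over all lists tested). OXPHOS genes of the mitochondrial genome had a median of -0.13. A lower OXPHOS list in PRMT1 KD may reflect the knockdown, as a hypothesis, or in part differences between libraries of the same group, since another split reached -0.078. In addition, 4 splits are too few to test a grouping by chance, from which it cannot be told apart, and its camera p of 0.0902 with the estimated correlation is not under 0.05.

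Other lists were tested with camera at the preset correlation of 0.01, and the estimated correlation was not run for them. The cell cycle list was higher (median 0.078, 82 of 112 genes higher, two-sided camera p of 4.5e-05, adjusted p = 0.000132 over all lists tested). The FoxO signaling list was higher (median 0.052, 61 of 90 genes higher, camera p of 0.0158, adjusted p = 0.0231), and the AMPK signaling list had a camera p of 0.147. The interferon response list was lower (median -0.11, 15 of 22 genes lower, camera p of 0.00211, adjusted p = 0.00365). Among its genes, ISG15 had a log2 fold change of -0.88 (limma adjusted p = 0.0144), and was chosen after its values were seen. Mitochondrial ribosomal protein genes were lower (median -0.069, 57 of 77 genes lower, camera p of 5.28e-05, adjusted p = 0.000132). The p53 target list had a camera p of 0.258. Of 4 other type I arginine methyltransferase genes, 0 rose with an adjusted p under 0.05, and 2 changed at an unadjusted p under 0.05, CARM1 by 0.22 and PRMT2 by -0.16, both named after their values were seen. Of the 10 largest changes, 6 had a mean under 10 reads.

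Of the m6A genes that the paper names, 0 of 6 had an adjusted p under 0.05, and 1 had an unadjusted p under 0.05, ALKBH5 with a log2 fold change of -0.17. WTAP had a log2 fold change of 0.037 (limma adjusted p = 0.762).

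An siRNA can also lower other mRNAs whose 3′ UTR pairs with bases 2 to 8 of its guide strand. Over 9979 genes, and after adjustment for 3′ UTR length and GC content, genes with the site of si-PRMT1-3 (GACTTCA, 1102 genes) had a shift of -0.031 on the log2 scale (z = -6.22), at percentile 0 and the lowest of 16090 sites. The site of si-PRMT1-1 lay at percentile 99.2 and that of si-PRMT1-2 at percentile 5.47. Genes with the 8-base site had a shift of -0.054 and genes with the 7-base site alone one of -0.024. The site of the passenger strand (GTCGATG) lay at percentile 41.6, and with voom the guide site stayed at percentile 0. Among the 4 splits that part all pairs, 1, the real one, had a shift as large, and 4 splits are too few to test a grouping by chance. The other 9 splits gave shifts of 0.0091 to 0.0117 in size, and another of the 4 splits also put the site at percentile 0. Each of these splits sets 2 libraries of one group and 1 of the other against the reverse, so it still holds part of the difference between PRMT1 KD and control, and the percentile alone does not tell the knockdown from a grouping by chance. Before adjustment, genes with the site were not lower (median 0.021, against 0.0125 without it). Among genes with an adjusted p under 0.05, the site was held by 17 of 105 lower genes (16.2%) and 9 of 119 higher genes (7.56%), against 11.0% of all genes, a difference that was not tested. One candidate explanation, which these tests leave open, is that si-PRMT1-3 was among the siRNAs used, which the paper's text does not name. NDUFS6 holds the site in 0 of 2 annotated 3′ UTRs, and the OXPHOS median without the genes that hold the site was -0.11. Pairing with the site in their own 3′ UTRs therefore does not account for either. An effect of the siRNA on them through other genes was not tested.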
